# Lack of cortistatin drives neuroimmune and vascular dysfunction in brain ischemia

**DOI:** 10.1186/s12929-026-01271-w

**Published:** 2026-06-20

**Authors:** Julia Castillo-González, Pablo Vargas-Rodríguez, Ignacio Serrano-Martínez, Alejandro Cuenca-Martagón, Irene Forte-Lago, Melanie Price, Lara Buscemi, Lorenz Hirt, José Luis Ruiz, Elena González-Rey

**Keywords:** Ischemic stroke, Cortistatin, Neuroimmunology, Microglia, Astrocytes, Neuroinflammation, Blood–brain barrier

## Abstract

**Background:**

Ischemic stroke remains a leading cause of death and disability, with limited therapies addressing its pathophysiology. Neuroinflammation, blood–brain barrier disruption, and immune dysregulation critically contribute to both acute neuronal injury and chronic functional decline. Elucidating the endogenous factors that govern these processes and understanding the intricate interplay among them is essential for developing effective therapeutic strategies. Cortistatin, a neuropeptide expressed in the nervous and immune systems, exhibits potent immunomodulatory actions, but its role in neuroinflammatory diseases remains unclear.

**Methods:**

In this study, we combined human and murine transcriptomic analyses with a preclinical stroke model in cortistatin-deficient mice to investigate the endogenous and therapeutic roles of cortistatin during the acute (48 h) and subacute (7 days) phases of ischemic stroke.

**Results:**

We demonstrate for the first time that cortistatin deficiency amplified ischemia-induced transcriptional programs, heightening neuroinflammation and glial/neurovascular dysfunction, and worsening neurological outcomes. Interestingly, cortistatin deficiency accelerated aging-associated pathological features, underscoring its essential role in neuroimmune and cerebrovascular homeostasis. Conversely, cortistatin administration improved neuronal survival, mitigated immune dysfunction, and preserved myelin and vascular integrity during both the acute and subacute stages.

**Conclusions:**

These findings provide the first evidence identifying cortistatin as an endogenous neuroimmune regulator in ischemic stroke and a promising multimodal therapeutic agent for improving acute and long-term outcomes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12929-026-01271-w.

## Introduction

Ischemic stroke is the second leading cause of mortality worldwide and the main contributor to adult disability [1]. The interruption of cerebral blood flow initiates a cascade of interconnected events, including neuroinflammation, blood–brain barrier (BBB) disruption, and immune deregulation, major hallmarks of stroke pathogenesis [2]. Despite the advancements of recanalization therapies, current treatments remain limited to intravenous recombinant tissue plasminogen activator (rtPA) and endovascular thrombectomy, both with narrow therapeutic window and considerable adverse effects [3]. Therapeutic shortcomings arise from simplistic preclinical models that overlook key risk factors like aging, the use of single-target drugs for a multifactorial disorder, and an overemphasis on immunosuppression rather than immunomodulation. Additionally, the poor understanding of the multi-organ nature of stroke, which involves interactions between the brain, vasculature, and often-overlooked peripheral organs, presents additional challenges [4]. This complex spatiotemporal coordination of immune responses, ranging from acute neuroinflammation to long-term reparative processes, is critical for determining neurological outcome. Consequently, identifying endogenous mediators that modulate neuroimmune and neurovascular homeostasis across both acute and subacute phases of ischemic injury represents a major unmet need and a promising avenue for therapeutic innovation.

Cortistatin is a neuropeptide broadly expressed in the central nervous system (including GABAergic interneurons, microglia, astrocytes, oligodendrocytes, pericytes, and endothelial cells [5–8]) and immune compartments (including macrophages, lymphocytes, monocytes, and dendritic cells [9]), that has emerged as a potent immunomodulatory factor [10, 11]. Despite sharing homology, functions, and receptors (SSTR1-5) with somatostatin, cortistatin exerts distinct biological functions also interacting with additional targets, including the ghrelin receptor (GHSR), Mas gene-related receptor X-2, and an unidentified cortistatin-specific receptor [12, 13]. Cortistatin has been reported to exert anti-inflammatory and neuroprotective effects across several experimental models of neurological disorders [14–18]. Consistent with these observations, we recently demonstrated a beneficial effect of exogenous cortistatin administration during the acute phase of stroke in young mice [19]. Cortistatin has also been implicated in the regulation of BBB integrity in vitro [6], and its deficiency has been associated with increased basal inflammation and heightened vulnerability to inflammatory injury [11, 14, 16, 20].

Despite these findings, the role of endogenous cortistatin in stroke pathophysiology remains unexamined. Specifically, its contribution to neuroimmune crosstalk, BBB stability, and glial responses has not been investigated. Moreover, it is unclear whether cortistatin influences age-related stroke susceptibility or long-term recovery. Addressing these questions represents a novel and unexplored research direction, distinct from prior studies based on exogenous administration or non-ischemic disease models.

Our findings identified cortistatin as a novel endogenous regulator of neuroimmune and neurovascular homeostasis, showing that it restrains maladaptive inflammation while supporting vascular integrity and tissue repair across multiple stages of ischemic injury. Conversely, cortistatin deficiency exacerbates stroke severity and accelerates aging-like neuroimmune and vascular dysfunction, thereby undermining long-term recovery after stroke. Consistent with these findings, human transcriptomic analyses reveal a sustained reduction in cortistatin expression in multiple tissues throughout the course of the disease, underscoring its clinical relevance. Finally, we demonstrated that cortistatin administration reverses key pathological features and improves outcomes across different ages and distinct phases of stroke progression. These findings highlight the potential of targeting endogenous neuroimmune modulators to extend therapeutic opportunities beyond current time-restricted interventions.

## Materials and methods

### Peptides

Lyophilized mouse cortistatin (CST-29) was obtained from Bachem and dissolved in distilled water to a final concentration of 10^–4^ M.

### Animals

The experimental protocols employed in this study were approved by the Animal Care and Use Board and the Ethical Committee of the Spanish National Research Council (Animal Care Unit Committee IPBLN-CSIC # protocol CEEA OCT/2017.EGR) and conducted in accordance with Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. Transgenic mice deficient in the cortistatin gene (*Cort*^−/−^), generously provided by Dr Luis de Lecea (Stanford University, United States), were bred and maintained on a C57BL/6 J background as previously described [12]. Mice were housed in groups of ten per cage under controlled environmental conditions (22 ± 1ºC, 60–70% relative humidity) with a 12 h light/dark cycle (lights on at 7:00 a.m.), with *ad libitum* access to food and water.

### Transient middle cerebral artery occlusion model

3-month-old and 6-month-old *Cort*^+/+^ and *Cort*^−/−^ male mice were evaluated. Animals from both ages were subjected to the MCAO model as previously described [19]. This model is a robust and highly reproducible gold-standard technique, rigorously validated in stroke research for over two decades [21–24]. It remains the most clinically relevant surgical approach to mimic human pathophysiology, also offering superior controllability of reperfusion and no craniotomy [21]. In MCAO, blood flow is interrupted proximal to the lenticulostriate arteries, making the striatum (caudate-putamen) exceptionally vulnerable to ischemic insult. Consequently, the infarct consistently originates in this core territory and, depending on the severity of the stroke or the susceptibility of the cohorts, the damage can expand from the striatum into cortical areas. For MCAO, anaesthesia was induced using isoflurane (1.5–2% in 70% N_2_O/30% O_2_) via a facemask, and meloxicam (2 mg/kg, Norbrook) was administered subcutaneously for post-surgery analgesia. Body temperature was maintained constant throughout the procedure using a heating pad. Regional cerebral blood flow (rCBF) was continuously monitored by laser Doppler flowmetry (moorVMS-LDF1, Moor Instruments) fixing a probe on the skull over the core area supplied by the middle cerebral artery (MCA) (approximately 1 mm posterior and 6 mm lateral to the bregma). Transient focal ischemia was induced by introducing a silicone-coated filament (701756PK5Re, Doccol) through the left common carotid artery into the internal carotid artery to occlude the MCA. The surgery was considered successful if the rCBF decreased below 20% of the baseline during occlusion and recovered above 50% of the baseline upon reperfusion. Following surgery, mice were returned to their cages with *ad libitum* access to food and water. Each cage was supplied with water-softened chow and recovery gel. To ensure an equivalent ischemic insult across age groups despite age-related vascular differences, the occlusion was maintained for 20 min in 3-month-old mice and 35 min in 6-month-old mice, using a standardized filament size for both cohorts. After this time, the filament was withdrawn to allow reperfusion. While longer occlusion times are frequently reported, we implemented a refined, non-lethal stroke model to minimize mortality (*i.e.,* thinner intraluminal filaments yield smaller and more reproducible infarct sizes, reduce endothelial damage, increase reperfusion rates [19, 21]) and allow a reliable assessment of long-term recovery mechanisms. Moreover, shorter occlusion durations have been shown to produce infarct volumes comparable to over half of stroke patients [25–27].

Cortistatin was administered intraperitoneally at a standardized dose of 144 µg/kg, a regimen selected based on our previous optimization studies identifying the optimal therapeutic window for neuroprotection [19], and consistent with its established efficacy in other neuroinflammatory and autoimmune models [16, 20]. Treatment was initiated 24 h post-ischemia and delivered either as a single dose (acute phase) or as daily injections for 7 consecutive days (subacute phase). Control groups received equivalent volumes of saline solution. Neurological assessments, behavioural tests, ischemic volume determination, morphometric characterization of glial population, and inflammatory response evaluation were determined at 48 h and 7 days after surgery. We focused on 48 h post-stroke to study the potential endogenous and therapeutic roles of cortistatin because it represents a critical period for key processes, including neuronal damage, glial activation, BBB disruption, and immune modulation [1, 28, 29]. The 7-day post-ischemia interval was selected to capture early long-term recovery phase, a period characterized by remodelling processes supporting active plasticity and repair mechanisms and therapeutic responsiveness [30, 31].

### Neurological and behavioural assessments

The functional outcome of each mouse was evaluated using a neurological score every 24 h following MCAO and prior to sacrifice. Neurological severity was graded on a scale from 0 to 3, assessing motor, sensory, reflex, and balance functions, based on a combination of established scoring systems [32].

In addition, muscle coordination and endurance were analysed using the wire-hanging test. Mice were suspended on a custom-made apparatus consisting of a single wire stretched between two posts over a soft surface. Training was conducted 24 h before surgery, and performance was evaluated at 48 h and 5 days post-MCAO, recording the number of successful reaches (defined as the mouse touching either the right or left post) or falls [33]. The test concluded after 180 s or when a mouse fell from the wire ten times. Motor skills were further characterized using the pole test, which measured the ability of mice to grip and descend a vertical pole to a safe surface [34]. Mice underwent one training trial 24 h before surgery. Post-surgical evaluations of mice were conducted 48 h and 5 days after MCAO. Performance was scored based on successful descents or falls (reaching the mat or falling onto it, respectively). The total time taken to reach the mat with at least two limbs, along with the number of turns required to descend, were recorded. The test concluded after three trials, if any trial exceeded 120 s, or after three falls. Cognitive function was evaluated using the novel object recognition (NOR) test to assess long-term episodic-like memory. Behavioural performance was recorded for 10 min using a camera and analysed with automated software (SMART V3.0.06, Panlab). Prior to testing, mice underwent a 15-min habituation period in the arena. Baseline cognitive capacity was established starting 24 h before the stroke procedure; mice were first exposed to two identical objects, followed 24 h later (30 min before the surgery) by a session where one object was replaced with a novel one. Following the stroke, the 7-day memory assessment was conducted: 6 days post-stroke, mice were again exposed to two identical objects, and 24 h later (day 7), one object was replaced by a novel object. Exploration was defined as the animal’s snout being directed toward the object within a distance of 2 cm. To quantify memory performance, the recognition index (RI) and discrimination index (DI) were calculated. The RI was defined as the time spent exploring the novel object divided by the total exploration time (T-novel/[T-novel + T-familiar]). The DI was calculated as the difference in exploration time between the novel and familiar objects divided by the total exploration time ([T-novel—T-familiar]/[T-novel + T-familiar]). Values approaching 1 reflect a stronger and more robust memory performance.

### Ischemic lesion volume determination

At 48 h or 7 days post-MCAO, mice were sacrificed by an overdose of intraperitoneal ketamine (100 mg/kg, Ritcher Pharma) and xylazine (10 mg/kg, Fatro Iberica), followed by intracardial perfusion with 4% PFA. Brains were dissected, post-fixed in 4% PFA for 24 h at 4ºC, and then cryoprotected in 30% sucrose for 48 h at 4ºC. Subsequently, brains were frozen in isopentane on dry ice at –25ºC and stored at –80ºC until further processing. Coronal brain sections were cut at a thickness of 20 µm using a cryostat.

To assess tissue damage and quantify infarct volume, serial sections were stained with cresyl violet (CV), which is the most appropriate tool at 48 h post-stroke and beyond. This basic dye binds to neuronal RNA, causing healthy tissue to stain dark purple while the infarcted core appears pale or white due to the loss of cellular RNA and neuronal lysis. The procedure followed a protocol of gradual hydration in ethanol, staining with 1 mg/ml of CV-acetate in distilled water, gradual dehydration in ethanol, and clearing in xylene [32]. Stained sections were imaged using a Leica DM2000 Transmit stereomicroscope at 2.5 × magnification, and infarcted areas were measure using the ImageJ Fiji free software. Infarct volume was calculated by summing the infarcted areas from each section and multiplying by the spacing distance between sections.

### Immunofluorescence

Free-floating brain sections (20 µm-thick) were first washed with PBS, then blocked and permeabilized using a solution of PBS 1x, 1% bovine serum albumin (BSA), 0.1% Triton X-100, and 5% goat serum for 60 min at RT. The sections were subsequently incubated overnight at 4ºC with primary antibodies anti-MAP2 (1:1,000, Sigma MAB3418), anti-Iba1 (1:1,000, Wako 19–19741), anti-GFAP (1:5,000, Dako 20334), anti-CD31/PECAM-1 (1:300, BD550274), anti-ZO-1 (1:100, Fisher 40–2200), anti-VEGF (1:500, Abcam 52917) or APC-labelled anti-CD45 (1:200, BD 559864) diluted in PBS 1x with 1% BSA, 0.1% Triton X-100, and 5% goat-serum. Next, sections were washed with PBS and then incubated with the appropriate Alexa Fluor-conjugated secondary antibodies (1:1,000, Sigma) and DAPI in PBS 1x, 1% BSA, 0.1% Triton X-100, and 2% goat-serum for 60 min. Sections were mounted using Mowiol. For IgG staining, the same protocol was followed, except that an Alexa Fluor 594-conjugated goat anti-mouse IgG antibody was used without a primary antibody. Images were obtained with a LEICA DMi8 S Platform Life-cell microscope at 20x magnification and a Leica TCS SP8 STED confocal microscope at 63x magnification.

### Morphometric analyses of microglial phenotypes

To thoroughly characterize the complex and heterogeneous morphology of microglia/infiltrating macrophages following stroke, we performed extensive morphometric analyses. First, individual microglia/macrophages from specific brain regions, such as the periinfarct area, were randomly selected. Attention was warranted to avoid cell overlap and to ensure complete capture of both the soma nucleus and cellular branches. A total of 15–30 cells per mouse from 3–6 mice (N = 3–6) were analysed. To ensure objectivity and eliminate observer bias, image processing was performed using ImageJ Fiji software, following a systematic, blinded, and automated protocol adapted from previous studies [17, 35, 36]. Initially, images were converted to 8-bit grayscale and automatically pre-processed to reduce background noise and enhance contrast. Subsequently, images were binarized using a pre-determined threshold applied consistently across all experimental groups, and non-cellular artefacts were removed using the *remove outliers* and *despeckle* functions. Manual refinement was strictly limited to the removal of non-cellular artifacts and debris to ensure the accuracy of the segmentation. After image processing, morphometric parameters were obtained automatically using the Skeletonize and Fractal Analysis plugins in ImageJ Fiji [37]. For *skeleton analysis*, the number of junctions and maximum branch length were quantified. For *fractal analysis*, key parameters included the convex hull area (the minimal convex polygon enclosing the entire cell structure), span ratio (defined as the ratio of the major to minor axes of the convex hull), and fractal dimension (an index representing cellular complexity).

### Isolation of adult microglia and astrocytes

Adult brains from 3-month-old *Cort*^+/+^ and *Cort*^*-/-*^ male mice were harvested under sterile conditions and dissociated into single-cell suspensions using the Adult Brain Dissociation Kit (Miltenyi Biotec) according to the manufacturer’s instructions [38]. Briefly, after enzymatic and mechanical dissociation with the gentleMACS Dissociator, myelin, debris, and erythrocytes were removed to obtain a clean cell suspension that was used as a mixed neuron-glial culture or for obtaining individual microglia and astrocytes. Microglia were isolated by magnetic separation following enrichment with CD11b MicroBeads, whereas astrocytes were isolated using the Anti-ACSA-2 MicroBead kit. When required, Fc receptor blocking reagent was included to reduce nonspecific binding. Purity and viability of the isolated populations were verified by immunocytochemistry using cell type-specific markers. The primary mixed neuron-glial cocultures consisted of 17 ± 5% neurons, 44 ± 2.5% astrocytes, 30 ± 2.5% oligodendrocytes, and 9 ± 1.5% microglia (mean ± SEM).

### LPS and oxygen–glucose deprivation and reoxygenation exposure

Isolated mixed neuron-glia, microglia and astrocytes were plated at 10^5^ cells/well in 24-well plates coated with poly-D-lysine (5 µg/mL) under standard culture conditions and allowed to recover before experimental manipulation. To simulate an inflammatory environment, LPS from *E. coli* 055:B5 (100 ng/ml, Sigma) was added to the cells for 24 h, after which supernatants were collected. To model oxygen–glucose deprivation and reoxygenation (OGD/R), cells were incubated in glucose-free medium under hypoxic conditions for the deprivation phase (2 h for microglia/astrocytes; 4 h for neuron-glial cultures) and subsequently returned to normoxic, glucose-containing culture conditions for the reoxygenation period (20–22 h), in the presence/absence of exogenous cortistatin (100 nM). To model ischemia-associated inflammatory activation, after OGD/R for the indicated period (2/4 h + 22/20 h), cells were washed and then incubated in fresh medium supplemented with LPS (100 ng/ml, Sigma) in the presence or absence of exogenous cortistatin (100 nM) for another 24 h. Following LPS incubation, supernatants were collected, and inflammatory factors were evaluated by ELISA (as described below). Nitric oxide levels were quantified by the Griess reaction to evaluate the cellular redox state as a complementary endpoint.

### Determination of the peripheral immune response

To characterize the peripheral immune activity, we evaluated the levels of immune mediators and the spleen response. To quantify peripheral inflammatory factors, blood samples were collected by cardiac puncture, allowed to clot for 2 h at RT, and then centrifuged at 2,000 rpm for 10 min. The concentrations of the factors in serum or in supernatants from the in vitro cultures above were measured using a sandwich ELISA assay. Maxisorb plates (Millipore) were coated overnight at 4ºC with capture antibodies (anti-IL-6, anti-IL-12, anti-TNF-α from BD Pharmigen, or anti-MCP-1 from PeproTech). Plates were washed with PBS containing 0.05% Tween-20 and then blocked with PBS containing 10% fetal bovine serum (FBS) for 2 h. Serum samples and recombinant standards were added to the plates and incubated overnight at 4 °C. After incubation, biotinylated detection antibodies (Serotec) were applied for 1 h at RT. Following washing, plates were incubated with avidin-HRP (Sigma) (1:500 in blocking buffer) for 1 h and developed using ABTS substrate (Sigma). Absorbance was measured at 405 nm with a spectrophotometer (Molecular Devices), and the concentrations of inflammatory factors were calculated based on the standard curve generated concurrently.

Spleens were collected, weighed, and gently dissociated into a 100 mm culture dish. The homogenized tissue was transferred into RPMI medium supplemented with 10% FBS, 2 mM L-glutamine, 1% P/S, and 50 µM 2-mercaptoethanol. The mixture was then allowed to sit on ice for 5 min, and the cell suspension was carefully collected and centrifuged at 1,670 rpm for 10 min at 4 °C. The resulting pellet was resuspended in Ack lysis buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM Na_2_EDTA) for 10 min at RT to lyse red blood cells. RPMI medium was added, and the cells were centrifuged again at 1,670 rpm for 10 min at RT before being counted.

### RNA extraction and evaluation of gene expression

After MCAO, brains were collected at the specified time points (*i.e.,* 48 h and 7 days) and separated into contralateral and ipsilateral hemispheres. For RNA isolation, brain tissue was placed in TriPure reagent (Roche). cDNA synthesis from 20 ng RNA per sample was performed using the RevertAid First Strand cDNA Synthesis Kit (ThermoFisher) with random hexamers in a CFX Connect QPCR System (Biorad) under the following conditions: incubation at 25 °C for 5 min, reverse transcription at 42 °C for 60 min, inactivation at 70 °C for 5 min. Gene expression analysis was performed using conventional qPCR. cDNA was added to the SensiFast Sybr No-Rox kit 1x (Bioscience), along with forward and reverse primers specific to each gene and nuclease-free water to reach a final volume of 20 µl. The qPCR reactions were run in a CFX96 thermocycler (BioRad) under the following conditions: initial polymerase activation at 94 °C for 5 min, 40 cycles at 94 °C for 30 s (denaturation), 58 °C/60 °C/62 °C for 30 s (primer-specific annealing), and 72 °C for 30 s (extension). Gene expression quantification was performed using the comparative threshold cycle (Ct) method, with Ct values normalized to those of the housekeeping gene *Rplp0*. Fold change was calculated using the ΔΔCt method. The specific primers for each gene are listed in Additional File 1: Table S1.

### Next-generation transcriptome sequencing (RNA-seq) and data analysis

RNA (200 ng) from contralateral (CL, healthy) and ischemic (MCAO) brain hemispheres isolated from *Cort*^+*/*+^ and *Cort*^*−/−*^ mice 48 h post-stroke was used to prepare mRNA libraries with the Illumina stranded mRNA Prep Ligation kit (Illumina, San Diego, CA, USA). Three (CL) and five (MCAO) independent biological replicates were used with RNA Integrity Number coefficients > 8.7 (Bioanalyzer RNA 6000 Nano-chip, Agilent). Quality and size distribution of mRNA libraries were validated using the Bioanalyzer High Sensitivity DNA assay, and their concentrations were measured on a Qubit fluorometer (ThermoFisher). Final libraries were pooled in equimolecular ratios and converted to single-stranded circular DNA with MGIEasy Universal Library Conversion kit (MGI Tech, Shenzhen) for sequencing on MGI platforms. The 100 bp paired-end sequencing was conducted on a DNBSEQ-G400 sequencer (MGI Tech, Shenzhen). The average percentage of sequencing reads above a quality score of Q > 30 was 96.3%, with a mean GC content of 50.0%, and over 44 million reads per sample.

We implemented the reanalyzerGSE v3.0.0 software [39] in the RNA-seq analysis to identify differentially expressed genes (DEGs) and to prevent the exclusion of lowly expressed genes with potential biological relevance, such as cortistatin (see details in Additional File 2). We detected > 45,000 transcripts. Multidimensional scaling (Principal Coordinates Analysis, PCoA) and unsupervised hierarchical clustering of normalized samples were performed to assess the divergence and the replicability of samples from each independent comparison. DEGs with a False Discovery Rate (FDR) < 0.05 were calculated by comparing: i) *Cort*^*−/−*^* vs. Cort*^+*/*+^ samples for each condition (CL and MCAO); ii) MCAO *vs.* CL for each genotype (*Cort*^*−/−*^ and *Cort*^+*/*+^). The log2 fold change (log_2_FC) was used to quantify gene expression changes. To explore the functional significance of DEGs, we performed two different approaches: an over-representation analysis based on the Gene Ontology (GO) database [40, 41] and a Gene Set Enrichment Analysis (GSEA), as indicated in Additional File 2. Conventional qPCR was used to validate differentially expressed genes selected from our transcriptomic studies.

### Cell-specific gene sets and cell type proportion estimation

Cell-type–specific gene sets were obtained from both the default settings of the markerGeneProfile R package v1.0.4 [42] and the curated marker sets reported by Zheng *et al*. [43]. Both sources include overlapping gene markers for microglia, astrocytes, and oligodendrocytes; however, the astrocyte and oligodendrocyte gene sets differ in composition and biological meaning between the two approaches. Unlike other marker databases that rely on a single data source, these marker sets represent a consensus from several published studies and account for brain regional heterogeneity. We use both gene sets to estimate marker gene profiles (MGPs), which serve as a proxy for relative changes in cell type proportions. Importantly, because marker gene expression can fluctuate significantly across different cellular states, this approach was not intended to quantify absolute cell populations, but instead to be used strictly as an estimation of the relative transcriptomic footprint and marker enrichment of these cell populations within the bulk tissue. For this, we used as input the transcript-per-million (TPM) normalized gene expression data from our RNA-seq. Details on how MGPs were derived can be found in Additional File 2. Both gene sets were also used to assess the enrichment of our samples for the specified cell markers by performing a GSEA as a complementary analysis.

### Integration of human and mouse datasets for cortistatin gene expression analysis

Cortistatin gene expression levels were obtained from the Gene Expression Omnibus database (GEO), incorporating previously published datasets from human and mouse samples following stroke. For humans, we reanalysed data from: peripheral blood mononuclear cells (PBMCs) from ischemic patients at acute and subacute stroke stages (GSE122709) [44]; and with/without haemorrhagic transformation (GSE199435) [45]; leukocytes from patients with differential stroke severity (GSE202709) [46]; and brain tissue dissected from healthy controls and acute ischemic stroke patients post-mortem (GSE56267) [47]. Mouse data from cortical tissue were reanalysed from different experimental stroke models, such as the MCAO model (GSE253799, unpublished; GSE227186 [48]); cerebral venous sinus thrombosis (CVST) model (GSE245455, unpublished); and photothrombotic (PT) stroke model (GSE261613, GSE184917 [49, 50]; GSE280846, unpublished). Details about patient characteristics, stroke subtype, or time post-stroke can be found in Additional File 2.

### Ethical approval and consent to participate

This study involves the re-analysis of publicly available human data. The original studies from which the data were obtained received ethical approval from their respective Institutional Review Boards (see references above). Therefore, a new ethical approval or informed consent was not required for this manuscript, in accordance with local legislation and institutional requirements regarding the secondary use of anonymous public data.

### Clinical trial number

Not applicable.

### Statistical analysis

Data are expressed as the mean ± SEM. Randomization of animals was performed using specialized software (*e.g.,* Research Randomizer). All experiments were conducted in a blinded manner. The number of independent animals (N), as well as the number of sections, cells, or structures analysed (n), are indicated for each experiment. Comparisons between two groups were analysed using the unpaired Student's t test for parametric data with normal distribution or the Mann–Whitney U-test for non-parametric data. For comparisons involving three or more groups with normally distributed parametric data, one-way ANOVA with Fisher´s LSD *post-hoc* test was employed. For non-parametric data involving three or more groups, the Kruskal–Wallis test with a Dunn *post-hoc* test was used. When standard deviations were assumed to be different, Brown-Forsythe and Welch ANOVA tests were applied, followed by a Dunnett T3 *post-hoc* test. Spearman’s rho non-parametric test was used for correlation studies. All analyses were performed using GraphPad Prism v8.3.0 software. For the statistical approaches used in the sequencing data analyses, see the section above. We considered *p*-values < 0.05 as significant.

## Results

### Cortistatin is downregulated in ischemic stroke

To investigate the potential involvement of cortistatin in ischemic stroke, we first assessed its expression levels in human samples and murine models reanalysing previously published cerebral ischemia datasets. Due to the limited availability of post-mortem human brain tissue and murine blood samples, we primarily used datasets of PBMCs and leukocytes from patients and mouse brain tissue. Our results show that cortistatin expression was markedly reduced in PBMCs in acute and subacute stroke phases and was inversely associated with stroke severity (Fig. 1A). Reanalysis of post-mortem human brain samples revealed a downward trend in cortistatin levels after ischemia (Fig. 1A). Similarly, mouse brain tissue exhibited significant cortistatin downregulation across multiple stroke paradigms, including transient MCAO, CVST, and PT (Fig. 1B). 

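In the present study, RNA from the contralateral (CL) and ischemic (MCAO) brain hemispheres of wild-type (*Cort*+/+) mice was sequenced 48 h after MCAO, and the authors deposited the expression of each gene as RPKM, reads scaled to gene length and library size. *Cort*, listed by its symbol, lies on chromosome 4 of GRCm39 between positions 149209491 and 149211266. Its expression was 4.60 ± 1.73 RPKM (SD, n = 3) in CL and 3.89 ± 0.536 RPKM (SD, n = 3) in MCAO hemispheres. CL replicate 1 held 64 *Cort* reads, the other CL libraries at least 133, and the MCAO libraries 108, 93 and 81. Mean expression fell by 0.708 RPKM, which was smaller than the spread between the CL libraries (exact two-sided permutation test over 20 splits, p = 0.6, where 3 libraries against 3 allow no p below 0.1). CL replicate 1 held 2.61 RPKM and the other CL libraries up to 5.68 RPKM. Without CL replicate 1 the mean fell by 1.70 RPKM (exact permutation p = 0.1, the smallest possible), the largest shift among the alternatives tried, and without CL replicate 2 it fell by 0.165 RPKM (exact permutation p = 0.9). On the scale of log_2_(RPKM + 0.1), the difference fell by 0.16 (exact permutation p = 0.8).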

Notably, data from the transient MCAO model used in this study, which recapitulates key features of human ischemic condition [51], also resulted in cortistatin downregulation, which was partially reversed by exogenous addition of the neuropeptide (Fig. 1C). These findings implicate cortistatin downregulation as a consistent feature of ischemic stroke pathology.

**Fig. 1:**
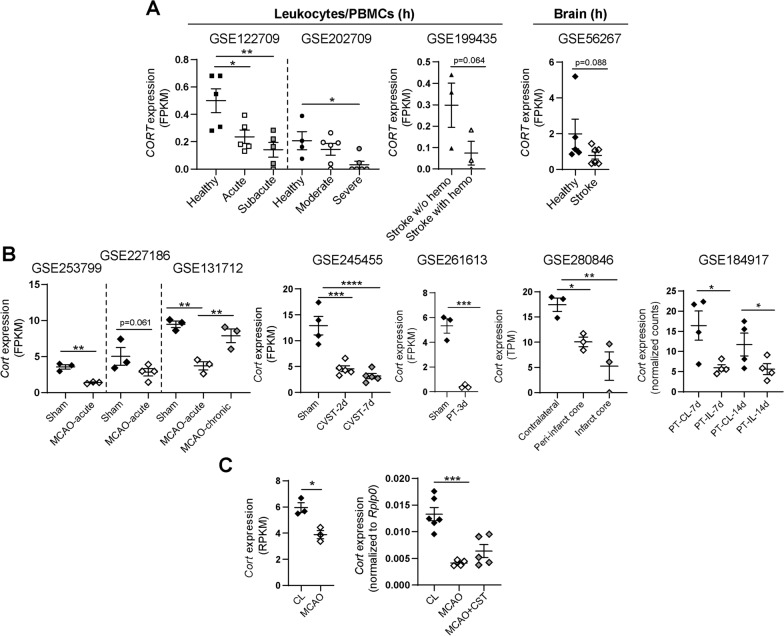
Cortistatin gene expression is downregulated following ischemic stroke in both human and mouse*.* Cortistatin gene expression levels (normalized RPKM, FPKM, TPM, or count values) obtained from the Gene Expression Omnibus (GEO) database. **A** Left, human PBMCs from healthy individuals and ischemic stroke patients at acute (24 h, N = 5) and subacute (7 days, N = 5) stages (GSE122709); peripheral leukocytes from patients with moderate (NIHSS score < 8, N = 6) and severe (NIHSS score ≥ 8, N = 6) ischemic stroke, compared to healthy controls (N = 4) (GSE202709); and PBMCs from ischemic stroke patients with large artery occlusion undergoing thrombectomy, with/without subsequent intracranial haemorrhage (N = 3) (GSE199435). Right, cortical tissue of deceased ischemic stroke patients, using matched contralateral (CL) tissue as control (N = 5) (GSE56267). **B** Cortex from *sham* and ischemic mice (60 min MCAO, sacrificed at 24 h) (GSE253799: peri-infarct cortex and GSE227186: peri-lesion, N = 3 each), and ipsilateral (IL) cortex from *sham*/MCAO mice (60 min) sacrificed at 24 h (acute phase) or 28 days post-stroke (chronic phase) (GSE131712, N = 3). Cortex of *sham* (N = 4) and mice that underwent cerebral venous sinus thrombosis (CVST), 2- and 7-days post-injury (N = 5 each) (GSE245455). Photothrombotic (PT) models: *sham* and peri-infarct cortex 3 days post-injury (GSE261613, N = 3); contralateral, peri-infarct and infarct core regions 7 days post-injury (GSE280846, N = 3); contralateral and peri-infarct cortex at 7- and 14-days post-stroke (GSE184917, N = 4). **(C)** Left, contralateral/ipsilateral hemispheres of MCAO mice (20 min, sacrificed at 48 h), analysed by RNA-seq in this study. Right, qPCR validation normalized to *Rplp0*. Data are expressed as mean ± SEM, dots represent individual mice/patients. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. CST: cortistatin

### Deficiency in cortistatin enhances immune activity, vascular disorganization, and neurodegenerative responses following ischemic stroke

Given that lower cortistatin gene expression was associated with more severe strokes, we investigated whether cortistatin deficiency plays a role in stroke pathophysiology by analysing the transcriptomic profiles of both cortistatin-deficient (*Cort*^−/−^) and wild-type mice (*Cort*^+/+^) subjected to mild MCAO.

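Libraries were made from CL and MCAO hemispheres of both genotypes, 48 h after an occlusion of 20 min. The animals were 12 weeks old according to the legend of Fig. S6 and the sample labels. The 14 libraries analysed here comprise 3 CL and 3 MCAO libraries of *Cort*+/+ mice, and 3 CL and 5 MCAO libraries of *Cort*-/- mice. The *Cort*+/+ MCAO libraries carry the replicate numbers 2, 3 and 4. The paper's methods give 5 MCAO replicates and state that only clearly grouped replicates were kept in comparisons with large variability. The authors aligned the reads to GRCm39, counted them on GENCODE genes and deposited one table of RPKM values for 46904 genes, without pooling replicates. Of these gene names, 46603 (99.4%) matched the GENCODE annotation used here, and 11313 were Ensembl identifiers. Because each RPKM value is a whole number of reads divided by a gene length and a library size, reads could be recovered from the values. All 495656 values above 0 came back as whole numbers of reads.

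Recovered reads on genes ranged from 35040454 to 39111011 per library (median 36451740) in *Cort*+/+ CL, and from 31206551 to 40174136 (median 35601819) in *Cort*+/+ MCAO hemispheres. In *Cort*-/- mice they ranged from 33057421 to 35442123 (median 33723723) in CL and from 25989679 to 43032304 (median 40641389) in MCAO hemispheres. These are the reads that the expression values use, whereas the paper's number of reads per sample counts all sequenced reads. The library sizes in the RPKM values were 0.954 to 1.04 times the recovered reads. No pair of libraries of one group was a copy of another, since the 19 pairs differed by 5.82 to 26.3 times the sampling noise (chi-square per degree of freedom). A count of 0 reads allows up to 3 reads at the same depth, which covers counting error only.

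Genes above 0 in at least 2 libraries, 46102 in all, were compared on the scale of log_2_(RPKM + 0.1) with limma, in one model of the 4 groups with a mean-variance trend. DEGs are genes with a Benjamini-Hochberg adjusted p-value under 0.05. The paper called its DEGs with edgeR, which was not run here, so the counts of DEGs come from unlike tests. The average RPKM values that the paper prints for its DEGs were compared with the means of these libraries, and all 3952 lay within 0.5%. In *Cort*-/- mice, *Cort* had 0, 1 and 0 reads in the CL libraries and 0, 4, 1, 0 and 1 reads in the MCAO libraries. Its expression was at least 34.6-fold lower in *Cort*-/- than in *Cort*+/+ CL hemispheres (adjusted p = 3.82e-05, lower in 3 of 3 libraries).

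**Figure D1:**
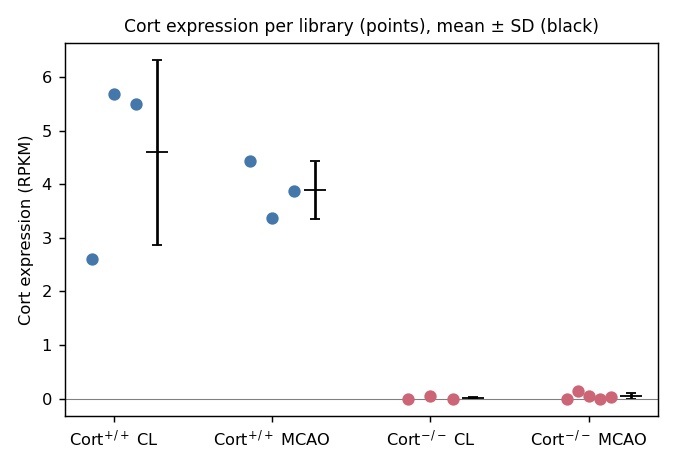
*Cort* expression in RPKM (vertical axis) in each of the 14 libraries, by genotype and hemisphere (horizontal axis). Points are libraries, and black bars are the mean ± SD of each group. *Cort*-/- libraries hold at most 4 *Cort* reads, and *Cort*+/+ libraries at least 64.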

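In the limma model, 7 genes differed between *Cort*-/- and *Cort*+/+ CL hemispheres, 1 higher and 6 lower in *Cort*-/- mice, and 1802 genes had an unadjusted p under 0.05. The choice that moved this count most was the set of libraries, since leaving out 1 CL library of either genotype gave 20 to 27 DEGs, with the highest count of 27 without *Cort*-/- CL replicate 2 or without *Cort*+/+ CL replicate 1. After *Cort* itself, the largest changes by the criteria set in advance (mean of at least 1 RPKM, no overlap between groups) were in *Gm49980* and *Fbxo44*. *Gm49980*, a long non-coding RNA on chromosome 18 (30400111 to 30405186), rose from 2.70 ± 0.341 RPKM (SD, n = 3) in *Cort*+/+ to 10.9 ± 1.19 RPKM (SD, n = 3) in *Cort*-/- mice (log_2_FC 1.98, standard error 0.17, limma adjusted p = 4.46e-04). *Fbxo44*, on chromosome 4 (148236949 to 148245002), was at 40.0 ± 2.40 RPKM (SD, n = 3) in *Cort*+/+ and 26.1 ± 0.577 RPKM (SD, n = 3) in *Cort*-/- mice (log_2_FC −0.61, standard error 0.06, limma adjusted p = 0.00118).

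*Tnfrsf8*, *Zfp982* and *Zfp984*, on the same chromosome 4.22, 1.66 and 1.37 megabases from *Cort*, had log_2_FC values of −2.37, −2.70 and −1.50 (limma adjusted p = 0.00484, 4.34e-04 and 0.00349). *Zfp982* was at or under 3 reads in every *Cort*-/- CL library, so its expression was at least 10.1-fold lower. *Gm55190*, a small nucleolar RNA on chromosome 18, was counted with 1 read in each *Cort*+/+ CL library and 0 in the *Cort*-/- ones, which is below the limit that 0 reads allow. Of the 6 DEGs other than *Cort*, 4 lie within 10 megabases of *Cort*, as do 540 of the 45803 tested genes with a known position (1.18%; Fisher's exact test, one-sided, p = 2.81e-07).

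**Figure D2:**
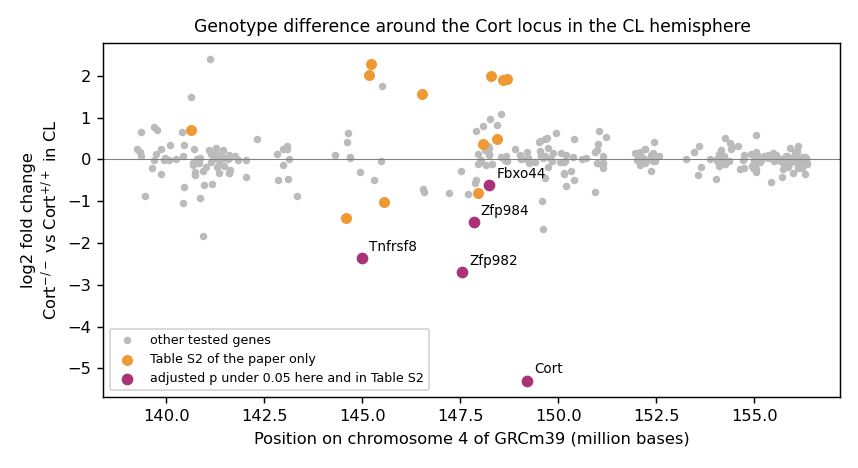
Log_2_ fold change between *Cort*-/- and *Cort*+/+ CL hemispheres (vertical axis) of the 307 tested genes with a mean of at least 0.1 RPKM within 10 megabases of *Cort*, against their position on chromosome 4 of GRCm39 in megabases (horizontal axis). The 5 labelled genes, *Cort* among them, were DEGs here and in Table S2, and 12 others of the genes plotted, in orange, are listed in Table S2 only.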

Comparative analysis revealed minimal baseline transcriptomic differences in non-ischemic hemispheres, with 25 DEGs (15 upregulated, 10 downregulated in *Cort*^−/−^ mice; FDR < 0.05) (Table S2; Fig. S1A). Similarly, ischemic hemispheres displayed 27 DEGs between genotypes (12 upregulated, 15 downregulated in *Cort*^−/−^ mice), most of which were common across ischemic and healthy brain (Table S3; Fig. S1A,B). However, GSEA of cortistatin-deficient ischemic brain samples revealed significant upregulation of innate immunity, antiviral defence, pattern recognition receptor signalling, pro-inflammatory cytokine responses (IFN-γ, IL-6, and TNF), and extracellular matrix (ECM) remodelling (Table S4; Fig. S1C).

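Between the MCAO hemispheres of both genotypes, 8 genes were DEGs (2 higher and 6 lower in *Cort*-/- mice), and 1762 genes had an unadjusted p under 0.05. Leaving out *Cort*+/+ MCAO replicate 2, 3 or 4 raised the count to 38, 40 and 36 genes. Of these, 4, 10 and 3 were higher and 34, 30 and 33 lower in *Cort*-/- mice. With quantile normalization in place of the authors' scaling, 4 genes were higher and 6 lower. *Cort*, *Gm49980*, *Fbxo44*, *Tnfrsf8*, *Zfp982* and *Zfp984* were DEGs in both hemispheres, and 5 of these 6 genes lie on chromosome 4. In the MCAO comparison the log_2_FC was −4.84 for *Cort* (limma adjusted p = 5.89e-05), 1.81 for *Gm49980* (6.55e-04), −0.49 for *Fbxo44* (0.00337), −2.09 for *Tnfrsf8* (0.00552), −2.31 for *Zfp982* (7.39e-04) and −1.53 for *Zfp984* (0.00119). Each of the 6 was a DEG in all 14 models that left out one library. The other DEGs, *Gm56076* on chromosome 1 and ENSMUSG00000122489 on chromosome X, had at most 2 reads in any library. Within 10 megabases of *Cort* lay 4 of the 7 DEGs other than *Cort* (Fisher's exact test, one-sided, p = 6.50e-07).

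All 25 genes that the paper lists for the CL comparison in Table S2 changed in the listed direction, and all 25 had an unadjusted p under 0.05. All 27 genes of Table S3 did so for the MCAO comparison, 26 of them with an unadjusted p under 0.05. Both tables hold 19 genes in common, 13 of them on chromosome 4. In each table, 17 genes other than *Cort* lie within 10 megabases of it, of 24 in Table S2 (Fisher's exact test, one-sided, p = 4.10e-28) and of 26 in Table S3 (p = 3.62e-27).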

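Gene sets were compared with limma's camera test, with a correlation between genes preset at 0.01, over 8 lists written with the paper's tables known and 24 sets of cell-type markers. Between the MCAO hemispheres, 20 of these 32 sets differed (adjusted p under 0.05), 17 higher and 3 lower in *Cort*-/- mice. All 44 genes of the interferon response list were higher in *Cort*-/- mice, with a median log_2_FC of 0.51 (adjusted p = 2.46e-11). The pattern recognition receptor list (median log_2_FC 0.23, 33 of 37 genes higher), the IL-6 and JAK-STAT list (0.25, 28 of 34) and the TNF and NF-kappaB list (0.17, 29 of 36) were also higher, with adjusted p-values of 3.42e-06, 3.66e-05 and 4.38e-05. The extracellular matrix list had a median log_2_FC of 0.21 (36 of 44 genes higher, adjusted p = 1.05e-06) and the cell cycle list of 0.32 (44 of 45 genes higher, adjusted p = 2.46e-11). The dopamine and motor list was lower in *Cort*-/- mice (median log_2_FC −0.20, 36 of 40 genes, adjusted p = 1.41e-08), as was the synaptic plasticity and cognition list (−0.04, 38 of 45 genes, adjusted p = 0.00593).

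None of the 20 calls held with limma's fry test or with the correlation estimated for each list, the alternatives that moved them most. With fry all 8 lists had an adjusted p of 0.53, with the estimated correlation 0.472, and their adjusted p-values ranged from 5.56e-34 to 0.76 over all alternatives. At an unadjusted p under 0.05, 2 sets passed with fry and 1 with the estimated correlation. The number of sets called ranged from 2 without *Cort*+/+ MCAO replicate 4 to 24 without *Cort*+/+ MCAO replicate 3. The paper lists as DEGs between hemispheres of these same libraries at least 44 of the 44 interferon genes, 25 of the 37 pattern recognition genes, 19 of the 34 IL-6 genes and 12 of the 36 TNF genes. At least 24 of the 44 extracellular matrix, 40 of the 45 cell cycle, 17 of the 45 synaptic and 24 of the 40 dopamine genes are among them, so the p-values of these lists are not independent of the paper's calls.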

Next, to identify cortistatin-specific responses to ischemia, we compared transcriptomic data from contralateral to ischemic hemispheres within each genotype (Fig. 2A). 

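To place each library on the response to ischemia, the mean change from CL to MCAO over both genotypes was taken as an axis across the 15063 genes with a mean of at least 1 RPKM. Each library was scored on such an axis made from the other libraries, on which 0 is the mean of their CL groups and 1 the end of the mean change from CL to MCAO, so the scores of a group need not average 0 or 1. *Cort*-/- MCAO libraries scored 1.07 ± 0.31 (SD, n = 5), between 0.647 and 1.42. *Cort*+/+ MCAO libraries scored 0.789 ± 0.368 (SD, n = 3), between 0.412 in replicate 4 and 1.15 in replicate 3. The difference of 0.277 was smaller than the SD within either genotype (exact two-sided permutation test over 56 splits, p = 0.268). Among the CL libraries, *Cort*+/+ replicate 1 scored 0.388 and *Cort*-/- replicate 2 scored 0.31.

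**Figure D3:**
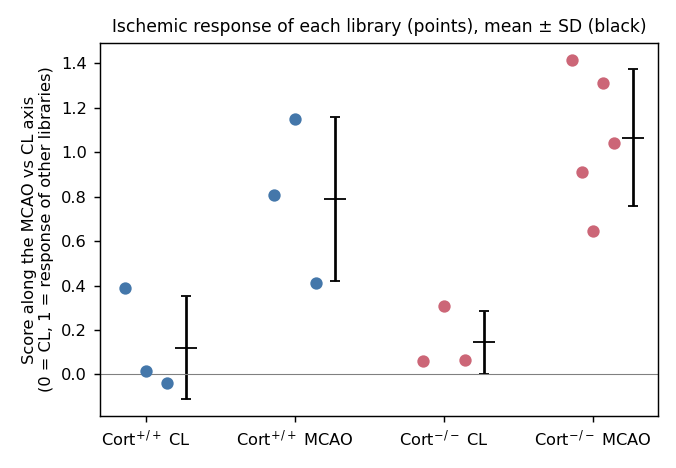
Score of each library along the MCAO versus CL axis (vertical axis, without unit) by genotype and hemisphere (horizontal axis). Points are libraries, and black bars are the mean ± SD of each group. The MCAO scores of the genotypes overlap, from 0.412 to 1.15 in *Cort*+/+ and from 0.647 to 1.42 in *Cort*-/- mice.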

*Cort*^+/+^ mice exhibited 443 DEGs (419 upregulated and 24 downregulated in the injured tissue), whereas *Cort*^−/−^ mice showed a markedly heightened response with 1483 DEGs (1213 upregulated and 270 downregulated) (Fig. 2B; Tables S5, S6). 

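In the limma model, 5 genes differed between MCAO and CL hemispheres of *Cort*+/+ mice (4 higher and 1 lower in MCAO), and 3626 had an unadjusted p under 0.05. In *Cort*-/- mice 792 genes differed (616 higher and 176 lower), with 5862 genes under an unadjusted p of 0.05. The count in *Cort*+/+ mice rose to 160 (154 higher and 6 lower) without MCAO replicate 4, while that in *Cort*-/- mice ranged from 133 without CL replicate 1 to 1191 without MCAO replicate 3. With 3 *Cort*-/- MCAO libraries in place of 5, the *Cort*-/- count had a median of 164.5 and ranged from 12 to 1377 over the 10 sets of 3. In each of these sets the *Cort*-/- count was at least 2.4 times the *Cort*+/+ count from the same model. Genes with a mean of at least 0.5 RPKM, 17476 in all, gave 28 DEGs in *Cort*+/+ and 1290 in *Cort*-/- mice. With limma voom on the recovered reads, an alternative chosen after the data were examined, 57 genes differed in *Cort*+/+ and 1294 in *Cort*-/- mice, and with that filter 0 and 1366. With only the groups compared in the model, 1 and 528 genes differed.

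The change in *Cort*-/- mice was tested against that in *Cort*+/+ mice by an interaction term, which gave 1 gene, *Gm55190*, with an adjusted p of 5.12e-05 and at most 1 read per library. At an unadjusted p under 0.05 the interaction gave 1527 genes. No gene with a mean of at least 0.5 RPKM had an adjusted interaction p under 0.05, and 273 had an unadjusted one.

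**Figure D4:**
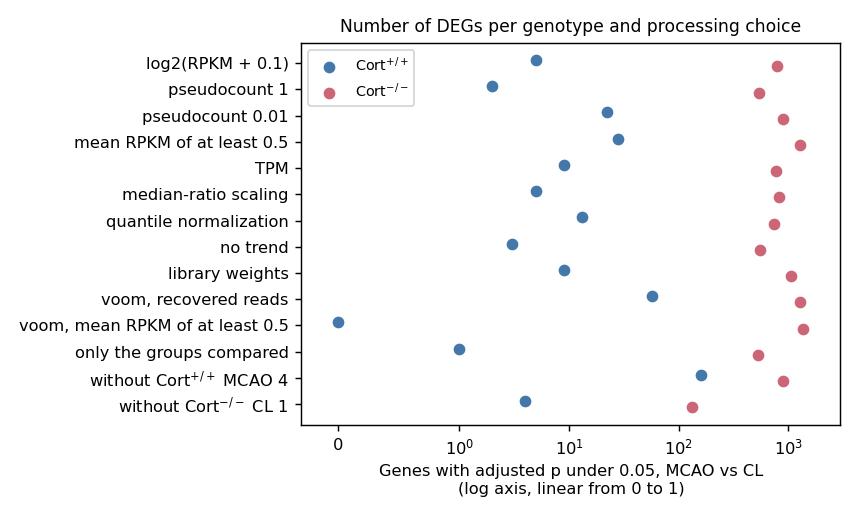
Number of genes with an adjusted p under 0.05 between MCAO and CL hemispheres (horizontal axis, logarithmic above 1 and linear from 0 to 1) in *Cort*+/+ and *Cort*-/- mice, under 14 of the processing choices (vertical axis). Points are counts, from 0 to 160 genes in *Cort*+/+ and from 133 to 1366 genes in *Cort*-/- mice.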

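The genes of largest change in *Cort*+/+ mice were *Tgm1*, *Mki67* and *Pbk*, the only DEGs with a mean of at least 1 RPKM. *Tgm1*, on chromosome 14 (55937466 to 55951383), rose from 0.15 ± 0.227 to 4.80 ± 1.65 RPKM (SD, n = 3 each) in *Cort*+/+ mice (log_2_FC 4.60, standard error 0.62, limma adjusted p = 0.0471). In *Cort*-/- mice it rose from 0.35 ± 0.373 (SD, n = 3) to 7.43 ± 3.08 RPKM (SD, n = 5), with a log_2_FC of 4.28 and a limma adjusted p of 0.007. *Mki67* and *Pbk* had log_2_FC values of 2.56 and 2.40 in *Cort*+/+ mice (limma adjusted p = 0.0471 and 0.0156) and of 2.57 and 2.48 in *Cort*-/- mice. *Tgm1* and *Mki67* passed the threshold in *Cort*+/+ mice in 5 of the 14 models that left out one library, and *Pbk* in all 14. The remaining *Cort*+/+ DEGs were *Mmp12* and *Gm55190*. In *Cort*-/- mice, *Tgm1* was followed by *Ccl12*, *Lgals3* (log_2_FC 3.64, limma adjusted p = 0.00751), *Cxcl10* (3.57, 0.0213) and *Isg15*, each higher in 5 of 5 MCAO libraries than in any CL library.

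The paper marks 13 genes in the volcano plots of Fig. 2B, and all 13 rose in both genotypes and were DEGs in *Cort*-/- mice. In *Cort*+/+ mice, *Nes*, *Clcf1* and *Top2a* had a limma adjusted p of 0.0584, and *Prc1*, *Lgals1*, *Clec7a* and *Klk6* one of 0.0782, 0.0817, 0.0855 and 0.108. The log_2_FC of *Nes* was 1.45 in *Cort*+/+ and 1.97 in *Cort*-/- mice, the pair with the lowest unadjusted interaction p among the 13 (0.0813; adjusted p = 1).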

Although substantial DEG overlap was observed between genotypes (Fig. 2C), *Cort*^−/−^ mice demonstrated a more robust enrichment across biological processes (BP) terms including innate and adaptive immune activation, leukocyte infiltration, inflammation, cell cycle progression, ERK1/ERK2, JAK-STAT and MAPK signalling, neuroinflammation, gliogenesis, ECM remodelling, angiogenesis, and ROS metabolism (Fig. 2D; Table S7). 

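The genes that the paper's Table S7 lists under 13 of these BP terms, 371 in all, were chosen by the study on the same libraries. In *Cort*+/+ mice 370 of them were higher in MCAO hemispheres, with a median log_2_FC of 0.78, and in *Cort*-/- mice all 371, with a median of 1.05. Setting the 9 (*Cort*+/+) and 11 (*Cort*-/-) genes without more than 3 reads in a CL library to their lower bounds left these medians at 0.78 and 1.05. DEGs among them numbered 3 in *Cort*+/+ and 209 in *Cort*-/- mice. Without *Cort*+/+ MCAO replicate 4 the *Cort*+/+ median was 1.02 with 54 DEGs, and without *Cort*-/- CL replicate 1 the *Cort*-/- list held 23 DEGs. The difference between the genotypes was largest for the response to interferon-beta, with a median of 0.54 over its 40 genes. It lay between 0.21 and 0.32 for the other 12 terms, among them neuroinflammatory response (0.21, 26 genes), regulation of interleukin-6 production (0.24, 59 genes), antigen processing and presentation (0.25, 42 genes), neutrophil migration (0.28, 38 genes) and regulation of angiogenesis (0.32, 64 genes).

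By the interaction term, 9 of the 371 genes had an unadjusted p under 0.05, and none passed when adjusted over the list alone or over all genes. Because the list was chosen on these samples, the first is not independent evidence. The median difference over the list was 0.26, and it was 0.08 without *Cort*+/+ MCAO replicate 4 and 0.44 without *Cort*+/+ MCAO replicate 3.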

Additional enrichment was observed in cellular components (CC) related to membrane specialization, ECM structure; mitotic spindle formation, and adhesion-related protein complexes (Table S8; Fig. S2); as well as in molecular functions (MF) such as immune receptor activity, integrin and molecular factor binding, cytoskeletal remodelling, and GTPase and kinase activity (Table S9; Fig. S3). 

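Under 4 of the CC terms the paper's Table S8 lists 111 genes, with a median log_2_FC of 0.70 in *Cort*+/+ and 0.86 in *Cort*-/- mice. For the mitotic spindle it was 1.05 and 1.27 (29 genes), for membrane raft 0.56 and 0.76 (58 genes), for the integrin complex 0.44 and 0.75 (13 genes) and for focal adhesion 0.50 and 0.79 (25 genes). DEGs numbered 0 in *Cort*+/+ and 70 in *Cort*-/- mice. Without *Cort*+/+ MCAO replicate 4 the *Cort*+/+ list held 21 DEGs, and without *Cort*-/- CL replicate 3 the *Cort*-/- list held 12. Under 5 of the MF terms Table S9 lists 179 genes, with medians of 0.69 in *Cort*+/+ and 1.00 in *Cort*-/- mice, and 0 and 102 DEGs. Immune receptor activity had medians of 0.90 and 1.24 (32 genes), integrin binding 0.51 and 0.84 (45 genes), actin binding 0.41 and 0.56 (46 genes), GTPase activity 0.81 and 1.33 (40 genes) and kinase regulator activity 0.96 and 1.12 (32 genes). Without *Cort*+/+ MCAO replicate 4, 19 of the MF genes were DEGs in *Cort*+/+ mice, and without *Cort*-/- CL replicate 1, 15 in *Cort*-/- mice. Of the CC genes and of the MF genes, 4 each had an unadjusted interaction p under 0.05, and none passed over the list alone or over all genes.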

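Genes that the paper compares between methods in Fig. S4 include *Gfap*, *Cd68*, *Cd5l*, *Scube3* and *Drd1*. *Gfap*, on chromosome 11, rose from 70.8 ± 52.8 to 210.3 ± 92.3 RPKM (SD, n = 3 each) in *Cort*+/+ mice, and from 72.8 ± 32.2 (SD, n = 3) to 279.9 ± 85.1 RPKM (SD, n = 5) in *Cort*-/- mice. Its log_2_FC was 1.71 in *Cort*+/+ (limma adjusted p = 0.319) and 1.96 in *Cort*-/- mice (0.0425). *Cd68* had log_2_FC values of 1.69 and 1.97 (limma adjusted p = 0.171 and 0.0126). *Cd5l* was at or under 3 reads in every CL library, and its expression was at least 13.6-fold higher in MCAO hemispheres of *Cort*+/+ and 15.3-fold higher in those of *Cort*-/- mice (limma adjusted p = 0.15 and 0.00904). *Scube3* and *Drd1* fell in both genotypes, with log_2_FC values of −0.47 and −0.59 in *Cort*+/+ and −0.81 and −0.79 in *Cort*-/- mice. Their limma adjusted p-values were 0.00961 and 0.0128 in *Cort*-/- mice and 0.319 and 0.216 in *Cort*+/+ mice. For each of these 5 genes, all 5 *Cort*-/- MCAO libraries lay on one side of the 3 CL libraries. The smallest unadjusted interaction p among them was 0.0907, for *Scube3*. *Gfap* was a DEG of *Cort*-/- mice in 5 of the 14 models without one library, and *Scube3* and *Cd5l* in all 14.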

Importantly, we validated the expression of key upregulated and downregulated genes by qPCR, showing a high degree of correlation with the RNA-seq quantification (Fig. S4).

**Fig. 2:**
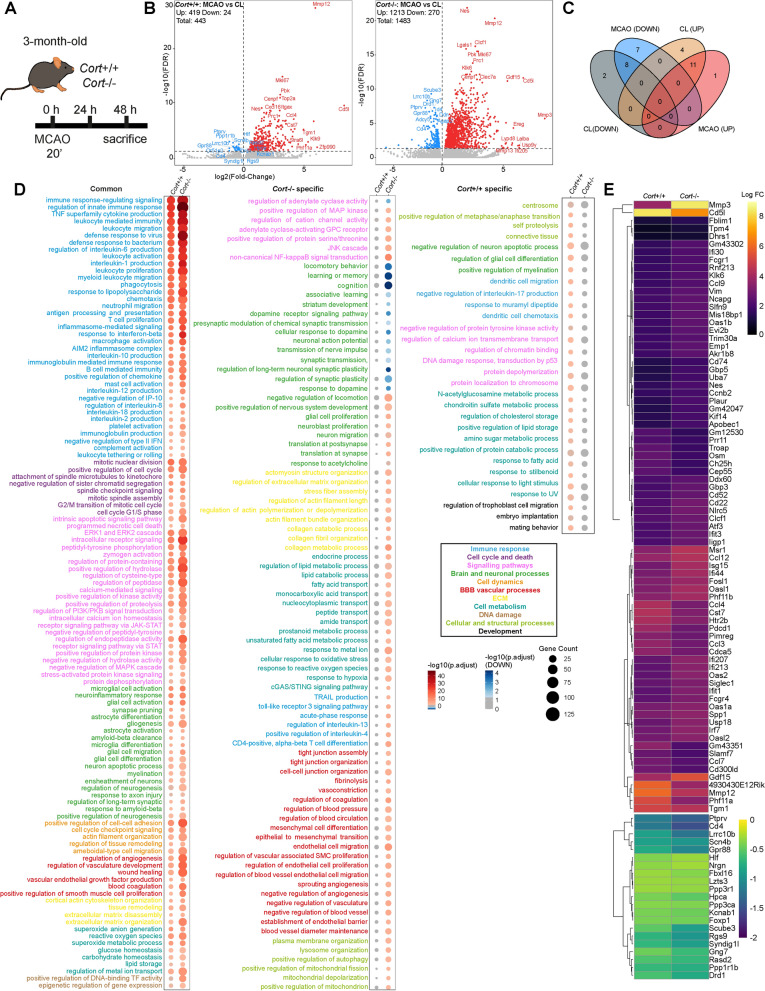
Lack of cortistatin leads to an exaggerated transcriptional response to cerebral ischemia. **A** Transcriptomic profiling was performed on *Cort*^*−/−*^ and *Cort*^+*/*+^ mouse brains isolated 48 h after ischemic stroke induction (20 min MCAO). **B** Volcano plots depict differentially expressed genes (DEGs) in ischemic (MCAO) *vs.* healthy contralateral (CL) hemispheres from *Cort*^+*/*+^ (left) and *Cort*^*−/−*^ (right) mice. Each dot represents one gene. Grey dots represent non-significantly altered genes. Significantly upregulated (red) and downregulated (blue) genes (with false discovery rate, FDR < 0.05) during ischemic injury are shown. Comprehensive DEG lists are available in Additional file 1: Tables S5 and S6. **C** The Venn diagram displays the overlap of significantly upregulated and downregulated genes in *Cort*^*−/−*^ and *Cort*^+*/*+^ mice. **D** Gene ontology (GO) enrichment analysis of biological processes revealed distinct and shared terms between healthy and ischemic brain in *Cort*^*−/−*^ compared to *Cort*^+*/*+^. DEGs were manually categorized into functional networks including: immune response (blue), cell cycle and death (purple), signalling pathways (pink), brain and neuronal processes (green), cell dynamics (orange), BBB and vascular processes (red), extracellular matrix (ECM, yellow), cell metabolism (turquoise), DNA damage (brown), cellular and structural processes (pistachio green), and development (black). Shared and genotype-specific terms are indicated. All GO terms and corresponding genes are listed in Additional file 1: Table S7. Colour intensity represents statistical significance (red: upregulated, blue: downregulated, grey: non-significant). Circle size reflects the number of DEGs in each pathway. **E** Heatmap of Log_2_FC values for common DEGs across both genotypes. Hierarchical clustering is shown for shared upregulated (top, selected 78/407 genes) and downregulated (bottom, 21/21 genes) transcripts. Full description of DEGs provided in Additional file 1: Table S10

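Table S7 lists 132 genes under 9 of the BP terms that the paper found in *Cort*-/- mice only, among them JNK cascade, non-canonical NF-kappaB signal transduction and glial cell proliferation. The study chose these genes for *Cort*-/- mice on these same libraries, so more DEGs and a larger change there are partly fixed in advance. In *Cort*+/+ mice 131 of these genes were also higher in MCAO than in CL hemispheres, with a median log_2_FC of 0.55, against 132 and a median of 0.82 in *Cort*-/- mice. For the JNK cascade the medians were 0.57 and 0.86 (22 genes), for non-canonical NF-kappaB 0.58 and 0.97 (29 genes), for glial cell proliferation 0.62 and 0.83 (13 genes) and for regulation of extracellular matrix organization 0.40 and 0.65 (13 genes). Regulation of lipid metabolic process had medians of 0.68 and 1.02 (29 genes), amide transport 0.53 and 0.70 (23 genes), establishment of endothelial barrier 0.48 and 0.82 (11 genes) and tight junction organization 0.29 and 0.55 (13 genes). Positive regulation of mitochondrion organization had medians of 0.95 and 1.24 (10 genes). Of the 132 genes, 0 were DEGs in *Cort*+/+ and 60 in *Cort*-/- mice, and these became 6 without *Cort*+/+ MCAO replicate 4 and 6 without *Cort*-/- CL replicate 1. An unadjusted interaction p under 0.05 was found for 7 genes, and none passed over the list alone or over all genes. The median difference of 0.25 was 0.11 without *Cort*+/+ MCAO replicate 4.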

Beyond shared responses to ischemia, cortistatin-deficient mice exhibited distinct upregulation of BP involving JNK and non-canonical NF-kappaB signalling, glial proliferation, ECM organization, lipid and amide metabolism, BBB regulation, and mitochondrial integrity. 

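For CC terms found in *Cort*-/- mice only, Table S8 lists 125 genes, of which 124 rose in *Cort*+/+ (median log_2_FC 0.53) and 125 in *Cort*-/- mice (0.75). Early endosome had medians of 0.62 and 0.91 (38 genes), late endosome membrane 0.78 and 1.00 (13 genes), secondary lysosome 0.99 and 1.53 (5 genes) and Golgi membrane 0.65 and 0.88 (26 genes). The MHC class I complex had medians of 0.60 and 0.98 (7 genes) and the class II complex 0.92 and 1.03 (6 genes). Cell division site had medians of 0.48 and 0.66 (8 genes), actin filament bundle 0.45 and 0.61 (17 genes) and ribosome 0.31 and 0.34 (29 genes). DEGs among the 125 numbered 0 in *Cort*+/+ and 57 in *Cort*-/- mice, against 6 in *Cort*-/- mice without their CL replicate 3 and 4 in *Cort*+/+ mice without their MCAO replicate 4. For MF terms of the same kind, Table S9 lists 129 genes, with medians of 0.53 and 0.80, and 1 and 60 DEGs. These were 9 in *Cort*+/+ mice without MCAO replicate 4 and 5 in *Cort*-/- mice without CL replicate 3. Molecular function inhibitor activity had medians of 0.61 and 0.99 (47 genes), protein serine/threonine kinase activity 0.51 and 0.76 (32 genes), transcription coactivator activity 0.63 and 0.80 (24 genes), growth factor binding 0.49 and 0.75 (26 genes) and transporter regulator activity 0.31 and 0.52 (10 genes). In each list 3 genes had an unadjusted interaction p under 0.05, and none passed over the list alone or over all genes. The study chose these genes too for *Cort*-/- mice on these same libraries.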

Unique enrichment in CC and MF categories included endosomal/lysosomal compartments, MHC complexes, cell division, cytoskeletal components, Golgi and ribosomal membranes (CC); and inhibitor and protein kinase activities, transcriptional regulation, molecular binding, and transporter function (MF). In contrast, terms exclusively enriched in *Cort*^+/+^ animals primarily involved regulation of glial differentiation, myelination, lipid/cholesterol storage, and mating behaviour (BP); cell cycle and Ser/Thr complexes (CC); oxidoreductase activity, hyaluronic and ferric iron binding (MF). 

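The genes listed for these terms also rose in *Cort*-/- mice. Under 5 of the BP terms Table S7 lists 16 genes, all higher in MCAO hemispheres of both genotypes, with median log_2_FC values of 0.94 in *Cort*+/+ and 1.15 in *Cort*-/- mice. With 1 gene of *Cort*+/+ mice at its lower bound the *Cort*+/+ median was 1.09. Regulation of glial cell differentiation had medians of 0.85 and 1.17 (7 genes), positive regulation of myelination 1.21 and 1.42 (4 genes), positive regulation of lipid storage 1.51 and 1.84 (3 genes), regulation of cholesterol storage 1.23 and 1.17 (3 genes) and mating behavior 0.92 and 1.08 (3 genes). DEGs among the 16 numbered 0 in *Cort*+/+ and 12 in *Cort*-/- mice. Of the 16 CC genes 0 and 13 were DEGs (medians 1.13 and 1.35), and of the 10 MF genes 0 and 10 (medians 1.05 and 1.23). Without *Cort*+/+ MCAO replicate 4 the *Cort*+/+ medians were 1.15, 1.42 and 1.31, with 9, 6 and 2 DEGs, and fewer than a majority of the BP (5) and CC (4) genes then changed more in *Cort*-/- mice. Without *Cort*-/- CL replicate 1 the *Cort*-/- lists held 3, 2 and 2 DEGs. Spindle microtubule had medians of 1.29 and 1.55 (8 genes), spindle pole centrosome 1.25 and 1.52 (3 genes), the Ser/Thr protein kinase complex 1.04 and 1.30 (7 genes), oxidoreductase activity on NAD(P)H 1.22 and 1.53 (3 genes), hyaluronic acid binding 1.05 and 1.23 (4 genes) and ferric iron binding 0.70 and 1.05 (3 genes). None of these genes had an unadjusted interaction p under 0.05.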

Strikingly, only *Cort*^−/−^ mice demonstrated significant downregulation of gene sets associated with cognition, motor behaviour, dopaminergic signalling, synaptic plasticity (BP); neuronal spine, synapses, and postsynaptic structures (CC); and channel, neurotransmitter and glutamate receptor activities (MF) (Fig. 2D; Tables S7-9; Fig. S2,3).

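The genes listed for these terms were lower in MCAO than in CL hemispheres of *Cort*+/+ mice too. The study listed them for *Cort*-/- mice on these same libraries, so more DEGs and a larger change there are partly fixed by that choice. Under 4 BP terms Table S7 lists 43 genes, all lower in both genotypes, with median log_2_FC values of −0.21 in *Cort*+/+ and −0.31 in *Cort*-/- mice, and 0 and 22 DEGs. Associative learning had medians of −0.26 and −0.46 (13 genes), negative regulation of locomotion −0.51 and −0.68 (6 genes), dopamine receptor signaling −0.48 and −0.72 (6 genes) and regulation of synaptic plasticity −0.19 and −0.30 (29 genes). The 52 CC genes had medians of −0.21 and −0.33, with 0 and 29 DEGs. Neuron spine (31 genes) and neuron to neuron synapse (39 genes) had medians of −0.21 and −0.31 each, and postsynaptic density of −0.19 and −0.31 (35 genes). The 38 MF genes had medians of −0.21 and −0.34, with 0 and 17 DEGs. Channel activity had medians of −0.19 and −0.33 (24 genes), neurotransmitter receptor activity −0.18 and −0.32 (11 genes), glutamate receptor binding −0.21 and −0.37 (14 genes) and glutamate receptor activity −0.15 and −0.27 (6 genes). Without *Cort*-/- CL replicate 1 the lists held 1, 1 and 2 DEGs in *Cort*-/- mice. By the interaction term 2, 2 and 3 of the genes had an unadjusted p under 0.05, and none passed over the list alone or over all genes.

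The dopamine and motor list was lower in both genotypes by camera (median log_2_FC −0.36 and −0.50, adjusted p = 3.24e-21 in *Cort*+/+ and 7.06e-26 in *Cort*-/- mice). The synaptic plasticity and cognition list had medians of −0.13 and −0.25 (adjusted p = 1.11e-13 and 9.76e-23). The difference between the genotypes was −0.15 for the dopamine and −0.10 for the synaptic list (interaction adjusted p = 0.00403 and 0.00128). With fry, the interaction of both lists had an adjusted p of 0.771, and their interaction adjusted p-values ranged from 1.66e-07 to 0.989 over the alternatives.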

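Genes that differed between MCAO and CL hemispheres in both genotypes numbered 4 in the limma model, *Tgm1*, *Mki67*, *Pbk* and *Mmp12*, all higher in MCAO. The count was limited by the *Cort*+/+ comparison, which gave 5 DEGs. Without *Cort*+/+ MCAO replicate 4 it rose to 127 genes, and over the 14 models that each left out one library it ranged from 2 to 127. With genes of a mean of at least 0.5 RPKM it was 27, and with 3 *Cort*-/- MCAO libraries it had a median of 5.5 over the 10 sets. *Mmp12*, on chromosome 9 (7344381 to 7369499), was at or under 3 reads in every *Cort*+/+ CL library and at least 23.6-fold higher in *Cort*+/+ MCAO hemispheres (0.49 ± 0.104 RPKM, SD, n = 3; limma adjusted p = 0.00169). In *Cort*-/- mice it rose from 0.0176 ± 0.0175 (SD, n = 3) to 0.367 ± 0.0846 RPKM (SD, n = 5; log_2_FC 1.98, limma adjusted p = 0.00304).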

We found 428 DEGs shared between wild-type and cortistatin-deficient mice (407 upregulated, 21 downregulated in ischemia; Table S10). A more detailed analysis revealed genotype-specific expression changes when comparing Log_2_FC differences (Log_2_FC *Cort*^+/+^ (MCAO *vs.* CL) – Log_2_FC *Cort*^−/−^ (MCAO *vs*. CL)) (Fig. 2E). 

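Tested as an interaction in the limma model, this difference between the Log_2_FC values of both genotypes passed an adjusted p of 0.05 for none of the genes that Tables S11, S12 and S13 of the paper list as changing more in one genotype. None of them had an unadjusted interaction p under 0.05 either. The interaction in all genes gave between 1 and 16 DEGs over the models that each left out one library, with 16 without *Cort*+/+ MCAO replicate 4.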

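All 53 genes of Table S11 rose more from CL to MCAO hemispheres in *Cort*-/- than in *Cort*+/+ mice, with a median difference of 0.61 in log_2_FC. The study chose them for this difference on the same libraries. Their median log_2_FC was 1.49 in *Cort*+/+ and 2.12 in *Cort*-/- mice, and with the genes at or under 3 reads in CL at their lower bounds (1 in *Cort*+/+ and 3 in *Cort*-/- mice) 1.49 and 2.13. DEGs among them numbered 0 in *Cort*+/+ and 46 in *Cort*-/- mice. Adjusted over the list alone, the smallest interaction p was 0.525. The median difference was 0.25 without *Cort*+/+ MCAO replicate 4, where 50 of the 53 genes rose more in *Cort*-/- mice and 7 were DEGs in *Cort*+/+ mice, and it was 1.06 without *Cort*+/+ MCAO replicate 3, where 10 genes had an unadjusted interaction p under 0.05. Without *Cort*-/- CL replicate 3, 9 of the genes were DEGs in *Cort*-/- mice. With a block for the replicate number, which may or may not mark the same animal, the median difference was −0.14. In that model 18 of the 53 genes rose more in *Cort*-/- mice.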

Genes with greater upregulation in *Cort*^−/−^ animals were associated with immune activation, persistent neuroinflammation, gliosis, BBB breakdown, ECM and vascular remodelling, oxidative stress, and impaired neuroprotection (Table S11). Additionally, several genes with undefined roles in stroke but highly upregulated in *Cort*^−/−^ mice may contribute to glial priming and post-ischemic inflammation. Conversely, *Cort*^+/+^ mice showed enhanced upregulation of genes involved in inflammation resolution, tissue repair, and neurogenesis (Table S12). 

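Of the 19 genes of Table S12, 15 rose more in *Cort*+/+ mice, with a median difference between the genotypes of −0.18. Their median log_2_FC was 1.81 in *Cort*+/+ and 1.78 in *Cort*-/- mice. In *Cort*+/+ mice 8 of the 19 genes were at or under 3 reads in every CL library, and with these at their lower bounds the *Cort*+/+ median was 2.44. DEGs numbered 2 in *Cort*+/+ and 10 in *Cort*-/- mice. All 19 genes rose more in *Cort*+/+ mice without their MCAO replicate 4 (median difference −0.47), and 10 were DEGs there. Only 7 genes did so without *Cort*-/- CL replicate 2 (median difference 0.06), 9 without *Cort*-/- MCAO replicate 3 (0.01) and 8 without *Cort*+/+ MCAO replicate 3 (0.08). Adding 1 in place of 0.1 to the RPKM values left 9 such genes. The smallest interaction p adjusted over the list alone was 0.991.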

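Table S13 lists 12 genes under a stronger fall in *Cort*-/- mice, and all 12 fell more in that genotype, with a median log_2_FC of −0.69 in *Cort*+/+ and −0.85 in *Cort*-/- mice. DEGs among them numbered 0 in *Cort*+/+ and 12 in *Cort*-/- mice, and 1 in *Cort*-/- mice without their CL replicate 1. The median difference of −0.20 was −0.03 without *Cort*+/+ MCAO replicate 4, with 7 of the 12 genes falling more in *Cort*-/- mice. The smallest interaction p adjusted over the list alone was 0.69. For the 2 genes listed under a stronger fall in *Cort*+/+ mice, the median log_2_FC was −0.37 in *Cort*+/+ and −0.31 in *Cort*-/- mice. Without *Cort*+/+ CL replicate 3, 1 of the 2 fell more in *Cort*+/+ mice, and the smallest interaction p adjusted over this list alone was 0.635.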

Genes more strongly downregulated in *Cort*^−/−^ mice, though their roles in stroke are not fully established, have been implicated in neuroinflammation, vascular instability, impaired synaptic plasticity, disrupted GPCR, and dopamine signalling in other contexts (Table S13).

These findings demonstrate that, independently of cortistatin, a common molecular signature is displayed as a general response to ischemia. However, genetic ablation of cortistatin amplifies this transcriptional response, leading to exacerbated neuroinflammation and compromised neurovascular remodelling, and leads to unique pathways characterized by the repression of responses critical for synaptic function and recovery.

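Of the 32 gene sets, camera called 23 between MCAO and CL hemispheres of *Cort*+/+ mice (19 higher and 4 lower) and 26 in *Cort*-/- mice (22 higher and 4 lower). With fry 17 of the calls held in *Cort*+/+ and 22 in *Cort*-/- mice, and with the correlation estimated for each set 0 and 11, with 13 and 22 at an unadjusted p under 0.05. The 8 lists hold many genes that the paper calls on these same libraries, so their p-values here are no independent evidence of the change from CL to MCAO. The interferon response list had a median log_2_FC of 1.29 in *Cort*+/+ and 1.71 in *Cort*-/- mice (adjusted p = 1.63e-30 and 3.76e-44), and all 44 genes were higher in both. The cell cycle list had medians of 1.06 and 1.39 (adjusted p = 1.05e-46 and 8.61e-52), with 43 and 44 of 45 genes higher. For pattern recognition receptors the medians were 0.57 and 0.84 (adjusted p = 4.47e-18 and 4.80e-25), for the extracellular matrix 0.39 and 0.53 (1.27e-15 and 3.63e-22), for IL-6 and JAK-STAT 0.50 and 0.67 (3.81e-15 and 1.05e-18) and for TNF and NF-kappaB 0.34 and 0.47 (1.70e-10 and 8.33e-14). With genes at or under 3 reads at their lower bounds, the median of the IL-6 list in *Cort*+/+ mice was 0.58, those of the TNF list 0.42 and 0.54, and those of the extracellular matrix and pattern recognition lists in *Cort*-/- mice 0.58 and 0.85. The adjusted p-values of these lists were highest with the estimated correlation, where they reached 0.116 in *Cort*+/+ and 0.0647 in *Cort*-/- mice.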

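The difference between the genotypes in the change from CL to MCAO was called by camera for 20 of the 32 sets. In *Cort*-/- mice the change lay further up for 17 of these sets and further down for 3. For type 1 oligodendrocytes this was a smaller fall (median −0.04 in *Cort*+/+ and −0.01 in *Cort*-/- mice). The medians had opposite signs for type 2 oligodendrocytes (−0.02 and 0.06) and for the *Sst* and *Reln* set (0.09 and −0.21). With fry or the estimated correlation 0 were called, and 2 sets had an unadjusted p under 0.05 with each. The number called was 4 without *Cort*-/- MCAO replicate 1, 5 without *Cort*+/+ MCAO replicate 4, 10 without *Cort*+/+ CL replicate 1 and 26 without MCAO replicate 3 of either genotype. For the interferon response list the median difference was 0.55 (43 of 44 genes, adjusted p = 3.86e-06), for the cell cycle 0.18 (adjusted p = 0.00152), for pattern recognition receptors 0.21 (0.00225) and for the extracellular matrix 0.14 (0.00627). It was 0.14 for IL-6 and JAK-STAT (adjusted p = 0.0349) and 0.11 for TNF and NF-kappaB (0.0644). The paper concludes that a common signature answers ischemia in both genotypes and that loss of cortistatin amplifies it.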

### Ischemic stroke induces the downregulation of both cortistatin and its receptors

To understand the mechanistic basis of this vulnerability, we evaluated the availability of cortistatin-binding receptors (*Sstr1–5* and *Ghsr*). All receptors were expressed in the brain, with *Sstr4* and *Sstr2* showing the highest relative levels (Fig. S5). However, ischemia induced a marked and widespread reduction in their expression in the ipsilateral hemisphere across both genotypes. Notably, although baseline levels in the contralateral hemisphere were comparable, stroke-induced receptor downregulation was more pronounced in cortistatin-deficient mice (Fig. S5). In parallel, cortistatin expression itself was strongly reduced following stroke (Fig. 1).

### Lack of cortistatin exacerbates cell-type marker gene profiles following ischemic stroke

To elucidate genotype-dependent cellular responses to cerebral ischemia, we employed computational deconvolution of bulk transcriptomic data to perform a predictive Marker Gene Profile (MGP) analysis, estimating the relative enrichment of cell-type-specific markers in the presence or absence of endogenous cortistatin. By using MGPs, we estimated relative shifts in specific transcriptional signatures of neuronal, vascular, immune, and glial cell types (Fig. S6; Table S14). 

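Marker gene profiles were computed from the 25 marker sets of Table S14 as the first principal component of each set's expression in TPM (RPKM values scaled to the same sum in each library), scaled from 0 to 1 over the 14 libraries. With the limits of the paper's methods, a set was reported where at most 40% of its genes were removed and the component held at least 50% of the variance, which left 13 sets. The paper's markerGeneProfile package was not run, and genes under the expression filter counted as removed here. The paper reports profiles of sets that fell outside the limits here, so they need not fall outside them in its own analysis. In *Cort*+/+ mice the exact two-sided permutation test over 20 splits allows no p below 0.1, so no profile could pass 0.05 in this genotype, and 0 did. In *Cort*-/- mice 56 splits allow a p of 0.0179, and 11 of the 13 profiles passed after adjustment over the 13 (9 higher and 2 lower in MCAO hemispheres). All 13 profiles changed in the same direction in both genotypes. MCAO and CL libraries did not overlap in 5 profiles in *Cort*+/+ mice, where chance gives 10%, and in 12 in *Cort*-/- mice. When *Cort*-/- MCAO replicate 1, 2, 4 or 5 was left out, where no p below 0.0286 is possible, 0 profiles passed after adjustment in *Cort*-/- mice (4, 1, 2 and 1 at an unadjusted p under 0.05), and 10 passed without replicate 3. MCAO and CL libraries still did not overlap in 11, 12, 11, 12 and 14 profiles. Without 1 *Cort*-/- CL library the smallest possible p is 0.0476, which passes adjustment only if every set reaches it, so that test says nothing about stability.

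**Figure D5:**
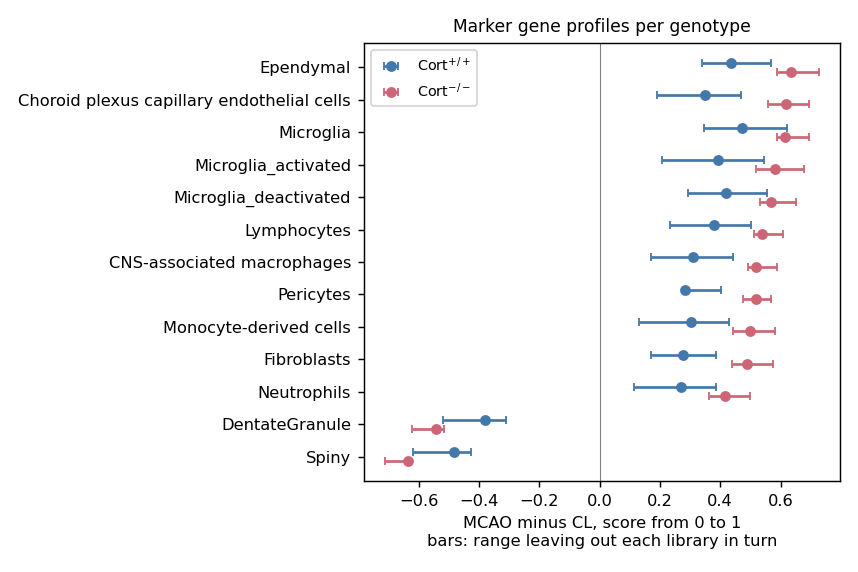
Difference in marker gene profile between MCAO and CL hemispheres (horizontal axis, on the scale from 0 to 1) for 13 cell types (vertical axis) in *Cort*+/+ and *Cort*-/- mice. Points are differences of group means, and bars are the range when one library is left out. All 13 differences have the same sign in both genotypes.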

While this well-established bioinformatic approach does not substitute for absolute single-cell quantification, it provides a robust estimation of overarching population-level dynamics. Among neuronal populations, both genotypes exhibited a significant reduction in spiny neuron signatures following MCAO, consistent with established features of ischemic injury [52]. 

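The spiny neuron profile, whose first component held 75.2% of the variance of 9 genes, was 0.337 ± 0.197 in MCAO and 0.821 ± 0.105 in CL hemispheres of *Cort*+/+ mice (SD, n = 3 each; exact two-sided permutation p = 0.1, the smallest possible). The corresponding *Cort*-/- values were 0.30 ± 0.186 (SD, n = 5) and 0.935 ± 0.0717 (SD, n = 3; exact two-sided permutation p = 0.0179, adjusted p = 0.0422). By camera the 10 genes fell in both genotypes (median log_2_FC −0.34 and −0.46, 9 of 10 genes lower in each, adjusted p = 7.06e-09 and 2.01e-10). For the difference between the genotypes the adjusted interaction p was 0.125.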

Notably, a selective decrease in gene markers of dentate granule neurons was observed exclusively in cortistatin-deficient mice, indicating increased vulnerability of this neuronal subtype (Fig. S6A). 

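The dentate granule neuron profile of *Cort*-/- mice, from 5 genes, was 0.271 ± 0.226 (SD, n = 5) in MCAO and 0.814 ± 0.137 (SD, n = 3) in CL hemispheres (exact two-sided permutation p = 0.0179, adjusted p = 0.0422). In *Cort*+/+ mice it was 0.308 ± 0.136 and 0.689 ± 0.291 (SD, n = 3 each; exact two-sided permutation p = 0.2). By camera the median log_2_FC of the 7 genes was −0.06 in *Cort*+/+ (5 of 7 genes lower, adjusted p = 0.195) and −0.17 in *Cort*-/- mice (5 of 7 genes lower, adjusted p = 0.0699). For *Cort*-/- mice the adjusted p was 0.0151 with fry and ranged up to 0.507 over the alternatives. Between the genotypes the difference had an adjusted interaction p of 0.626.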

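The ependymal profile rose by 0.436 in *Cort*+/+ mice, from 0.092 ± 0.0817 to 0.528 ± 0.237 (SD, n = 3 each; exact two-sided permutation p = 0.1). The rise in *Cort*-/- mice was 0.635, from 0.126 ± 0.0421 (SD, n = 3) to 0.761 ± 0.249 (SD, n = 5; exact two-sided permutation p = 0.0357, adjusted p = 0.0422). By camera the 44 genes had a median log_2_FC of 0.46 in *Cort*+/+ (35 higher, adjusted p = 1.75e-18) and 0.77 in *Cort*-/- mice (34 higher, adjusted p = 4.61e-17), with an adjusted interaction p of 0.309 for the difference. Of these 44 genes, 16 are also in another marker set.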

Ependymal neuron marker abundance increased in both genotypes post-ischemia, more prominently in *Cort*^*−/−*^ mice, potentially reflecting a transcriptomic signal compensatory neurogenesis. Interestingly, the signatures for GABAergic interneuron populations (as cortistatin-expressing neurons), dopaminergic and NPCs remained unchanged following stroke (Fig. S6A). Additionally, MGP analysis revealed that only *Cort*^*−/−*^ mice had a significant increase in gene expression signatures of endothelial cells, pericytes, and vascular smooth muscle cells, suggesting an amplified transcriptomic vascular response in the absence of cortistatin (Fig. S6A). This was corroborated by GSEA enrichment (Fig. S6B). Both approaches also demonstrated that signatures of CNS-associated macrophages, lymphocytes, monocyte-derived cells, and neutrophils were enriched in the ischemic hemisphere of both genotypes, but were significant only in *Cort*^−/−^ mice, indicating heightened immune cell-marker footprint (Fig. S6).

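The GABAergic marker sets of 4, 4 and 3 genes, the neural progenitor set and the dopaminergic set of 1 gene were not reported as profiles by the rules given for the other sets. The profile of the *Sst* and *Reln* set, computed all the same, fell by 0.384 in *Cort*-/- mice (exact two-sided permutation p = 0.0357, unadjusted) and rose by 0.361 in *Cort*+/+ mice (p = 0.1). By camera, the 4 genes of the set for interneurons expressing *Sst* and *Reln* fell in *Cort*-/- mice (median log_2_FC −0.21, 4 of 4 genes lower, adjusted p = 0.0339). Over the alternatives this adjusted p ranged from 0.00622 to 0.0991, and it was 0.0698 with the estimated correlation. In *Cort*+/+ mice the median was 0.09 (adjusted p = 0.401), and the difference between the genotypes of −0.28 had an adjusted interaction p of 0.00627, or 0.106 with fry. The sets for *Vip* and parvalbumin interneurons had adjusted p-values of 0.926 and 0.949 in *Cort*+/+ and of 0.84 and 0.534 in *Cort*-/- mice. The neural progenitor set had medians of 0.02 and −0.04 (adjusted p = 0.926 and 0.16).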

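The pericyte profile was 0.718 ± 0.234 (SD, n = 5) in MCAO and 0.199 ± 0.0226 (SD, n = 3) in CL hemispheres of *Cort*-/- mice (exact two-sided permutation p = 0.0179, adjusted p = 0.0422). In *Cort*+/+ mice it was 0.421 ± 0.178 and 0.138 ± 0.2 (SD, n = 3 each; exact two-sided permutation p = 0.2). The first components of the endothelial and smooth muscle sets held 43.9% and 43.6% of the variance, under the limit for a reported profile. Outside that limit, these profiles rose by 0.57 each in *Cort*-/- mice (exact permutation p = 0.0179 for both, unadjusted) and by 0.207 and 0.234 in *Cort*+/+ mice (p = 0.4 and 0.3). The endothelial set was lower in *Cort*-/- than in *Cort*+/+ CL hemispheres by camera (median log_2_FC −0.15, 40 of 49 genes lower, adjusted p = 1.46e-08). In MCAO hemispheres the endothelial difference had a median of −0.01 (adjusted p = 0.767). In CL hemispheres 3 other sets were also lower in *Cort*-/- mice, with medians of −0.09 for oligodendrocytes of type 2, −0.06 for those of type 1 and −0.04 for ependymocytes (adjusted p = 0.00421, 0.042 and 0.0486). None of these 4 calls held with fry or with the estimated correlation.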

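By camera the endothelial set rose from CL to MCAO in both genotypes, with a median log_2_FC of 0.07 in *Cort*+/+ (34 of 49 genes higher, adjusted p = 0.0427) and 0.19 in *Cort*-/- mice (44 of 49, adjusted p = 3.10e-10). The pericyte set rose by medians of 0.13 (35 of 49 genes, adjusted p = 2.21e-04) and 0.24 (45 of 49, 2.01e-10), and the smooth muscle set by 0.01 (26 of 50, adjusted p = 0.3) and 0.09 (36 of 50, 7.80e-04). With fry the endothelial call in *Cort*+/+ mice had an adjusted p of 0.185. For the difference between the genotypes camera gave an adjusted interaction p of 3.64e-05 for endothelial cells, 0.0039 for pericytes and 0.0138 for smooth muscle cells, and of 0.527, 0.771 and 0.771 with fry.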

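The profile of CNS-associated macrophages rose by 0.518 in *Cort*-/- mice (exact two-sided permutation p = 0.0357, adjusted p = 0.0422) and by 0.31 in *Cort*+/+ mice (exact permutation p = 0.2). The lymphocyte profile rose by 0.538 in *Cort*-/- and 0.379 in *Cort*+/+ mice (exact permutation p = 0.0357 and 0.1), that of monocyte-derived cells by 0.50 and 0.303 (p = 0.0536 and 0.2), and that of neutrophils by 0.414 and 0.27 (p = 0.107 and 0.3). By camera all 4 sets rose in both genotypes. Macrophages had medians of 0.74 in *Cort*+/+ and 1.10 in *Cort*-/- mice (adjusted p = 1.41e-16 and 7.30e-23), monocyte-derived cells 0.66 and 0.95 (5.63e-12 and 2.18e-18), lymphocytes 0.29 and 0.44 (1.83e-11 and 9.74e-18) and neutrophils 0.25 and 0.23 (0.00233 and 9.64e-06). With genes at or under 3 reads at their lower bounds the medians were 0.80 and 1.10, 0.71 and 1.12, 0.37 and 0.48, and 0.30 and 0.25. With fry the neutrophil calls did not hold (adjusted p = 0.324 and 0.0915), nor did that of monocyte-derived cells in *Cort*+/+ mice (0.0944). Interaction tests of the same sets gave an adjusted p of 0.0039 for macrophages, 0.00537 each for monocyte-derived cells and lymphocytes and 0.0981 for neutrophils, and of 0.771 each with fry.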

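The profile of activated microglia markers in *Cort*-/- mice was 0.743 ± 0.276 (SD, n = 5) in MCAO and 0.161 ± 0.0166 (SD, n = 3) in CL hemispheres (exact two-sided permutation p = 0.0357, adjusted p = 0.0422). That of deactivated microglia markers was 0.719 ± 0.223 (SD, n = 5) and 0.149 ± 0.0257 (SD, n = 3; exact two-sided permutation p = 0.0179). In *Cort*+/+ mice these profiles rose by 0.391 and 0.42 (exact permutation p = 0.2 and 0.1). By camera the activated set had medians of 0.68 in *Cort*+/+ and 0.94 in *Cort*-/- mice (86 and 84 of 95 genes higher, adjusted p = 2.21e-28 and 8.57e-37). For the deactivated set they were 0.50 and 0.66 (95 and 96 of 102 genes higher, adjusted p = 1.65e-34 and 1.16e-41). The adjusted interaction p was 0.00152 and 0.00189, and 0.771 for both with fry. The study lists at least 58 of the 95 and 60 of the 102 genes as DEGs on these libraries. The general microglia set had medians of 0.72 and 0.86 (adjusted p = 3.34e-37 and 2.57e-37; interaction 0.0757). Sets of fibroblasts and of choroid plexus capillary endothelial cells had medians of 0.17 and 0.27, and of 0.17 and 0.32 (adjusted p = 3.57e-07, 3.60e-12, 2.04e-06 and 3.41e-11).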

Analysis of glial cell populations markers demonstrated a significant increase in both activated and deactivated microglial gene signatures in *Cort*^*−/−*^ mice, which, together with peripheral immune marker subsets, indicate a dysregulated neuroimmune response post-stroke. 

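The astrocyte set of type 1 lost 48% of its 50 genes and that of type 2 kept 74 of 96 with 39.2% of the variance on the first component, so neither met the rules for a reported profile. Computed all the same, the type 1 profile fell by 0.481 in *Cort*-/- mice (exact two-sided permutation p = 0.0357, unadjusted) and by 0.285 in *Cort*+/+ mice (p = 0.2), and the type 2 profile rose by 0.399 (p = 0.0179) and 0.342 (p = 0.2). By camera the type 1 set had a median log_2_FC of 0.00 in *Cort*+/+ (25 of 50 genes lower, adjusted p = 0.932) and −0.07 in *Cort*-/- mice (30 of 50 lower, adjusted p = 0.0984; from 0.0588 to 0.51 over the alternatives). The type 2 set had medians of 0.07 in *Cort*+/+ (68 of 96 genes higher, adjusted p = 1.82e-04) and 0.03 in *Cort*-/- mice (57 of 96 higher, adjusted p = 0.0113), and neither call held with fry (0.0642 and 0.0726). Between the genotypes, the adjusted interaction p was 0.0871 for type 1 and 0.461 for type 2.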

Astrocyte- and oligodendrocyte-specific markers also revealed divergent phenotypes: a "Type 1" signature profile (based on markers from [43]) was significantly reduced in *Cort*^*−/−*^ mice following MCAO, whereas a "Type 2" profile (characterized by markers from [42]), was significantly increased (Fig. S6A; Table S14).

Downregulation of astrocytic “Type 1” markers, typically associated with homeostatic and neuroprotective functions, suggests a shift toward reactive or dysfunctional astrocyte signatures in cortistatin-deficient mice following ischemia. Concurrent upregulation of the “Type 2” profile indicates the emergence of a heterogeneous reactive astrocyte population encompassing both neurotoxic and neuroprotective subsets. Although not statistically significant, the oligodendrocyte profiles exhibited similar opposing trends in both genotypes: decreased “Type 1” and increased “Type 2” signatures (Fig. S6A). 

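The oligodendrocyte set of type 1 lost 46.9% of its genes, and the first component of the type 2 set held 38.8% of the variance, so no profile was reported for them. Outside these rules, the type 1 profile fell by 0.516 in *Cort*-/- and 0.412 in *Cort*+/+ mice (exact permutation p = 0.0536 and 0.1, unadjusted), and the type 2 profile rose by 0.479 and 0.104 (p = 0.0357 and 0.5). By camera the type 1 set had medians of −0.04 in *Cort*+/+ (32 of 49 genes lower, adjusted p = 0.0215) and −0.01 in *Cort*-/- mice (26 of 49 lower, adjusted p = 0.985). The type 2 set had medians of −0.02 in *Cort*+/+ (12 of 22 genes lower, adjusted p = 0.401) and 0.06 in *Cort*-/- mice (15 of 22 higher, adjusted p = 0.00632), with an adjusted interaction p of 6.62e-04. With fry the adjusted p was 0.341 for type 1 in *Cort*+/+ and 0.0711 for type 2 in *Cort*-/- mice. The interaction of both oligodendrocyte sets had an adjusted p of 0.771 with fry.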

Analysing the markers selective for each cell population (Table S14), the elevated “Type 2” profile likely reflects an injury-induced remyelination response, whereas the greater reduction of “Type 1” markers in *Cort*^*−/−*^ mice may denote impaired oligodendrocyte maturation and myelin maintenance.

These findings underscore the critical role of cortistatin in preserving cellular homeostasis post-stroke. Its deficiency drives broad dysregulation across neuronal, vascular, immune, and glial compartments, fostering a pathological neuroimmune and neurovascular environment that, together with an altered receptor network, may hinder tissue repair and functional recovery.

### Cortistatin deficiency exacerbates stroke-induced neurodegeneration, which is mitigated after cortistatin treatment

To investigate the functional significance of the differential molecular pathways driven by endogenous cortistatin in stroke pathophysiology, we subjected *Cort*^−/−^ mice and age-matched wild-type mice to mild MCAO and assessed acute neuropathological outcomes.

Our findings showed that cortistatin-deficient mice exhibited a greater propensity for extensive infarcts, with 37.5% displaying lesions > 30 mm^3^, while all *Cort*^+/+^ animals presented smaller lesions, as determined by CV staining (Fig. 3A,B; Table S15). MAP-2 immunostaining confirmed significant pronounced neuronal injury in *Cort*^*−/−*^ mice, with > 5 mm^2^ MAP-2-negative areas in 75% of animals, compared to only 12.5% wild-type controls (Fig. 3A,B; Table S15). Furthermore, neurological impairment was significantly aggravated in *Cort*^*−/−*^ mice, with 30% scoring 2–3 (persistent circling, severe motor incoordination, tremors), whereas most of wild-type mice remained below a score of 2 (intermittent circling, moderate motor incoordination, and mild hypomobility) (Fig. 3C).

**Fig. 3:**
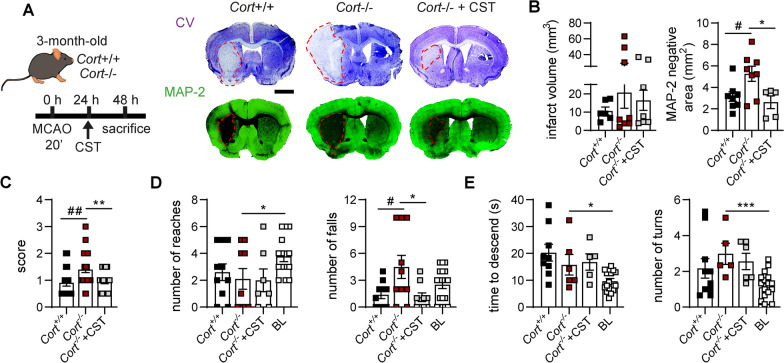
Cortistatin deficiency exacerbates neuronal injury and functional outcomes*.* **A** Left, *Cort*^−/−^ mice underwent MCAO and received saline or cortistatin (144 μg/kg) 24 h after reperfusion and were sacrificed 48 h post-surgery. Animals were compared with *Cort*^+/+^ MCAO saline-treated mice. Right**,** coronal brain sections were stained with cresyl violet (CV) (upper panel) or MAP-2 (lower panel, green) to identify neuronal damage. Ischemic lesions are delineated by dashed red lines (pale/white area in cresyl violet and loss of immunoreactivity/dark area in MAP-2). Scale bar: 1,500 µm. **B** Infarct volume quantified from 10 CV-stained brain sections (0.5 mm intervals, left) or by the absence of MAP-2 on coronal sections (right). N = 5–9 mice/group. **C** Neurological scores evaluated at 48 h post-MCAO (0, no signs; 3, death). N = 17–29 mice/group. **D**, **E** Motor performance in wire-hanging (**D**) and pole (**E**) tests, at baseline (BL, pre-MCAO) and 48 h post-MCAO. **D** Number of reaches towards one of the posts (left) and falls (right). N = 7–10 mice/group. **(E)** Time to descend (left) and number of turns (right) until reaching the pad. N = 5–6 mice/group. Data represent mean ± SEM. Dots indicate individual mice. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. *vs. *Cort*^−/−^ MCAO saline-treated mice, ^#^*vs*. *Cort*^+/+^ MCAO saline-treated mice, *^/#^*p* ≤ 0.05, **^/##^*p* ≤ 0.01, ****^/####^*p* ≤ 0.0001. CST: cortistatin

Functional deficits in cortistatin-deficient mice after stroke were further evidenced by impaired performance in wire-hanging and pole tests compared to baseline (Fig. 3D,E). Although motor deficits in the behavioural test were comparable between genotypes, cortistatin-deficient mice displayed significantly more frequent falls (40% fell > 5 times *vs.* none in wild-type). Cortistatin-deficiency also seems to affect the success rate of reaching the post in the wire-hanging test (*i.e.,* over 40% of cortistatin-deficient animals never reached the post, whereas 80% of wild-type animals reached it at least once) (Fig. 3D; Table S16).

Remarkably, exogenous cortistatin administration to *Cort*^−/−^ mice following MCAO significantly ameliorated neuronal injury (*i.e.,* over 70% of treated animals exhibited a lesion volume < 30 mm^3^ and none showed MAP-2-negative areas > 5 mm^2^). It also improved neurological score and restored some motor outcomes to levels comparable with wild-type controls (Fig. 3A-D; Tables S15, S16).

These results underscore the heightened vulnerability to ischemic stroke in the absence of endogenous cortistatin and highlight its therapeutic role in mitigating stroke-induced damage.

### The neuroimmune response after stroke is dysregulated in cortistatin-deficient mice but becomes neuroprotective following cortistatin administration

The neuroimmune response to stroke involves intricate and coordinated CNS-peripheral immune interactions that shape both acute injury and long-term brain recovery [53]. Our transcriptomic data revealed sustained neuroinflammation in cortistatin-deficient mice post-stroke. However, the intrinsic role of cortistatin in modulating systemic immune responses after stroke remains unexplored. In this context, we found that, compared to wild-type mice, animals lacking cortistatin exhibited significantly elevated IL-6 and MCP-1 serum levels post-MCAO, accompanied by reduced spleen mass and a trend towards lymphopenia, hallmarks of dysregulated peripheral immunity (Fig. 4A,B). Administration of cortistatin normalized IL-6, elevated IL-12, restored spleen weight and increased splenocyte count, indicating reestablishment of systemic immune balance (Fig. 4A,B).

**Fig. 4:**
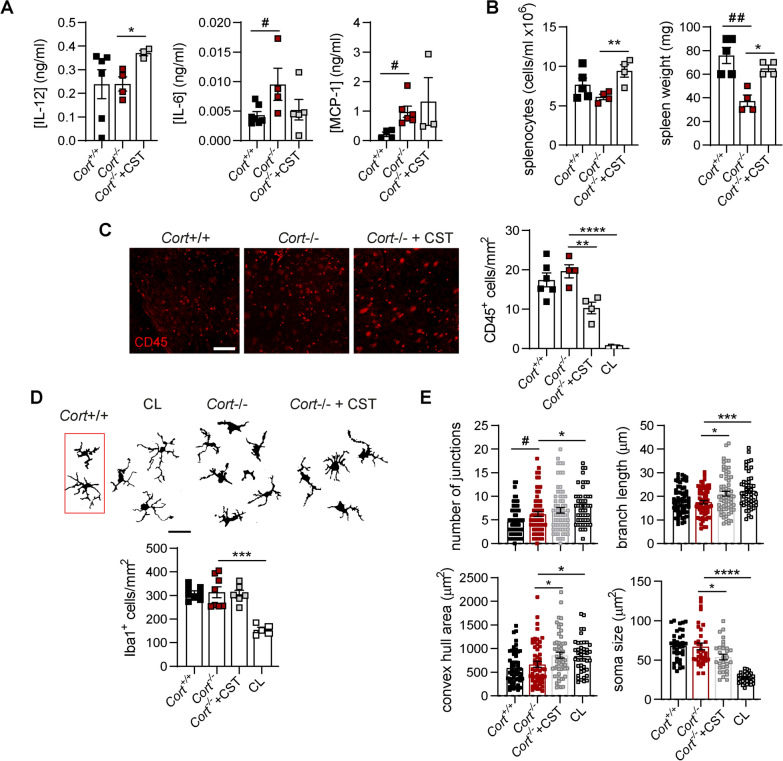
Lack of cortistatin triggers a dysregulated immune response. *Cort*^−/−^ mice underwent MCAO and received saline or cortistatin (144 μg/kg) 24 h after reperfusion and were sacrificed 48 h post-surgery. Animals were compared with *Cort*^+/+^ MCAO saline-treated mice. **A** Serum levels of IL-12, IL-6, and MCP-1 (ng/ml) measured by ELISA. IL-12: N = 3–6; IL-6: N = 4–7; MCP-1: N = 3–6. **B** Spleen cellularity and weight (mg). N = 4–5. **C** Left, CD45-stained coronal sections showing leukocytes (red). Scale bar: 100 μm. Right, leukocyte density (cells/mm^2^) in the ischemic striatum N = 3–6. **D** Top, representative binarized microglia from contralateral (CL) or peri-lesion regions. Red box: *Cort*^+/+^ MCAO saline-treated. Scale bar: 30 μm. Bottom, Iba1 + population (cells/mm^2^) in the CL and ischemic core regions N = 5–8. **E** Iba1^+^ cells morphology assessed using skeleton (junctions, branch length; n = 50–65 cells, N = 3 mice/group) and fractal (convex hull area; n = 43–55 cells, N = 3 mice/group) analyses. Soma size was manually measured (n = 30–35 cells, N = 3 mice/group). Data represent mean ± SEM. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. *vs. *Cort*^−/−^ MCAO saline-treated mice, ^#^*vs*. *Cort*^+/+^ MCAO saline-treated mice, *^/#^*p* ≤ 0.05, **^/##^*p* ≤ 0.01, ***^/^^###^*p* ≤ 0.001, ****^/####^*p* ≤ 0.0001. CST: cortistatin

In the brain, elevated densities of CD45^+^ and Iba1^+^ myeloid cells were observed in the infarct core of cortistatin-deficient mice, paralleling wild-type levels (Fig. 4C,D). However, cortistatin deficiency exacerbated post-stroke myeloid cell activation. Compared to contralateral hemisphere, Iba1^+^ cells from mice lacking cortistatin displayed a reactive morphology, characterized by reduced branching, shorter processes, increased soma size, and diminished territory area, suggesting enhanced activation (Fig. 4D,E). Interestingly, branching was significantly higher than in wild-type mice. Gene expression analysis revealed similar upregulation of both pro- and anti-inflammatory markers between genotypes (*Trem2, CD68, Iba1, TNF-α*, *IL-6*, and *Arg1*), though *Cort*^*−/−*^ mice showed significantly reduced *CD163* and *IL-10* expression, indicative of impaired anti-inflammatory responses (Fig. S7). Cortistatin administration to cortistatin-deficient mice selectively reduced CD45^+^ infiltrating populations without affecting Iba1^+^ cells, suggesting distinct regulatory mechanisms. Indeed, cortistatin treatment promoted a shift toward a more ramified Iba1^+^ phenotype with increased IL-10, supporting a reparative glial response distinct from MCAO wild-type profiles (Fig. 4C-E; Fig. S7B). Consistent with these results, the anti-inflammatory action of cortistatin was further demonstrated in primary adult microglia, astrocytes, and mixed neuronal-glial cultures subjected to inflammatory (LPS) or ischemia-like conditions (OGD + LPS). Under these conditions, cortistatin-deficient cells exhibited an exacerbated pro-inflammatory phenotype (*e.g.,* elevated levels of TNF-α, IL-6, and NO) that was significantly attenuated by exogenous cortistatin treatment *(i.e.,* reducing cytokine levels) (Fig. S8).

Together, these findings demonstrate that cortistatin is essential for maintaining neuroimmune and glial homeostasis after stroke. Cortistatin deficiency drives excessive peripheral and central immune activation, coupled with dysfunctional glial responses, thereby amplifying neuronal injury. Conversely, exogenous cortistatin reprograms both systemic and CNS immune compartments toward reparative phenotypes.

### Cortistatin deficiency affects BBB integrity and vascular dynamics after ischemic stroke, which are normalized following cortistatin administration

Next, we investigated BBB dynamics post-stroke. Following MCAO, cortistatin-deficient mice exhibited significantly elevated parenchymal IgG accumulation relative to wild-type controls, indicative of substantial BBB disruption (Fig. 5A). This permeability likely contributes to the enhanced immune cell infiltration previously observed (Fig. 4C). Analysis of vascular markers revealed that C*laudin-1*, *Occludin*, and *Col1a2* levels were significantly reduced in the ischemic hemisphere of cortistatin-deficient mice compared to the contralateral side, while C*laudin-5* expression remained unchanged (Fig. 5B). Notably, these TJ expression levels were similar to the ones found in wild-type mice. However, ZO-1 distribution was significantly disrupted in the absence of cortistatin, with notable loss across the endothelium (Fig. 5C). A comparable vessel density and diameter post-MCAO were observed between genotypes (Fig. 5D). Administration of cortistatin to cortistatin-deficient mice significantly reduced IgG leakage, normalised *Claudin-1* and *Occludin* expression, and restored ZO-1 configuration, thereby attenuating BBB disruption (Fig. 5A-C). In addition, cortistatin treatment promoted vascular remodelling, evidenced by increased vessel area and diameter within the ischemic striatum (Fig. 5D). Although TJ architecture and endothelial integrity were similarly compromised between genotypes, we observed that astrocytic responses, intrinsically related with neuroinflammation, vascular remodelling and BBB function, were disrupted in cortistatin-deficient mice. In the absence of cortistatin we found reduced glial scar formation and atypical astrocyte morphologies compared to wild-type animals (smaller soma, fewer and shorter processes and elongated morphology, increased span ratio, and reduced territorial coverage) (Fig. 5E,F). Additionally, GFAP expression, upregulated after MCAO, was significantly lower in cortistatin-deficient mice compared to wild-type animals. This was accompanied by a decrease in BDNF and GDNF compared to the contralateral hemisphere (Fig. 5G). Cortistatin treatment markedly restored astrocytic morphology and function and increased GDNF expression to similar levels seen in wild-type MCAO mice (Fig. 5E-G).

**Fig. 5:**
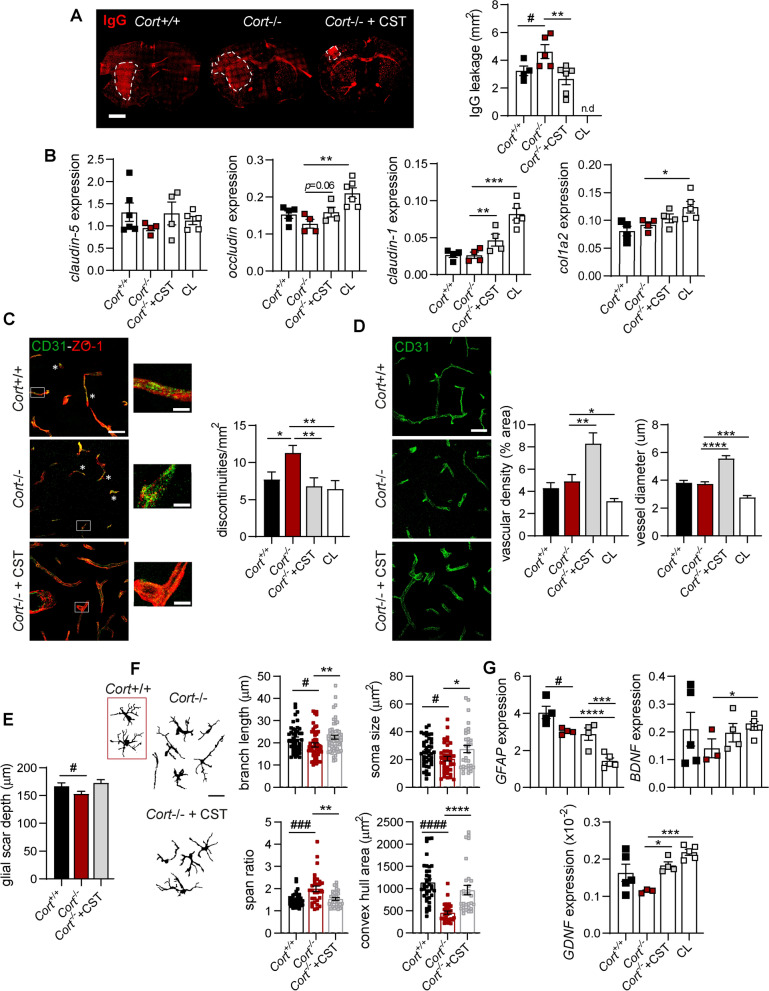
Cortistatin loss disrupts astrocytic function and BBB integrity post-stroke. MCAO was conducted in *Cort*^−/−^ mice treated with saline or cortistatin (144 μg/kg) 24 h after reperfusion, and sacrificed 48 h later. Mice were compared to *Cort*^+/+^ MCAO saline-treated mice. **A** Left, coronal brain sections stained with fluorescently labelled anti-mouse IgG show leakage areas (dashed white lines). Scale bar: 1,500 μm. Right, quantification of IgG^+^ areas. N = 5–6 mice/group. **B** Gene expression levels of C*laudin-5, Claudin-1, Occludin*, and *Col1a2* in contralateral (CL) and ipsilateral brain hemispheres normalized to *Rplp0*. N = 4–6 mice/group. **C** Left, representative images of the ipsilateral striatum from *Cort*^−/−^ mice post-MCAO and treated with cortistatin (CST), stained for CD31 (brain endothelial cells, green) and ZO-1 (TJs, red). Scale bar: 30 μm. Insets highlight ZO-1 discontinuities (asterisks) and recovery of ZO-1 coverage (arrows). Scale bar: 120 μm. Right, quantification of ZO-1 discontinuities per vessel area. n = 2 ROIs/mouse; N = 3–6 mice/group. **D** Left, CD31 staining in the ipsilateral striatum of *Cort*^−/−^ mice (green). Scale bar: 30 μm. Right, vascular density (CD31-positive area/total image area; n = 3 ROIs/mouse; N = 3–5 mice/group) and vessel diameter were quantified in different sections from each vessel (5–10 vessels/mouse, N = 3–4 mice/group). **E** Glial scar thickness was quantified. n = 54–57 ROIs; N = 4 mice/group. **F** Left, binary images of astrocytes from the glial scar. Scale bar: 30 μm. Right, quantification of astrocyte morphology, including branch length (skeleton analysis, n = 49–57 cells), soma size (manual, n = 32–39 cells), span ratio, and convex hull area (fractal analysis, n = 30 cells; N = 3 mice/group). **G** Gene expression levels of *GFAP*, *BDNF,* and *GDNF* in CL and ipsilateral hemispheres of *Cort*^−/−^ mice treated with saline or cortistatin following MCAO, normalized to *Rplp0*. N = 3–5 mice/group. Data represent the mean ± SEM. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. *vs. Cort^−/−^ MCAO saline-treated mice, ^#^*vs. Cort*^+/+^ MCAO saline-treated mice, *^/#^*p* ≤ 0.05, **^/##^*p* ≤ 0.01, ***^/###^*p* ≤ 0.001, ****^/####^*p* ≤ 0.0001

These results indicate that cortistatin deficiency impairs astroglial scar formation and exacerbates BBB breakdown and vascular instability, while exogenous cortistatin restores glial support, barrier integrity and vascular resilience.

### Absence of cortistatin impacts subacute stroke outcome while exogenous treatment potentiates recovery

Regarding the role of cortistatin in acute stroke, and following STAIR recommendations [54, 55], we extended our analysis to the early long-term post-stroke stage (7 days post-MCAO), focusing on key markers of injury and recovery. While neurological deficit scores were initially comparable between genotypes (Fig. 6A), animals lacking cortistatin exhibited trends toward larger infarcts, greater MAP-2-negative areas, and reduced neuronal density relative to wild-type controls (Fig. 6B; Table S15; Fig. S9A). Functional impairments persisted in *Cort*^−/−^ mice, including decreased successful reaches and poorer wire-hanging test performance, although pole test results remained unaffected (Table S16; Fig. S10A,B). *Cort*^*−/−*^ mice also demonstrated cognitive impairments in the novel object recognition test, exhibiting a significantly lower discrimination and recognition index at baseline compared to wild-type animals (Fig. S11). Following the ischemic insult, although no significant differences were observed between genotypes, the cortistatin-treated groups showed a positive trend toward recovery, indicating an amelioration of this cognitive deficit*.* Importantly, histological analysis revealed pronounced axonal disorganization and aberrant myelin structures in *Cort*^−/−^ mice, reflected by elevated MBP intensity in the ischemic hemisphere, suggestive of myelin disruption (Fig. 6C). Cortistatin treatment ameliorated these pathological alterations, improving neuronal density, axonal integrity, and neurological scores in both genotypes (Fig. 6A-C).

**Fig. 6:**
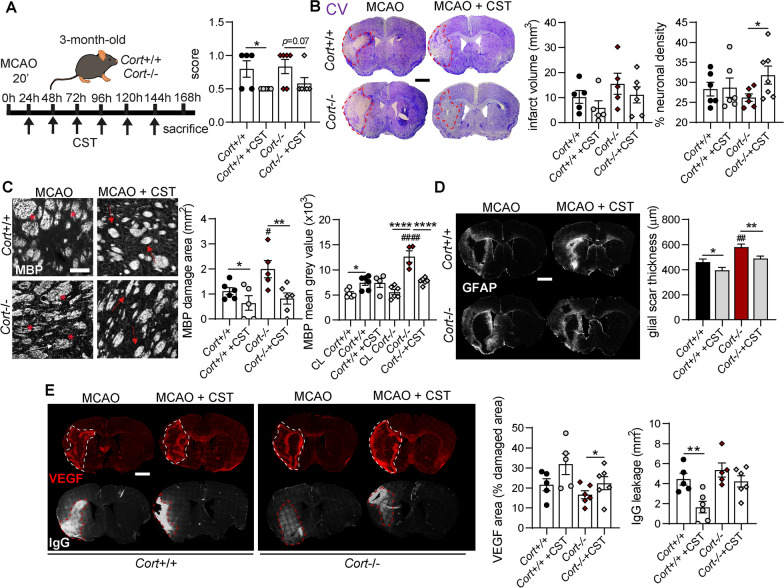
Cortistatin deficiency impairs long-term stroke recovery, while treatment improves subacute outcomes. **A** *Cort*^+/+^ and *Cort*^−/−^ MCAO mice were treated daily with either saline or cortistatin (144 μg/kg), from 24 h post-reperfusion, and sacrificed at 7 days (left). Neurological scores were evaluated at 7 days using a scale ranging from 0 (no signs) to 3 (death) (right). N = 5–6 mice/group. **B** Left, brain coronal sections were stained with cresyl violet (CV) to assess neuronal damage (pale/white area). Ischemic lesions are outlined with dashed red lines. Scale bar: 1,500 µm. Centre, ischemic volume was determined by analysing ten CV-stained brain slices at 0.5 mm intervals per mouse. Right, neuronal density within the ischemic area was quantified (% of total area). N = 4–6 mice/group. **C** Left, representative images of the ipsilateral striatum stained with MBP antibody to visualize myelin sheaths. Aberrant myelin sheaths are depicted with asterisks while recovered ones are marked with arrows. Scale bar: 30 μm. Right, the area of damaged myelin sheaths (left) and MBP mean grey value (right) were quantified. N = 4–6 mice/group. **D** Left, representative brain sections stained with GFAP antibody to identify astrocytes. Scale bar: 1,500 μm. Right, glial scar thickness was quantified. N = 4–6 mice/group. **E** Left, sections were stained with VEGF antibody (red) and with a fluorescently-labelled antibody against mouse IgGs (white). Scale bar: 1,500 μm. Centre, VEGF^+^ area was quantified as the % of positive area within the damaged area. N = 4–6 mice/group. Right**,** IgG^+^ area was measured to assess BBB leakage. N = 4–6 mice/group. Data represent the mean ± SEM. Dots indicate individual mice. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. *vs. Cort^+*/*+^ or *Cort*^*−/−*^ MCAO saline-treated mice, ^#^*vs. Cort*^+/+^ MCAO saline-treated mice, *^/#^*p* ≤ 0.05, **^/##^*p* ≤ 0.01, ****^/####^*p* ≤ 0.0001

Glial responses were also altered in the subacute phase. Iba1 + cell density increased substantially compared to acute timepoints (> 10^3^ cells/mm^2^ *vs.* < 400 cells/mm^2^) with no genotype- or treatment-dependent differences (Fig. S9B). Similarly, glial scar thickness augmented as the stroke progressed (< 200 to > 400 µm from acute to subacute stroke), with *Cort*^−/−^ mice transitioning from disorganized to significantly thicker fibrotic scars at 7 days (Fig. 5E, 6D). Cortistatin treatment reduced scar thickness in both genotypes, suggesting a role in regulating scar maturation. Additionally, cortistatin administration to cortistatin-deficient mice upregulated VEGF expression in the ischemic hemisphere, potentially enhancing angiogenesis and BBB repair (Fig. 6E). Consistently, IgG extravasation was reduced following treatment in wild-type animals, aligning with observations at earlier stages (Fig. 5A, Fig. 6E).

These findings demonstrated that cortistatin deficiency worsens early long-term stroke pathology, hindering neurovascular and glial repair, and according to transcriptomic studies, showing limited activation of repairing pathways in the ischemic brain without cortistatin. Exogenous cortistatin reversed many of these pathological features, underscoring its broad neurorepair potential beyond the acute phase.

### Cortistatin regulates neuroinflammatory and vascular outcomes after stroke in 6-month-old mice

Next, we evaluated the influence of cortistatin on stroke outcome in the context of premature aging, by inducing a mild MCAO in 6-month-old *Cort*^+/+^ and *Cort*^−/−^ mice, with or without cortistatin treatment, and compared results to 3-month-old MCAO animals. While standard aging models typically utilize 12–18-month-old animals, we specifically selected this 6-month time point to investigate the accelerated aging phenotype inherent to cortistatin-deficient mice, as previously described by our laboratory [56]. Crucially, this age marks the upper limit for feasible surgical stroke induction, as older cortistatin-deficient mice show very high mortality after MCAO. This age group also aligns with reported declines in functional performance in C57BL/6 J males [57].

In the acute phase, cortistatin deficiency in 6-month-old mice led to worsened neurological scores and behavioural deficits, paralleling findings in younger cohorts (Fig. 7A; Fig. S10C,D). Neuronal damage, as indicated by MAP-2 loss, was significantly higher in older wild-type mice compared to their younger counterparts, a difference not observed between 3-month-old and 6-month-old *Cort*^−/−^ animals (Fig. 7B; Table S15). Cortistatin treatment reduced neuronal injury in wild-type mice and led to an improved score in cortistatin-deficient mice (Fig. 7A,B). Additionally, cortistatin treatment improved some behavioural outcomes in the pole test, though it demonstrated generally limited effect (Table S16; Fig. S10C,D).

**Fig. 7:**
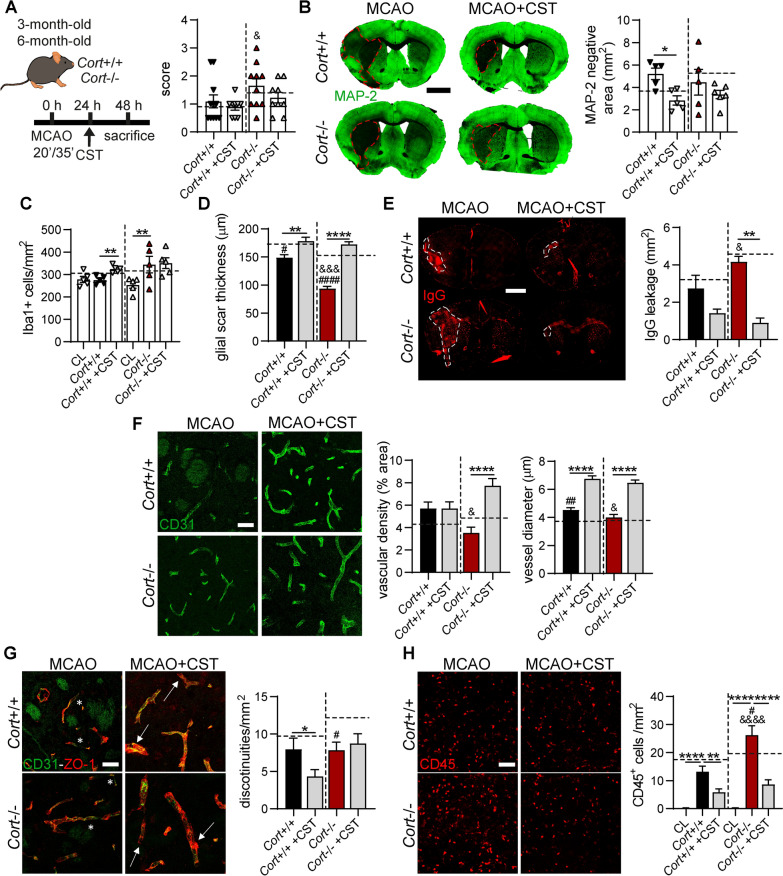
Lack of cortistatin in 6-month-old mice worsens stroke outcomes, promoting glial dysregulation and vascular disruption. **A** 6-month-old *Cort*^+*/*+^ and *Cort*^*−/−*^ mice were subjected to MCAO and treated with saline or cortistatin (144 μg/kg) 24 h post-reperfusion and sacrificed at 48 h (left). Neurological deficits were scored from 0 (no signs) to 3 (death) (right). N = 9–12 mice/group. **B** Left, MAP-2 staining. Ischemic areas (loss of immunoreactivity/dark area) are delineated with red dashed lines. Scale bar: 1,500 μm. Right, quantification of MAP-2 loss. N = 5–6 mice per group. **C** Iba1^+^ population (cells/mm^2^) quantified in contralateral (CL) and ischemic core regions. **D** Glial scar thickness was quantified, n = 30–35 ROIs, N = 3 mice/group. **E** Left, brain sections stained with fluorescently labelled anti-mouse IgG show leakage areas (dashed white lines). Scale bar: 1,500 μm. Right, IgG^+^ area was quantified to assess BBB permeability. N = 4–6 mice/group. **F** Left, images of the lesion core (striatum) stained with CD31 (green). Scale bar: 30 μm. Vascular density (CD31^+^ area/total area; n = 3 ROIs/mouse; N = 3–4 mice/group) and vessel diameter quantified in sections from each vessel (5–10 vessels/mouse, N = 3–6 mice/group). **G** Left, images of the ipsilateral striatum stained with CD31 (green) and ZO-1 (red) to assess TJ integrity. ZO-1 discontinuities (asterisks), and ZO-1 uniformity (arrows). Scale bar: 30 μm. Right, quantification of ZO-1 discontinuities per vessel area. n = 3 ROIs/section/mouse; N = 3–5 mice/group. **H** Left, high-magnification images (striatum) stained with CD45 (red) to detect infiltrating leukocytes. Scale bar: 100 μm. Right, leukocyte density (cells/mm^2^) quantified in the ischemic striatum and the CL hemisphere. All data were compared to 3-month-old MCAO *Cort*^+*/*+^ and *Cort*^*−/−*^ mice treated with saline (dashed line). Data are presented as mean ± SEM. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. *vs. 6-month-old *Cort*^+/+^ or *Cort*^−/−^ MCAO saline-treated mice; ^#^*vs.* 3-month-old *Cort*^+/+^ or *Cort*^−/−^ MCAO saline-treated mice; ^&^*vs.* 6-month-old *Cort*^+/+^ MCAO saline-treated mice. *^/#/&^*p* ≤ 0.05, **^/##/&&^*p* ≤ 0.01, ***^/###/&&&^*p* ≤ 0.001, ****^/####/&&&&^*p* ≤ 0.0001

Glial analysis revealed increased Iba1^+^ cell density and a hyper-ramified phenotype in the ischemic hemisphere of 6-month-old *Cort*^−/−^ mice, with exacerbation of age-dependent features relative to 3-month-old mice (Fig. 7C; Fig. S12A-D). Cortistatin administration restored a homeostatic microglial morphology in both genotypes. Acute astrocytic responses were also impaired in 6-month-old *Cort*^−/−^ mice, marked by disrupted glial scars and atypical astrocyte morphology (fewer junctions, reduced branching, and diminished territorial complexity), which were normalized following cortistatin administration (Fig. 7D; Fig. S12E-H).

Assessment of BBB integrity revealed no age-related differences in IgG extravasation within genotypes; however, *Cor*t^−/−^ mice exhibited significantly greater leakage than wild-type counterparts (Fig. 7E). This disruption was accompanied by reduced vascular density and vessel diameter in 6-month-old *Cort*^−/−^ mice compared to wild-type (Fig. 7F). Cortistatin administration ameliorated BBB leakage and regulated vascular remodelling in both genotypes, consistent with findings in younger mice (Figs. 7E,F; Fig. 5D). ZO-1 disruption was also reduced after cortistatin treatment (Fig. 6G). Increased BBB permeability in cortistatin-deficient mice correlated with greater immune cell infiltration, which was notably more severe than in 3-month-old counterparts. This exacerbation was fully attenuated following cortistatin treatment in both phenotypes (Fig. 6H).

Notably, the systemic immune response to stroke was amplified in this 6-month-old cohort, showing elevated IL-12, IL-6, and MCP-1, particularly in the absence of cortistatin (Fig. S13). Cortistatin treatment significantly attenuated these inflammatory mediators across genotypes.

In summary, the premature aging phenotype driven by cortistatin deficiency exacerbates neuroinflammatory responses, glial and vascular dysfunction, and peripheral immune activation following ischemia. Exogenous cortistatin confers robust neurovascular protection and immune regulation in both 3 and 6-month-old mice, underscoring its therapeutic potential across distinct developmental stages.

## Discussion

Stroke is a systemic disorder characterized by intertwined neurovascular and immune mechanisms. These interactions evolve across spatiotemporal scales, shaping both tissue injury and recovery [4]. Despite progress, preclinical studies often rely on oversimplified models that insufficiently capture aging, comorbidities, and long-term outcomes, contributing to the persistent translational gap in stroke management. Defining endogenous mediators that coordinate these multi-system interactions across disease phases is therefore critical for improving both mechanistic understanding and therapeutic development.

Based on this, we employed the constitutive *Cort*^*−/−*^ mouse model because the primary objective of this study was to establish the endogenous baseline role of cortistatin in stroke pathophysiology, and the constitutive knockout represents the canonical genetic tool. This approach is consistent with foundational studies using constitutive knockouts of other neuropeptides [58–61]. The chronic absence of the gene is distinct from the acute ischemia-induced cortistatin decrease observed in wild-type mice and in human stroke patients. So, while the wild-type stroke model accurately recapitulates the clinically relevant scenario, by using cortistatin-deficient mice we demonstrated for the first time that endogenous cortistatin limits ischemic damage and promotes recovery. Considering the heightened susceptibility of these animals to other experimental models of neural injury [14, 16], we selected a mild MCAO paradigm to minimize mortality and filament-induced endothelial injury [62]. This approach yields consistent infarct sizes while enabling the detection of genotype-dependent effects. Acute (48 h) and early subacute (7 days post-stroke) phases were chosen to capture the transition from injury to repair, a critical window for determining long-term outcome and assessing therapeutic efficacy [30, 31]. A major strength of this study is the incorporation of age as a biological variable. While aging is the primary risk factor for stroke vulnerability and recovery [63], most preclinical studies rely on young animals. To address this gap, we examined 3-month-old and 6-month-old mice. Our selection of the 6-month time point, rather than the conventional 12–18-month range used in aging studies, was specifically driven by the unique biology of the cortistatin-deficient background. Preliminary data from our group described that 6-month-old mice already exhibit heightened susceptibility to neural injury and an aging-like phenotype [56], justifying the use of these specific age cohort. Furthermore, this group represents a clinically relevant population, given the rising incidence of stroke in individuals under 70 years of age [64]. While the inclusion of older mice would have provided additional insights, they were excluded from this study due to excessive mortality and reduced model reliability, which hindered their inclusion in long-term assessments.

### Cortistatin as an integrative mediator in ischemia

Here, we identify cortistatin as a conserved and critical neuroimmune modulator of stroke pathophysiology. Integrative transcriptomic analysis of human and murine datasets consistently revealed a robust downregulation of cortistatin following stroke, across tissues, models, and disease stages. This finding aligns with recent reports identifying cortistatin (and not somatostatin) as a DEG in the ischemic brain [65, 66], and supports its conserved involvement in cerebral ischemia. The inverse association between cortistatin expression and stroke severity suggests a causal contribution to disease progression rather than a passive consequence of injury, raising the possibility that timely restoration of cortistatin could confer neuroprotection.

Interestingly, comparative analyses in human stroke datasets confirmed that the sustained reduction in cortistatin expression in ischemic brain regions is distinct from related neuropeptides such as somatostatin and ghrelin [66, 67]. Consistent with this, analysis of the StrokeMap database (strokemap.cn) in the photothrombotic model confirms selective downregulation of cortistatin with no significant change in somatostatin expression, providing model-independent validation of this specificity [62]. Although somatostatin and neuropeptide Y-expressing interneurons are selectively preserved after ischemia [68, 69], these are not substitutes of cortistatin as it exerts unique immunomodulatory and vasoregulatory roles not shared by somatostatin [6, 70]. Reduced cortistatin expression has also been implicated in other neurodegenerative/neurovascular disorders, including Alzheimer’s disease [71] and diabetic retinopathy [72]. Moreover, the deletion of the chromosomal region containing the cortistatin gene in humans causes severe neurological deficits [73].

Importantly, unlike the somatostatin promoter, a preliminary in silico analysis of the *Cort* gene regulatory region reveals functional binding sites for NF-κB, ATF1, and Hif-1α, allowing cortistatin expression to be tightly coupled to the metabolic and inflammatory state of the cell. During acute cerebral ischemia, multiple convergent mechanisms may drive the selective depletion of cortistatin. First, energy failure and HIF-1α induction in GABAergic interneurons could redirect transcription from neuropeptide biosynthesis toward hypoxic survival programs. Additionally, global cAMP depression suppresses CREB-mediated *Cort* promoter activity. Finally, the sustained cytokine storm may reprogram both neuronal and immune cells toward states incompatible with cortistatin synthesis. In fact, cortistatin secretion is significantly reduced in brain endothelial cells under oxygen–glucose deprivation-reperfusion conditions [6].

The functional impact of this depletion is magnified by the neuropeptide’s notably complex receptor pharmacology. Cortistatin binds with high affinity to all five somatostatin receptor subtypes (SSTR1–5) and the ghrelin receptor (GHSR), enabling pleiotropic actions across the neurovascular unit. Our receptor expression profiling reveals that SSTR4 and SSTR2 are the predominant cortistatin-binding receptors expressed in the post-ischemic brain, consistent with their established roles as key mediators of cortistatin's anti-inflammatory and neuroprotective actions. At the BBB, cortistatin-driven endothelial protection is known to be mediated primarily through SSTR2 and SSTR4, which, unlike somatostatin signalling, can stimulate cAMP accumulation in endothelial cells to promote tight junction integrity, cytoskeletal stabilization, and the suppression of endothelial inflammatory activation [6]. Synergistic co-activation of SSTR5 and GHSR may further amplify these vascular protective effects through intracellular signal convergence. In parallel, GHSR-mediated signalling suppresses TLR4 and NLRP3 inflammatory cascades in microglia and endothelial cells, contributing to the preservation of neurovascular homeostasis [74]. In peripheral and infiltrating immune cells, cortistatin predominantly engages SSTR2 (constitutively expressed in monocytes and macrophages) and SSTR4 (upregulated under inflammatory conditions) to suppress pro-inflammatory cytokine production and promote resolution [9, 75, 76]. Although the mechanistic dissection of receptor-specific signalling pathways represents a critical avenue for future investigation, our evidence from transcriptomic profiling, i*n vitro* cell culture experiments, and receptor expression analyses support a working model in which cortistatin exerts its protective effects through Gi-coupled somatostatin receptors restraining PI3K/Akt and Ras/MAPK inflammatory cascades. In this model cortistatin may coordinate vascular and neuroimmune protection through overlapping but distinguishable receptor-effector axes, with SSTR2 and SSTR4 serving as the primary transducers of its pleiotropic protective effects in the ischemic brain. However, the potential for heterodimeric interactions among cortistatin receptors and as-yet uncharacterized receptors represent important mechanistic questions that will require targeted receptor pharmacology and conditional genetic approaches to resolve.

### Cortistatin influences ischemia outcomes

Cortistatin deficiency markedly exacerbated ischemia-induced molecular and cellular responses. Although both wild-type and cortistatin-deficient mice activated inflammatory and remodelling pathways, these responses were amplified and prolonged in the absence of cortistatin. Transcriptomic signatures revealed heightened neuroinflammation, neurovascular dysfunction, and impaired synaptic, axonal, and plasticity-related programs, consistent with maladaptive post-ischemic responses that drive secondary injury and impede regeneration [77]. Consistent with these molecular findings, cortistatin-deficient mice exhibited poorer neurological outcomes at acute stages across ages. Increased lesion size was observed in 3-month-old cortistatin-deficient mice, supporting a neuroprotective role for cortistatin. In contrast, lesion size did not further increase with age in cortistatin-deficient animals, consistent with evidence that infarct volume does not fully predict neurological outcome, particularly in the context of aging [25, 78, 79]. Neuronal degeneration in aged brains may converge on similar endpoints regardless of initial infarct volumes, resulting in disproportionate functional decline [80, 81]. These results align with previous studies demonstrating that aging primarily impairs recovery rather than increasing lesion size [80, 82, 83], further confirming the effect of cortistatin deficiency on reparative pathways.

Behavioural impairments were more prevalent in cortistatin-deficient mice, although motor deficits were variable. This likely reflects the heterogeneity of post-stroke phenotypes and the limitations of traditional behavioural assays, which may lack the sensitivity to detect subtle functional changes in mild injury models [25]. Additionally, the baseline anxiety-like behaviour previously described in the absence of cortistatin, driven by chronic glucocorticoid elevation [14], may confound motor assessments and obscure genotype-dependent deficits, underscoring the need for multidimensional functional evaluation.

### Glial dysregulation, systemic inflammation and neuroendocrine-immune responses

Within the CNS, cortistatin critically constrained neuroinflammation. Microglia, the CNS primary immune responders, rapidly accumulate in the peri-infarct and infarct regions after ischemia [29]. 3-month-old cortistatin-deficient mice exhibited a hyper-reactive microglial phenotype with reduced anti-inflammatory markers (*i.e.,* CD163 and IL-10), indicating amplified neuroinflammatory response [84, 85], while older cortistatin-deficient mice showed marked microglial accumulation in the infarct core and hyper-ramified morphologies likely associated with excitotoxicity [53, 86] and synaptic loss [87]. Transcriptomic analysis reveals enrichment of pathways associated with microglial activation, neuroinflammatory responses, apoptosis, and axonal injury in *Cort*^*−/−*^ mice. This is accompanied by upregulation in cortistatin-deficient animals of key reactive glial regulators (*e.g., Osm, Spp1, Fcgr1, Isg15, Cd5l*), enhanced antigen presentation capacity and phagocytic signatures (*e.g., Msr1, Cd74, Ifi30*), or activation of central microglial pathways (*e.g., Trem2-Tyrobp, Csf1r, Cx3cr1, C1qa*) supporting sustained neuroinflammation. These findings align with previous evidence of exaggerated inflammatory responses in cortistatin-deficient microglia and suggest that cortistatin limits maladaptive microglial activation, particularly with aging [56]. 

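*Spp1*, on chromosome 5 (104582165 to 104589235), rose from 9.95 ± 2.65 (SD, n = 3) to 106.5 ± 54.8 RPKM (SD, n = 5) in *Cort*-/- mice, a log_2_FC of 3.28 (standard error 0.53, limma adjusted p = 0.013). In *Cort*+/+ mice its log_2_FC was 2.70 (limma adjusted p = 0.194), or 3.45 without MCAO replicate 4. In that model *Spp1*, *Msr1*, *Trem2*, *Tyrobp* and *Csf1r* were also DEGs in *Cort*+/+ mice. *Isg15* and *Msr1* had log_2_FC values of 3.52 and 3.38 in *Cort*-/- and of 2.37 and 2.52 in *Cort*+/+ mice. *Fcgr1*, *Ifi30* and *Cd74* rose by 1.96, 2.05 and 1.61 in *Cort*-/- and by 1.31, 1.43 and 1.11 in *Cort*+/+ mice. *Trem2*, *Tyrobp*, *Csf1r*, *Cx3cr1* and *C1qa* rose by 1.17, 1.27, 0.67, 0.70 and 1.34 in *Cort*-/- and by 1.23, 1.23, 0.62, 0.61 and 1.05 in *Cort*+/+ mice. These 11 genes had a limma adjusted p between 0.0099 (*Cd74*) and 0.034 (*C1qa*) in *Cort*-/- mice and between 0.112 (*Trem2*) and 0.394 (*Isg15*) in *Cort*+/+ mice. Each was higher in all 5 *Cort*-/- MCAO libraries than in any CL library of that genotype. *Cd74* was a DEG of *Cort*-/- mice in all 14 models without one library, *Spp1*, *Msr1* and *Trem2* in 12, *Ifi30* and *Tyrobp* in 10, *Cx3cr1* in 9, and *Fcgr1*, *Isg15*, *Csf1r* and *C1qa* in 8. *Osm* rose from 0.0571 ± 0.02 (SD, n = 3) to 0.19 ± 0.0406 RPKM (SD, n = 5) in *Cort*-/- mice (log_2_FC 0.88, limma adjusted p = 0.171) and was at least 4.58-fold higher in *Cort*+/+ MCAO hemispheres (limma adjusted p = 0.436). *Osm* was a DEG in both genotypes without *Cort*+/+ MCAO replicate 4 (limma adjusted p = 0.032 and 0.0279). The unadjusted interaction p was between 0.191 (*Cd74*) and 0.93 (*Osm*) over these 12 genes, and the adjusted one was 1.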

Interestingly, as chronic stress induces hyper-ramified microglia linked to enhanced neuronal activation and impaired spatial memory [88], the stress-like behaviour of cortistatin-deficient mice may reflect a pre-existing neuroinflammatory state that exacerbates ischemic pathology.

Astrocytes, which play central roles in neuroinflammation, BBB support, vascular dynamics, and tissue repair [89], were also profoundly dysregulated by cortistatin deficiency. In cortistatin-deficient mice, particularly in 6-month-old animals, astrocyte reactivity was biphasic, characterized by attenuated scar formation at acute stages followed by exaggerated scarring during subacute recovery. Both extreme contexts compromise neurorepair: insufficient early containment of necrotic core may allow lesion expansion, while excessive glial fibrosis obstructs revascularization and axonal regeneration [90–93]. These findings highlight a stage-dependent dysregulation of astrocytic responses and identify cortistatin as a temporal modulator of astrocytic transitions from protective to restorative phenotypes. Moreover, astrocytes lacking cortistatin also displayed atypical morphologies, characterized by small, elongated, poorly ramified forms, suggesting structural instability and disrupted maturation or polarization. These features were present at both ages, indicating that cortistatin loss may accelerate age-related astrocytic dysfunction. Recent studies demonstrating induction of pro-inflammatory astrocyte states in aged ischemic brains further support this hypothesis [65]. These morphological alterations correlated with disturbed glial transcriptomic landscapes in cortistatin-deficient animals, defined by the simultaneous presence of activated/deactivated microglial signatures and a phenotypic switch in astrocytes from homeostatic-protective to reactive-neurotoxic states. Such changes are predicted to impair metabolic support, glutamate clearance, and BBB integrity [77], thereby exacerbating post-ischemic dysfunction. Transcriptomic evidence of reduced oligodendrocyte maturation and myelination further indicates that cortistatin promotes white matter repair, essential for cognitive and motor recovery [94].

It is well described that stroke induces not only focal brain injury but also triggers a systemic immunocompromised state, characterized by lymphoid organ atrophy and infection susceptibility [95]. In this context, cortistatin deficiency intensified inflammatory transcriptional programs. 

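Of the 12 *Tlr* genes, 11 rose from CL to MCAO in *Cort*+/+ (median log_2_FC 0.43) and 12 in *Cort*-/- mice (0.74), and those of *Cort*-/- mice did so also after scaling to TPM, by median ratios or by quantiles. *Tlr1* was a DEG in *Cort*-/- mice (log_2_FC 1.36, limma adjusted p = 0.0418). With 1 gene left out that was at or under 3 reads in both groups the medians were 0.43 and 0.82. The median difference between the genotypes was 0.20, or 0.01 without *Cort*+/+ MCAO replicate 4, and 0 of the genes had an unadjusted interaction p under 0.05. *Ccl12*, on chromosome 11 (81992645 to 81994466), rose from 0.632 ± 0.424 (SD, n = 3) to 12.3 ± 7.05 RPKM (SD, n = 5) in *Cort*-/- mice (log_2_FC 3.98, standard error 0.70, limma adjusted p = 0.0173) and from 0.60 ± 0.327 to 7.68 ± 8.77 RPKM (SD, n = 3 each) in *Cort*+/+ mice (log_2_FC 2.91, limma adjusted p = 0.284). *Ccl9* and *Il33* rose by 1.79 and 0.76 in *Cort*-/- (limma adjusted p = 0.0281 and 0.0353) and by 1.33 and 0.47 in *Cort*+/+ mice (0.342 and 0.514). *Tnf* and *Ccl7* were not DEGs, with log_2_FC values of 1.79 and 1.74 in *Cort*-/- (limma adjusted p = 0.0926 and 0.197) and of 1.43 and 1.75 in *Cort*+/+ mice. *Il33* was a DEG of *Cort*-/- mice in 7 of the 14 models without one library, *Ccl9* in 8 and *Ccl12* in 12. The unadjusted interaction p of these 5 genes was between 0.26 (*Il33*) and 0.991 (*Ccl7*).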

Cortistatin-deficient mice displayed markedly increased immune infiltration into the ischemic brain, as evidenced by histological analysis and transcriptomic deconvolution, *i.e.,* enrichment of innate immune receptors (*e.g., Tlr* family members), inflammatory mediators (*Tnf, Il33*), and chemokines (*Ccl7, Ccl9, Ccl12*). 

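*Plaur*, on chromosome 7 (24161875 to 24175394), rose from 0.50 ± 0.119 (SD, n = 3) to 2.09 ± 0.834 RPKM (SD, n = 5) in *Cort*-/- mice (log_2_FC 1.79, limma adjusted p = 0.0213, a DEG in 9 of the 14 models without one library) and by 1.28 in *Cort*+/+ mice (limma adjusted p = 0.324). *Mmp3* had 0 reads in the *Cort*-/- CL libraries and was at least 13.1-fold higher in *Cort*-/- MCAO hemispheres (limma adjusted p = 0.0408, a DEG in 5 of 14 models), and in *Cort*+/+ mice its log_2_FC was 1.58 (limma adjusted p = 0.576). The change in *Mmp12* from CL to MCAO was smaller in *Cort*-/- than in *Cort*+/+ mice (interaction log_2_FC −0.47, limma unadjusted p = 0.142, adjusted p = 1). For *Plaur* and *Mmp3* the unadjusted interaction p was 0.32 and 0.233.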

Concurrently, this induction of chemokines may drive leukocyte migration, myeloid cell recruitment, and neutrophil infiltration pathways, while *Plaur*, *Mmp3* and *Mmp12* upregulation indicated extensive extracellular matrix remodelling consistent with blood–brain barrier disruption. These pro-inflammatory changes were inversely mirrored by the profound downregulation of synaptic integrity genes, including *Nrgn, Hpca*, and *Ppp1r1b*, reflecting loss of synaptic density and neuronal vulnerability. These results are consistent with previous evidence of enhanced leukocyte transmigration across cortistatin-deficient endothelium [6], and position cortistatin as a molecular brake on leukocyte trafficking and vascular inflammation. 

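*Hpca*, on chromosome 4 (129005306 to 129015916), fell from 196.9 ± 7.25 (SD, n = 3) to 138.0 ± 5.86 RPKM (SD, n = 5) in *Cort*-/- mice (log_2_FC −0.51, standard error 0.09, limma adjusted p = 0.0147, a DEG in 11 of the 14 models without one library). *Ppp1r1b* had a log_2_FC of −0.76 in *Cort*-/- mice (limma adjusted p = 0.037, a DEG in 5 of these models) and *Nrgn* of −0.30 (0.0877; 0.0421 among genes with a mean of at least 0.5 RPKM, and from 0.0421 to 0.478 over the alternatives). In *Cort*+/+ mice *Hpca*, *Ppp1r1b* and *Nrgn* fell too, with log_2_FC values of −0.40, −0.67 and −0.36 (limma adjusted p = 0.218, 0.284 and 0.249). *Hpca* was a DEG there without CL replicate 2 (log_2_FC −0.52). The MCAO libraries of each genotype lay below all its CL libraries for the 3 genes, where chance gives 10% for 3 libraries against 3. Their unadjusted interaction p was 0.411, 0.734 and 0.635.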

Although the precise mechanisms remain undefined, cortistatin may regulate immune trafficking through effects on endothelial adhesion molecules, as cortistatin-deficient brain endothelial cells upregulate integrins (*Itga3*, *Itga4*) implicated in leukocyte adhesion and migration [6]. Cortistatin-deficient mice also showed heightened pro-inflammatory cytokine production, characterized by elevated IL-6, IL-12, and MCP-1, alongside reduced anti-inflammatory signalling. These factors are strongly associated with infarct expansion, neurological deterioration, and poor long-term outcome in stroke patients [96–100], reinforcing the clinical relevance of our findings. Finally, reduced spleen size and cellularity indicate systemic immune dysregulation linked to poor prognosis [101].

Additionally, at the systemic level, endocrine dysregulation likely contributes to cortistatin deficiency phenotypes. The hypothalamic–pituitary–adrenal (HPA) axis is a well-known coordinator of stress and immune responses, with studies establishing that elevated glucocorticoid levels correlate with increased mortality and worse recovery in both humans and experimental models [102–105]. It has also been reported that cortistatin absence chronically elevates glucocorticoids [12], which likely increases stroke susceptibility. Notably, clinical data indicate that cortistatin treatment in humans attenuates HPA axis hyperactivation, suggesting a conserved regulatory role [106]. Despite this chronic glucocorticoid elevation, cortistatin-deficient glia and endothelial cells exhibited pro-inflammatory phenotypes resistant to glucocorticoid-mediated suppression. This paradox may reflect altered downstream signalling, supported by reduced expression of the glucocorticoid-responsive endothelial factor *Anxa1*, which is implicated in BBB regulation [6, 107]. Thus, cortistatin emerges as a critical modulator of neuroendocrine-immune crosstalk.

### BBB disruption, endothelial dysfunction, and vascular aging phenotype

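*Adamts1*, *Thbs1*, *Hmox1*, *Nfe2l2* and *Stat3* rose from CL to MCAO hemispheres of *Cort*-/- mice by 1.02, 1.03, 1.58, 0.50 and 0.64 in log_2_FC, and all 5 MCAO libraries lay above the 3 CL libraries. None was a DEG (limma adjusted p = 0.133, 0.149, 0.0554, 0.0541 and 0.124). *Adamts1* and *Thbs1* were DEGs without *Cort*-/- MCAO replicate 3, with log_2_FC values of 1.24 and 1.22 (limma adjusted p = 0.0275 and 0.0494). *Hmox1*, on chromosome 8 (75820241 to 75827217), rose from 3.25 ± 0.77 (SD, n = 3) to 10.4 ± 4.11 RPKM (SD, n = 5) in *Cort*-/- mice. It was a DEG in 3 of the 14 models without one library, and *Nfe2l2* in 2. In *Cort*+/+ mice the 5 genes rose by 0.51, 0.82, 1.08, 0.48 and 0.43 (limma adjusted p = 0.854, 0.597, 0.531, 0.291 and 0.671). The unadjusted interaction p was between 0.288 (*Adamts1*) and 0.911 (*Nfe2l2*).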

At the vascular level, cortistatin preserves tight junction integrity, whereas its deficiency promotes vascular dysfunction and extracellular matrix remodelling (*e.g., Adamts1, Thbs1*) and stress-response pathway activation (*e.g., Hmox1, Nfe2l2, Stat3*). BBB disruption was indeed markedly exacerbated in cortistatin-deficient mice, as evidenced by increased IgG extravasation. This was evident in both 3-month and 6-month-old deficient animals following acute ischemia, extending previous findings of heightened BBB vulnerability under inflammatory conditions [6]. Brain endothelial cells lacking cortistatin displayed intrinsic permeability defects and amplified sensitivity to ischemic-like conditions. Consistent with this, reduced cortistatin expression in mouse and human endothelial cells following oxygen–glucose deprivation supports its direct role in endothelial resilience [6]. Notably, 6-month-old cortistatin-deficient mice showed reduced vascular density relative to young counterparts, a difference absent in wild-type mice, indicating that cortistatin deficiency accelerates premature cerebrovascular decline. Indeed, younger deficient mice recapitulated many molecular and pathological features previously described for older wild-type animals (*e.g.,* increased inflammation, interferon signalling, disrupted synaptic maintenance, exaggerated glial activation, and BBB breakdown) [65]. These data demonstrate a synergistic interaction between cortistatin loss and accelerated aging in driving neurovascular and neuroimmune decline.

### Therapeutic restoration of cortistatin and translational relevance

Considering the narrow therapeutic window of current reperfusion strategies, identifying effective interventions during the early post-stroke period is critical, as it can determine long-term outcome [2]. Our data demonstrate that cortistatin deficiency disrupts the early activation of pathways governing inflammation resolution, tissue repair, neurogenesis, synaptic plasticity, and cognitive function, resulting in defective recovery by 7 days post-injury. Specifically, this manifests as reduced neuronal repopulation, compromised axonal integrity and myelination, aberrant glial scarring, and reduced VEGF expression, all of which severely impair neurovascular remodelling and repair [108]. Interestingly, studies from our group show that cortistatin-deficient mice exhibit myelin abnormalities in multiple sclerosis models [109], supporting a broader role for cortistatin in axonal integrity and neurorepair, though mechanisms remain unclear.

Critically, restoration of cortistatin levels conferred robust neuroprotection across multiple dimensions. Acute administration reduced brain injury and neurological deficits, normalized glial and immune responses, preserved BBB integrity, and enhanced neurotrophic factor expression, including BDNF and GDNF, which are known mediators of neurogenesis and functional recovery [110, 111]. These protective effects are consistent with the broad expression of cortistatin across neurovascular cell types (including GABAergic interneurons, microglia, astrocytes, pericytes, and endothelial cells) as well as across peripheral immune compartments, underscoring its pleiotropic nature. Cortistatin exerts protection through two complementary and temporally coordinated mechanisms that combine direct actions on resident neurovascular cells (demonstrated in primary glial cell cultures) and indirect effects derived from systemic immunomodulatory regulation [76], which limits peripheral immune infiltration and promotes inflammatory resolution. Rather than operating independently, these local and systemic arms act synergistically, reinforcing one another across the stroke continuum. While overall functional outcomes were improved after cortistatin treatment, the effect on motor recovery was limited in 6-month-old cortistatin-deficient mice. This may reflect age-related dopaminergic dysregulation or reduced motor drive inherent to this genotype. Given the known influence of cortistatin on motivational and locomotor circuits [10], further studies should dissect its role in corticostriatal circuitry.

Importantly, while some studies indicate that broad immune suppression may increase infection susceptibility, complicating the risk–benefit profile of anti-inflammatory therapies [112], our findings demonstrate that cortistatin exerts a context-dependent, rather than indiscriminate, modulation of glial and immune responses. This aligns with the emerging consensus that effective therapeutic strategies must be temporally and contextually tailored [19, 113]. Notably, these therapeutic benefits extended into the subacute phase and remained consistent across age groups, highlighting a mechanism capable of overcoming age-related resistance to neuroimmune therapies.

Taken together, these findings establish cortistatin as a non-redundant homeostatic factor at the interface of the neuroimmune axis, whose deficiency initiates a self-amplifying inflammatory cascade that progressively undermines neurovascular integrity, neuronal survival, and functional recovery. Further exploration of cortistatin analogues or specific receptor agonists may yield innovative therapies aimed at restoring neuroimmune equilibrium and promoting a sustained recovery after ischemic injury.

## Conclusions

Collectively, this study advances our understanding of stroke pathophysiology by repositioning stroke as a multisystem disorder rather than a localized cerebrovascular insult. Our results establish for the first time cortistatin as a pleiotropic endogenous regulator in stroke, associated with the modulation of immune responses, glial homeostasis, BBB stability, and regenerative signalling across the injury-repair continuum. Its deficiency triggers uncontrolled inflammation and vascular failure, recapitulating an aging-like neurovascular decline, and impairing recovery. Conversely, cortistatin supplementation confers neuroprotection and promotes repair across different disease stages, extending the therapeutic window beyond current time-limited interventions. The translational relevance of these findings is further reinforced by the consistent downregulation of cortistatin in human stroke patients, positioning it as both a potential biomarker and a promising avenue for therapeutic intervention after ischemic injury.

## Study limitations and further directions

Certain limitations should be acknowledged in the context of future research, without diminishing the robustness or significance of the present findings. First, experiments were conducted exclusively in male mice; incorporating female cohorts in subsequent studies will be essential to account for known sex-dependent differences in stroke recovery and validate the generalizability of these results. Additionally, the intrinsic anxiety phenotype of cortistatin-deficient mice may introduce confounds in behavioural tasks, and observed functional trends in our cohorts should be interpreted with caution. Second, the 6-month-old knockout mice do not represent an advanced ageing model *per se*; rather, this timepoint was strategically selected to investigate the early-aging phenotype inherent to cortistatin deficiency, and reflects the upper feasible limit for stroke induction in this genotype given the prohibitively high post-MCAO mortality observed at 8–12 months. Future studies using inducible or cell-specific conditional models may help circumvent this constraint. Third, while our study successfully identifies the pleiotropic effects of cortistatin and several key molecular mediators, the precise downstream signalling cascades activated upon receptor engagement in different brain and immune cell populations remain to be fully dissected. Finally, although bulk RNA-seq combined with orthogonal immunohistochemistry provides a comprehensive transcriptomic and structural landscape, future studies employing single-cell RNA sequencing will be invaluable to resolve cell-type-specific responses and more precisely identify the primary cellular targets of cortistatin.

## Supplementary Information

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

Supplementary Material 12

## Data Availability

RNA-seq data are available in the GEO repository under accession number GSE302342, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302342.

## Abbreviations

BBB: Blood–brain barrier
BECs: Brain endothelial cells
BP: Biological processes
BSA: Bovine serum albumin
CC: Cellular components
CD31/PECAM-1: Cluster of differentiation 31
CD45: Cluster of differentiation 45
CL: Contralateral
CNS: Central nervous system
CST: Cortistatin
CV: Cresyl violet
CVST: Cerebral venous sinus thrombosis
DEGs: Differentially expressed genes
ECs: Endothelial cells
ECM: Extracellular matrix
FDR: False discovery rate
GEO: Gene expression omnibus database
GFAP: Glial fibrillary acidic protein
GHSR: Ghrelin receptor
GO: Gene ontology
GSEA: Gene set enrichment analysis
HPA: Hypothalamic–pituitary–adrenal
Iba1: Ionized calcium-binding adapter molecule 1
log2FC: Log2 fold change
MAP2: Microtubule-associated protein 2
MBP: Myelin basic protein
MCA: Middle cerebral artery
MCAO: Middle cerebral artery occlusion
MF: Molecular functions
MGPs: Marker gene profiles
NPC: Neural progenitor cells
PBMCs: Peripheral blood mononuclear cells
PCoA: Principal coordinates analysis
PT: Photothrombotic
rCBF: Regional cerebral blood flow]
rtPA: Recombinant tissue plasminogen activator
RPKM: Reads per kilobase of exon per million mapped fragments
STAIR: Stroke therapy academic industry roundtable
TJ: Tight-junctions
TNF-α: Tumour necrosis factor-alpha
TPM: Transcript-per-million
VEGF: Vascular endothelial growth factor
ZO-1: Zonula occludens-1

# Supplementary material for: Lack of cortistatin drives neuroimmune and vascular dysfunction in brain ischemia
**Source:** J Biomed Sci. 2026 Jun 20;33:65. doi: 10.1186/s12929-026-01271-w
**Supplement:** Supplementary file 1 — Supplementary Material 1

## **ADDITIONAL FILE 1**

### **Lack of cortistatin drives neuroimmune and vascular dysfunction in brain ischemia**

Julia Castillo-González<sup>1,2,3\*</sup>, Pablo Vargas-Rodríguez<sup>1</sup>, Ignacio Serrano-Martínez<sup>1</sup>,  
Alejandro Cuenca-Martagón<sup>1</sup>, Irene Forte-Lago<sup>1</sup>, Melanie Price<sup>2,3</sup>, Lara Buscemi<sup>2,3</sup>,  
Lorenz Hirt<sup>2,3</sup>, José Luis Ruiz<sup>1,4,5</sup>, Elena González-Rey<sup>1\*</sup>.

## **Contents**

**Table S1 (this file). Sequence of primers used for real-time PCR quantifications.**

**Table S2 (Excel file). Differentially expressed genes (DEGs) in the healthy contralateral (CL) hemisphere of *Cort*<sup>-/-</sup> compared to *Cort*<sup>+/+</sup>.** DEGs were ordered by FDR values. Log<sub>2</sub>FC (fold-change expression of DEGs between *Cort*<sup>-/-</sup> and *Cort*<sup>+/+</sup> expressed as log<sub>2</sub> values) is included. Red: upregulated DEGs in the CL hemisphere from *Cort*<sup>-/-</sup>; blue: downregulated DEGs in the CL hemisphere from *Cort*<sup>-/-</sup>. RPKM average from different biological replicates of the CL hemisphere from *Cort*<sup>-/-</sup> and *Cort*<sup>+/+</sup> is shown. FDR: False Discovery Rate. RPKM: reads per kilobase million.

**Table S3 (Excel file). Differentially expressed genes (DEGs) in the ischemic (MCAO) hemisphere of *Cort*<sup>-/-</sup> compared to *Cort*<sup>+/+</sup>.** DEGs were ordered by FDR values. Log<sub>2</sub>FC (fold-change expression of DEGs between *Cort*<sup>-/-</sup> and *Cort*<sup>+/+</sup> expressed as log<sub>2</sub> values) is included. Red: upregulated DEGs in MCAO from *Cort*<sup>-/-</sup>; blue: downregulated DEGs in MCAO from *Cort*<sup>-/-</sup>. RPKM average from different biological replicates of the ischemic hemisphere from *Cort*<sup>-/-</sup> and *Cort*<sup>+/+</sup> is shown. FDR: False Discovery Rate. RPKM: reads per kilobase million.

**Table S4 (Excel file). Functional enrichment analysis for ischemic *Cort*<sup>-/-</sup> compared to *Cort*<sup>+/+</sup>.** GSEA (Gene Set Enrichment Analysis) was performed using gene sets obtained from ischemic hemispheres isolated from *Cort*<sup>-/-</sup> and *Cort*<sup>+/+</sup> mice. This analysis was run for GO (sheet 1), KEGG (sheet 2), Reactome (sheet 3), and Hallmarks databases from MsigDB (sheet 4).

**Table S5 (Excel file). Differentially expressed genes (DEGs) identified between healthy (CL) and ischemic (MCAO) *Cort*<sup>+/+</sup> hemispheres.** DEGs were ordered by FDR values. Log<sub>2</sub>FC (fold-change expression of DEGs between MCAO and CL for *Cort*<sup>+/+</sup> expressed as log<sub>2</sub> values) is included. Red: upregulated DEGs in *Cort*<sup>+/+</sup> MCAO hemisphere compared to CL; blue: downregulated DEGs in *Cort*<sup>+/+</sup> MCAO hemisphere compared to CL. RPKM average from different biological replicates of *Cort*<sup>+/+</sup>. The CL hemisphere and the *Cort*<sup>+/+</sup> MCAO hemisphere are shown. FDR: False Discovery Rate. RPKM: reads per kilobase million.

**Table S6 (Excel file). Differentially expressed genes (DEGs) identified between healthy (CL) and ischemic (MCAO) *Cort*<sup>-/-</sup> hemispheres.** DEGs were ordered by FDR values. Log<sub>2</sub>FC (fold-change expression of DEGs between MCAO and CL for *Cort*<sup>-/-</sup> expressed as log<sub>2</sub> values) is represented. Red: upregulated DEGs in *Cort*<sup>-/-</sup> MCAO hemisphere compared to CL; blue: downregulated DEGs in *Cort*<sup>-/-</sup> MCAO hemisphere compared to CL. RPKM average from different biological replicates of the *Cort*<sup>-/-</sup> CL hemisphere and the *Cort*<sup>-/-</sup> MCAO hemisphere is shown. FDR: False Discovery Rate. RPKM: reads per kilobase million.

**Table S7 (Excel file). Gene Ontology (GO) Biological Process terms identified between healthy (CL) and ischemic (MCAO) hemispheres in *Cort*<sup>-/-</sup> and *Cort*<sup>+/+</sup>.** GO ID and definition for terms in Biological Processes are grouped into manually annotated clusters as shown in Fig. 2c. Common GO terms between genotypes (sheet 1), GO terms *Cort*<sup>-/-</sup> specific (sheet 2), and GO terms *Cort*<sup>+/+</sup> specific (sheet 3) are represented. Frequency: number of DEGs (FDR < 0.05) in each GO term relative to the total number of genes that are annotated in each GO term.

**Table S8 (Excel file). Gene Ontology (GO) Cellular Components terms identified between healthy (CL) and ischemic (MCAO) hemispheres in *Cort*<sup>-/-</sup> and *Cort*<sup>+/+</sup>.** GO ID and definition for terms in Cellular Components are grouped into manually annotated

clusters as shown in Additional File 2: Fig. S2. Common GO terms between genotypes (sheet 1), GO terms *Cort<sup>-/-</sup>* specific (sheet 2), and GO terms *Cort<sup>+/-</sup>* specific (sheet 3) are represented. Frequency: number of DEGs (FDR < 0.05) in each GO term relative to the total number of genes that are annotated in each GO term.

**Table S9 (Excel file). Gene Ontology (GO) Molecular Functions terms identified between healthy (CL) and ischemic (MCAO) hemispheres in *Cort<sup>-/-</sup>* and *Cort<sup>+/-</sup>*.** GO ID and definition for terms in Molecular Functions were grouped into manually annotated clusters as shown in Additional File 2: Fig. S3. Common GO terms between genotypes (sheet 1), GO terms *Cort<sup>-/-</sup>* specific (sheet 2) and GO terms *Cort<sup>+/-</sup>* specific (sheet 3) are represented. Frequency: number of DEGs (FDR < 0.05) in each GO term relative to the total number of genes that are annotated in each GO term.

**Table S10 (Excel file). Differentially expressed genes (DEGs) identified between healthy (CL) and ischemic (MCAO) hemispheres and shared by *Cort<sup>-/-</sup>* and *Cort<sup>+/-</sup>*.** Common DEGs were represented with the Log<sub>2</sub>FC (fold-change expression of DEGs between MCAO and CL, expressed as log<sub>2</sub> values) in *Cort<sup>+/-</sup>* and *Cort<sup>-/-</sup>*.

**Table S11 (this file). Differentially expressed genes (DEGs) identified between healthy (CL) and ischemic (MCAO) hemispheres common in both genotypes with stronger upregulation in *Cort<sup>-/-</sup>* (depicted in Fig. 2d).**

**Table S12 (this file). Differentially expressed genes (DEGs) identified between healthy (CL) and ischemic (MCAO) hemispheres common in both genotypes with stronger upregulation in *Cort<sup>+/-</sup>* (depicted in Fig. 2d).**

**Table S13 (this file). Downregulated differentially expressed genes (DEGs) identified between healthy (CL) and ischemic (MCAO) hemispheres common in both genotypes (depicted in Fig. 2d).**

**Table S14. Cell-specific gene sets (Excel file).** Marker genes for major cell types in the mouse brain as described in Mancarci *et al.*, 2017 (sheet 1) and Zheng *et al.*, 2022 (sheet 2). These reference gene markers were used for MGP estimations and cell-type-specific enrichment analyses (GSEA) for each experimental group in the present study.

**Table S15 (this file). Quantification of neurological lesion.** For each group, data indicate the absolute number and percentage of total animals with large lesion (over 30 mm<sup>3</sup>) and significant neuronal loss (MAP2 negative area over 5 mm<sup>2</sup>). *Cort<sup>+/-</sup>*: *Cort<sup>+/-</sup>* MCAO saline-treated mice, *Cort<sup>-/-</sup>* + CST: *Cort<sup>+/-</sup>* MCAO cortistatin-treated mice, *Cort<sup>-/-</sup>*: *Cort<sup>-/-</sup>* MCAO saline-treated mice, and *Cort<sup>-/-</sup>* + CST: *Cort<sup>-/-</sup>* MCAO cortistatin-treated mice.

**Table S16 (this file). Quantification of neurofunctional deficits.** For each group, data indicate the absolute number and percentage of total animals with no reaches and more than 5 falls from the wire-hanging test (WH), as well as animals categorized based on the time taken to descend from the pole test. *Cort<sup>+/-</sup>*: *Cort<sup>+/-</sup>* MCAO saline-treated mice, *Cort<sup>-/-</sup>* + CST: *Cort<sup>+/-</sup>* MCAO cortistatin-treated mice, *Cort<sup>-/-</sup>*: *Cort<sup>-/-</sup>* MCAO saline-treated mice, and *Cort<sup>-/-</sup>* + CST: *Cort<sup>-/-</sup>* MCAO cortistatin-treated mice.

- Tables S1, S11, S12, S13, S15 and S16 are included in this file and are also available as an Excel file.
- Tables S2, S3, S4, S5, S6, S7, S8, S9, S10, and S14 are too complex to be presented here and can only be available in the accompanying Excel file.

| Gene                           | Primer sequence (5'-3')                                                    |
|--------------------------------|----------------------------------------------------------------------------|
| <i>Adora2</i> (NM_001428350.1) | Fw: CACGCAGAGTTCCATCTTCAGC<br>Rv: CCCAGCAAATCGCAATGATGCC                   |
| <i>Arg1</i> (NM_007482.3)      | Fw: ATG GAA GAG ACC TTC AGC TAC<br>Rv: GCT GTC TTC CCA AGA GTT GGG         |
| <i>Bdnf</i> (NM_001048141.1)   | Fw: CCC TCC CCC TTT TAA CTG AA<br>Rv: GCC TTC ATG CAA CCG AAG TA           |
| <i>Cort</i> (NM_007745.5)      | Fw: GCC TTC TGA CTT TCC TTG CC<br>Rv: GAA AGC TCC CCG CTG ATT GA           |
| <i>Cd68</i> (NM_001291058.1)   | Fw: CCA TCC TTC ACG ATG ACA CCT<br>Rv: GGC AGG GTT ATG AGT GAC AGT T       |
| <i>Cd163</i> (NM_001170395.1)  | Fw: TGA CGA CAA CTT CAG CAA AGA<br>Rv: CCA GAA CCA GCT CCC AAT TTA         |
| <i>Cd5l</i> (NM_009690.2)      | Fw: GAGGACACATGGATGGAATGT<br>Rv: ACCCTTGTGTAGCACCTCCA                      |
| <i>Cldn1</i> (NM_016674.4)     | Fw: GAC TGT GGA TGT CCT GCG TT<br>Rv: TCA TGC CAA TGG TGG ACA CA           |
| <i>Cldn5</i> (NM_013805.4)     | Fw: TAA GGC ACG GGT AGC ACT CA<br>Rv: GCC CAG CTC GTA CTT CTG TG           |
| <i>Col1a2</i> (NM_007743.3)    | Fw: TCT CCT GGA AAT GTT GGC CCA TCT<br>Rv: AAT CCG ATG TTG CCA GCT TCA CCT |
| <i>Cort</i> (NM_001420759.1)   | Fw: GCCTTCTGACTTTTCCTTGCC<br>Rv: GAAAGCTCCCCGCTGATTGA                      |
| <i>Drd1</i> (NM_001291801.1)   | Rw: AGATGACTCCGAAGGCAGCCTT<br>Rv: GCCATGTAGGTTTTGCCTTGTGC                  |
| <i>Gdnf</i> (NM_001301332.1)   | Fw: TCC AAC TGG GGG TCT ACG G<br>Rv: GCC ACG ACA TCC CAT AAC TTC AT        |
| <i>Gfap</i> (NM_010277.3)      | Fw: GGA GAT GCG GGA TGG TGA G<br>Rv: ACC ACG TCC TTG TGC TCC TG            |
| <i>Mmp3</i> (NM_010809.3)      | Fw: GACGATGATGAACGATGGACAG<br>Rv: CCTTGGCTGAGTGGTAGAGTC                    |
| <i>Ghsr</i> (NM_177330.4)      | Fw: TCAGGGACCAGAACCACAAA<br>Rv: CCAGCAGAGGATGAAAGCAA                       |
| <i>Iba1</i> (NM_001409899.1)   | Fw: GCT GGA GGG GAT CAA CAA GC<br>Rv: TCT TCA GCT CTA GGT GGG TCT          |
| <i>Il6</i> (NM_001314054.1)    | Fw: TTC CAT CCA GTT GCC TTC TT<br>Rv: CAT TTC CAC GAT TTC CCA GA           |
| <i>Il10</i> (NM_010548.2)      | Fw: GGT TGC CAA GCC TTA TCG GA<br>Rv: ACC TGC TCC ACT GCC TTG CT           |

|                                |                                                                          |
|--------------------------------|--------------------------------------------------------------------------|
| <i>Ocln</i> (NM_001360538.1)   | Fw: ATC CTG TCT ATG CTC ATT ATT GT<br>Rv: GCT GCT CTT GGG TCT GTA TAT CC |
| <i>Rplp0</i> (NM_007475.5)     | Fw: TGC ACT CTC GCT TTC TGG AG<br>Rv: CTG ACT TGG TTG CTT TGG CG         |
| <i>Scube3</i> (NM_001368734.1) | Fw: GCTGTGTCAACATGATGGGC<br>Rv: CCGCTGGATACAGGTATGCTG                    |
| <i>Sstr1</i> (NM_001411890.1)  | Fw: TGCCCTTTCTGGTCACTTCC<br>Rv: AGCGGTCCACACTAAGCACA                     |
| <i>Sstr2</i> (NM_009217.5)     | Fw: TGATCCTCACCTATGCCAACA<br>Rv: CTGCCTTGACCAAGCAAAGA                    |
| <i>Sstr3</i> (NM_001411768.1)  | Fw: GCCTTCTTCGGCCTCTACTT<br>Rv: GAATGCGACGTGATGGTCTT                     |
| <i>Sstr4</i> (NM_009219.3)     | Fw: AGGCTCGTGCTAATGGTGGT<br>Rv: GGATGAGGGACACATGGTTG                     |
| <i>Sstr5</i> (NM_011425.3)     | Fw: ACCCCCTGCTCTATGGCTTT<br>Rv: GCTCTATGGCATCTGCATCCT                    |
| <i>Tnfa</i> (NM_001278601.1)   | Fw: GCG ACG TGG AAC TGG CAG AAG AG<br>Rv: TGA GAG GGA GGC CAT TTG GGA AC |
| <i>Trem2</i> (NM_031254.4)     | Fw: GCA CCT CCA GGA ATC AAG AG<br>Rv: GGG TCC AGT GAG GAT CTG AA         |

|                  | Gene group                                                    | Description                                                                                             | Role in stroke (if upregulated)                            |
|------------------|---------------------------------------------------------------|---------------------------------------------------------------------------------------------------------|------------------------------------------------------------|
| Immune response  | <i>Ccl12, Ccl9</i>                                            | Recruit inflammatory cells to the site of injury                                                        | Worsen post-stroke inflammation                            |
|                  | <i>Cd22, Cd52, Cd74</i>                                       | Immune cell regulation                                                                                  | Inflammatory response                                      |
|                  | <i>Irf7, Ili44, Ifit1, Ifit3, Ifi30, Ifi213, Ifi207, Sfn9</i> | Interferon-related genes; innate immune response; upregulated to combat cellular stress during ischemia | Prolonged inflammatory response post-stroke                |
|                  | <i>Gbp3, Oas1a, Oas1b, Oas2, Oas12</i>                        | Interferon-mediated immune responses                                                                    | Neuroinflammation                                          |
|                  | <i>Spp1</i>                                                   | Pro-inflammatory and pro-repair                                                                         | Exacerbates immune activation                              |
|                  | <i>Klk6</i>                                                   | Immune modulation and extracellular matrix degradation                                                  | Can worsen neuroinflammation                               |
|                  | <i>Evi2b</i>                                                  | Immune cell activation                                                                                  | Heightened inflammatory signalling                         |
|                  | <i>Siglec1</i>                                                | Macrophage activation                                                                                   | Increased inflammatory activity                            |
|                  | <i>Fcgr1, Fcgr4</i>                                           | Fc gamma receptors that regulate immune cell activation                                                 | Heightened inflammation                                    |
|                  | <i>Isg15</i>                                                  | Immune regulation                                                                                       | Worsens neuroinflammation                                  |
|                  | <i>Ddx60</i>                                                  | Antiviral immune response                                                                               | Worsens inflammation                                       |
|                  | <i>Usp18</i>                                                  | Protein degradation and immune regulation                                                               | Post-stroke inflammation                                   |
|                  | <i>Gdf15</i>                                                  | Neuroprotective cytokine                                                                                | Anti-apoptotic and anti-inflammatory responses             |
| BBB/vascular     | <i>Mmp3</i>                                                   | Matrix metalloproteinases                                                                               | BBB disruption and tissue remodelling                      |
|                  | <i>Tpm4</i>                                                   | Regulates actin cytoskeleton                                                                            | Vascular remodelling                                       |
|                  | <i>Plaur</i>                                                  | Modulates fibrinolysis                                                                                  | Vascular remodelling; angiogenesis                         |
|                  | <i>Vim</i>                                                    | Intermediate filament protein cytoskeletal remodelling                                                  | Reactive astrogliosis and BBB disruption                   |
| Cell cycle       | <i>Ncapg, Ccnb2, Mis18bp1</i>                                 | Cell cycle regulation                                                                                   | Increased cellular proliferation                           |
|                  | <i>Emp1</i>                                                   | Regulates cell proliferation and migration                                                              | Neurogenesis and vascular remodelling                      |
| Neuronal         | <i>Nes</i>                                                    | Marker of neural stem cells                                                                             | Neurogenesis                                               |
|                  | <i>Clcf1</i>                                                  | Neurotrophic and anti-inflammatory effects                                                              | Neuroprotection                                            |
| Oxidative stress | <i>Akr1b8</i>                                                 | Aldose reductase pathway; glucose metabolism                                                            | Response to oxidative stress; metabolic shift after stroke |
|                  | <i>Dhrs1</i>                                                  | Regulates lipid metabolism and oxidative stress                                                         | May be protective                                          |

|                         |                |                                                                             |                                                                                               |
|-------------------------|----------------|-----------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|
|                         | <i>Msr1</i>    | Regulates lipid metabolism and inflammation                                 | Chronic inflammation                                                                          |
| Unknown stroke evidence | <i>Rnf213</i>  | Associated with a cerebrovascular disorder that can lead to ischemic stroke | Unknown                                                                                       |
|                         | <i>Apobec1</i> | RNA editing in microglia                                                    | May be neuroprotective                                                                        |
|                         | <i>Atf3</i>    | Stress-inducible transcription factor                                       | May be neuroprotective                                                                        |
|                         | <i>Fblim1</i>  | Cytoskeletal and focal adhesion regulation                                  | May exacerbate post-ischemic inflammation                                                     |
|                         | <i>Fosl1</i>   | Component of the AP-1 transcription factor complex                          | May be associated with pro-inflammatory signalling and glial activation                       |
|                         | <i>Gbp5</i>    | Interferon-inducible GTPase involved in innate immunity                     | Strong type I interferon or inflammasome activity may contribute to neuroinflammation         |
|                         | <i>Ligp1</i>   | Cytosolic DNA sensor involved in innate immune responses                    | Activation of DNA damage or DAMP sensing pathways. Could promote inflammatory gene expression |
|                         | <i>Kif14</i>   | Mitotic spindle motor protein involved in cell division                     | May reflect astrocyte or microglia proliferation                                              |
|                         | Nlrc5          | Transcriptional activator of MHC class I genes                              | May enhance immune surveillance or glial priming                                              |
|                         | Phf11b         | Transcriptional regulator involved in immune gene expression                | May induce lymphocyte activation or interferon responses                                      |
|                         | Trim30a        | Negative regulator of NF-κB signalling                                      | May act to dampen inflammation                                                                |
|                         | Uba7           | Involved in ISGylation                                                      | May activate brain interferon-stimulated pathways                                             |

**Table S11. Differentially expressed genes (DEGs) identified between healthy (CL) and ischemic (MCAO) hemispheres common in both genotypes with stronger upregulation in *Cort<sup>-/-</sup>* (depicted in Fig. 2d).** “More up” genes in *Cort<sup>-/-</sup>* were described in terms of biological relevance and role in stroke when upregulated, and were classified into 6 main categories (*i.e.*, immune response, BBB and vascular dynamics, cell cycle and cell proliferation, brain and neuronal processes, oxidative stress, and unknown evidence for ischemic stroke).

|                     | Gene group              | Description                                                                                              | Role in stroke (if upregulated)                                                                                           |
|---------------------|-------------------------|----------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------|
| Immune response     | <i>Ccl3, Ccl4, Ccl7</i> | Recruiting inflammatory cells to the site of injury                                                      | Worsen post-stroke inflammation; immune cell recruitment for debris clearance                                             |
|                     | <i>Ch25h</i>            | Regulates lipid metabolism and inflammation                                                              | Neuroinflammatory regulation                                                                                              |
|                     | <i>Osm</i>              | Pleiotropic cytokine                                                                                     | Tissue remodelling, repair, angiogenesis                                                                                  |
|                     | <i>Cd5l</i>             | Modulates macrophage function and anti-inflammatory responses                                            | Tissue repair                                                                                                             |
|                     | <i>Pdcd1</i>            | Immune checkpoint inhibitor that regulates T-cell activity                                               | May reduce excessive immune activation and limit neuroinflammation                                                        |
|                     | <i>Cst7</i>             | Inhibitor of cysteine proteases                                                                          | Limits excessive proteolytic activity, reducing secondary damage                                                          |
|                     | <i>Phf11a</i>           | Transcription factor involved in immune responses                                                        | Post-stroke inflammation                                                                                                  |
| BBB/vascular        | <i>Mmp12</i>            | Matrix metalloproteinase                                                                                 | Extracellular matrix degradation and inflammatory responses; favours tissue repair and vascular remodelling               |
|                     | <i>Htr2b</i>            | Serotonin receptor                                                                                       | Neuroprotection and improvement of cerebral blood flow                                                                    |
|                     | <i>Tgm1</i>             | Protein crosslinking                                                                                     | Tissue remodelling                                                                                                        |
| Cell cycle          | <i>Pimreg</i>           | Regulates cell proliferation and survival                                                                | Neural and vascular cell regeneration; glial scarring                                                                     |
|                     | <i>Cep55</i>            | Regulates cell division and cytokinesis                                                                  | Neural cell proliferation during recovery                                                                                 |
|                     | <i>Cdca5</i>            | Controls cell cycle progression and DNA repair                                                           | Post-stroke brain tissue repair; enhances neurogenesis and cell survival                                                  |
|                     | <i>Prr11</i>            | Regulates cell cycle and proliferation                                                                   | Neurogenesis                                                                                                              |
| Neuronal            | <i>Troap</i>            | Involved in cell adhesion and mitosis                                                                    | Supports cell-cell interactions needed for brain repair and neural regeneration                                           |
| Unknown stroke role | <i>Cd300ld</i>          | STAT3-S100A8/A9 axis                                                                                     | Potentially involved in immune sensing and cleanup of cellular debris, with potential roles in resolution of inflammation |
|                     | <i>Slamf7</i>           | Immune cell surface receptor involved in activating NK cells, macrophages, and some T and B cell subsets | May contribute to tissue damage if upregulated early, or to clearance of infected or damaged cells in later stages        |

**Table S12. Differentially expressed genes (DEGs) identified between healthy (CL) and ischemic (MCAO) hemispheres common in both genotypes with stronger upregulation in *Cort<sup>+/+</sup>* (depicted in Fig. 2d).** “More up” genes in *Cort<sup>+/+</sup>* were described in terms of biological relevance and role in stroke when upregulated, and were classified into 5 main categories (*i.e.*, immune response, BBB and vascular dynamics, cell cycle and cell proliferation, brain and neuronal processes, and unknown evidence for ischemic stroke).

|                         | Gene group      | Description                                                                                           | Role in stroke (if upregulated)                                                                                                                            | More down in                                             |
|-------------------------|-----------------|-------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------|
| Immune response         | <i>Cd4</i>      | Marker and co-receptor for helper T cells                                                             | Reduced pro-inflammation; improved stroke outcomes; may impair clearance and repair                                                                        | <i>Cort<sup>-/-</sup></i>                                |
| BBB/vascular            | <i>Drd1</i>     | Mediates dopaminergic signalling                                                                      | Neurovascular regulation; limits neuroprotection; exacerbates endothelial hyperpermeability and BBB disruption; exacerbates neuroinflammation              | <i>Cort<sup>-/-</sup></i>                                |
| Unknown stroke evidence | <i>Lrrc10b</i>  | Regulation of the L-type calcium channel and excitation-contraction coupling                          | Neuroinflammatory responses; impair cellular resilience to ischemic stress; impair calcium homeostasis in cerebrovascular cells; BBB integrity             | <i>Cort<sup>-/-</sup></i>                                |
|                         | <i>Gng7</i>     | G-protein signalling                                                                                  | Disrupt neurovascular coupling, worsening ischemic damage and impairing recovery by altering GPCR-mediated protective pathways; exacerbates excitotoxicity | <i>Cort<sup>-/-</sup></i>                                |
|                         | <i>Rgs9</i>     | Modulates GPCR signalling                                                                             | Prolongs harmful excitatory signalling, increasing oxidative stress, inflammation, vascular dysfunction and neuronal injury                                | <i>Cort<sup>-/-</sup></i>                                |
|                         | <i>Rasd2</i>    | GTP-binding protein                                                                                   | Impaired dopaminergic signalling and plasticity, limiting repair processes                                                                                 | <i>Cort<sup>-/-</sup></i>                                |
|                         | <i>Ppp1r1b</i>  | Integrates dopaminergic and glutamatergic signalling in neurons                                       | Disturbed signal integration, decreased neuroprotection, impaired learning/memory circuits                                                                 | <i>Cort<sup>-/-</sup></i>                                |
|                         | <i>Ppp3ca</i>   | Calcium/calmodulin-dependent phosphatase; activates NFAT pathway                                      | Reduced synaptic remodelling, impaired neuroinflammation control                                                                                           | <i>Similar Cort<sup>+/-</sup> and Cort<sup>-/-</sup></i> |
|                         | <i>Ppp3r1</i>   | Supports Ppp3ca in phosphatase activity                                                               | Suppresses calcineurin pathway, limiting recovery and repair                                                                                               | <i>Similar Cort<sup>+/-</sup> and Cort<sup>-/-</sup></i> |
|                         | <i>Fbx16</i>    | Part of SCF E3 ubiquitin ligase complex                                                               | Disruption in degradation of damaged proteins, leading to cellular stress                                                                                  | <i>Similar Cort<sup>+/-</sup> and Cort<sup>-/-</sup></i> |
|                         | <i>Syndig11</i> | Synapse formation and neuronal connectivity                                                           | Synaptic dysfunction and hinder plasticity, worsening cognitive and motor impairments post-stroke                                                          | <i>Cort<sup>-/-</sup></i>                                |
|                         | <i>Scube3</i>   | Angiogenesis and tissue repair                                                                        | Impairs post-stroke vascular remodelling and neurovascular unit integrity, reducing recovery potential                                                     | <i>Cort<sup>-/-</sup></i>                                |

|  |               |                                                                                                       |                                                                                               |                                                          |
|--|---------------|-------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|----------------------------------------------------------|
|  | <i>Ptprv</i>  | Negative regulator of cytokine signalling                                                             | Dysregulated immune signalling, potentially exacerbating inflammation or impairing resolution | <i>Cort<sup>-/-</sup></i>                                |
|  | <i>Scn4b</i>  | Modulates voltage-gated sodium channels                                                               | Potentially limiting excitotoxicity but impairing signalling                                  | <i>Cort<sup>-/-</sup></i>                                |
|  | <i>Lzts3</i>  | Possible role in transcription regulation                                                             | Potential deregulation of cell cycle or stress response pathways                              | <i>Similar Cort<sup>+/+</sup> and Cort<sup>-/-</sup></i> |
|  | <i>Hpca</i>   | Neuronal calcium sensor protein                                                                       | Altered calcium signalling, impacting neuroprotection and neurotransmission                   | <i>Cort<sup>-/-</sup></i>                                |
|  | <i>Hlf</i>    | bZIP transcription factor; modulates circadian rhythm and stress responses in the brain               | Disrupted circadian regulation and neuroprotective gene transcription                         | <i>Cort<sup>+/+</sup></i>                                |
|  | <i>Nrgn</i>   | Calmodulin-binding protein                                                                            | Impaired synaptic plasticity, reduced neuronal adaptability post-injury                       | <i>Cort<sup>+/+</sup></i>                                |
|  | <i>Kcnab1</i> | Regulates potassium channel kinetics                                                                  | Excitotoxicity                                                                                | <i>Similar Cort<sup>+/+</sup> and Cort<sup>-/-</sup></i> |
|  | <i>Foxp1</i>  | Transcription factor involved in neurodevelopment, synaptic transmission, and inflammation regulation | Impaired gene expression for neuroprotection and plasticity                                   | <i>Similar Cort<sup>+/+</sup> and Cort<sup>-/-</sup></i> |

**Table S13. Downregulated differentially expressed genes (DEGs) identified between healthy (CL) and ischemic (MCAO) hemispheres, common in both genotypes (depicted in Fig. 2d).** “More down” genes are shown for each genotype. Genes were described in terms of biological relevance, role in stroke when downregulated, and were classified into 3 main categories (*i.e.*, immune response, BBB and vascular dynamics, and unknown evidence for ischemic stroke).

| Age-Time post-stroke    | Genotype                                | Lesion size $\geq 30 \text{ mm}^3$           | Lesion size $< 30 \text{ mm}^3$           |
|-------------------------|-----------------------------------------|----------------------------------------------|-------------------------------------------|
| Young-48h (acute)       | <i>Cort<sup>+/+</sup></i> (N = 9)       | 0                                            | 7 (100%)                                  |
|                         | <i>Cort<sup>-/-</sup></i> (N = 8)       | 3 (37.5%)                                    | 5 (62.5%)                                 |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N = 7) | 2 (28.6%)                                    | 5 (71.4%)                                 |
| Young-7 days (subacute) | <i>Cort<sup>+/+</sup></i> (N=5)         | 0                                            | 5 (100%)                                  |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=5)   | 0                                            | 5 (100%)                                  |
|                         | <i>Cort<sup>-/-</sup></i> (N=5)         | 1 (20%)                                      | 4 (80%)                                   |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=6)   | 0                                            | 6 (100%)                                  |
| Middle-aged-48h (acute) | <i>Cort<sup>+/+</sup></i> (N=6)         | 0                                            | 6 (100%)                                  |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=6)   | 0                                            | 6 (100%)                                  |
|                         | <i>Cort<sup>-/-</sup></i> (N=5)         | 0                                            | 5 (100%)                                  |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=6)   | 0                                            | 6 (100%)                                  |
|                         | Genotype                                | MAP2 <sup>-</sup> area $\geq 5 \text{ mm}^2$ | MAP2 <sup>-</sup> area $< 5 \text{ mm}^2$ |
| Young-48h (acute)       | <i>Cort<sup>+/+</sup></i> (N = 8)       | 1 (12.5%)                                    | 7 (87.5%)                                 |
|                         | <i>Cort<sup>-/-</sup></i> (N = 8)       | 6 (75%)                                      | 2 (25%)                                   |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N = 5) | 0                                            | 5 (100%)                                  |
| Young-7 days (subacute) | <i>Cort<sup>+/+</sup></i> (N=4)         | 0                                            | 4 (100%)                                  |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=4)   | 1 (25%)                                      | 3 (75%)                                   |
|                         | <i>Cort<sup>-/-</sup></i> (N=6)         | 1 (16.7%)                                    | 5 (83.3%)                                 |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=6)   | 1 (16.7%)                                    | 5 (83.3%)                                 |
| Middle-aged-48h (acute) | <i>Cort<sup>+/+</sup></i> (N=5)         | 3 (60%)                                      | 2 (40%)                                   |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=5)   | 0                                            | 5 (100%)                                  |
|                         | <i>Cort<sup>-/-</sup></i> (N=5)         | 2 (40%)                                      | 3 (60%)                                   |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=6)   | 0                                            | 6 (100%)                                  |

**Table S15. Quantification of neurological lesion.** For each group, data indicate the absolute number and percentage of total animals with large lesion (over  $30 \text{ mm}^3$ ) and significant neuronal loss (MAP2 negative area over  $5 \text{ mm}^2$ ). *Cort<sup>+/+</sup>*: *Cort<sup>+/+</sup>* MCAO saline-treated mice, *Cort<sup>+/+</sup>* + CST: *Cort<sup>+/+</sup>* MCAO cortistatin-treated mice, *Cort<sup>-/-</sup>*: *Cort<sup>-/-</sup>* MCAO saline-treated mice, and *Cort<sup>-/-</sup>* + CST: *Cort<sup>-/-</sup>* MCAO cortistatin-treated mice.

| Age-Time post-stroke    | Genotype                                | 0 reaches (WH)                   | WH Reaches > 0                   |
|-------------------------|-----------------------------------------|----------------------------------|----------------------------------|
| Young-48h (acute)       | <i>Cort<sup>+/+</sup></i> (N = 10)      | 2 (20%)                          | 8 (80%)                          |
|                         | <i>Cort<sup>-/-</sup></i> (N = 9)       | 4 (44.4%)                        | 5 (55.6%)                        |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N = 7) | 2 (28.6%)                        | 5 (71.4%)                        |
| Young-5 days (subacute) | <i>Cort<sup>+/+</sup></i> (N=5)         | 0                                | 5 (100%)                         |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=5)   | 0                                | 5 (100%)                         |
|                         | <i>Cort<sup>-/-</sup></i> (N=5)         | 2 (40%)                          | 3 (60%)                          |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=7)   | 3 (42.8%)                        | 4 (57.2%)                        |
| Middle-age-48h (acute)  | <i>Cort<sup>+/+</sup></i> (N=5)         | 2 (40%)                          | 3 (60%)                          |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=8)   | 5 (62.5%)                        | 3 (37.5%)                        |
|                         | <i>Cort<sup>-/-</sup></i> (N=4)         | 3 (75%)                          | 1 (25%)                          |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=7)   | 5 (71.4%)                        | 2 (28.6%)                        |
|                         | <b>Genotype</b>                         | <b>WH falls ≥ 5</b>              | <b>WH falls &lt; 5</b>           |
| Young-48h (acute)       | <i>Cort<sup>+/+</sup></i> (N = 10)      | 0                                | 10 (100%)                        |
|                         | <i>Cort<sup>-/-</sup></i> (N = 10)      | 4 (40%)                          | 6 (60%)                          |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N = 9) | 0                                | 9 (100%)                         |
| Young-5 days (subacute) | <i>Cort<sup>+/+</sup></i> (N=6)         | 0 (0%)                           | 6 (100%)                         |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=6)   | 0 (0%)                           | 6 (100%)                         |
|                         | <i>Cort<sup>-/-</sup></i> (N=6)         | 0 (0%)                           | 6 (100%)                         |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=7)   | 4 (42.8%)                        | 3 (57.2%)                        |
| Middle-aged-48h (acute) | <i>Cort<sup>+/+</sup></i> (N=6)         | 2 (33.3%)                        | 4 (66.67%)                       |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=10)  | 7 (70%)                          | 3 (30%)                          |
|                         | <i>Cort<sup>-/-</sup></i> (N=5)         | 4 (80%)                          | 1 (20%)                          |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=9)   | 9 (100%)                         | 0                                |
|                         | <b>Genotype</b>                         | <b>Time to descend &gt; 20 s</b> | <b>Time to descend &lt; 20 s</b> |
| Young-48h (acute)       | <i>Cort<sup>+/+</sup></i> (N = 9)       | 3 (33.3%)                        | 6 (66.7%)                        |
|                         | <i>Cort<sup>-/-</sup></i> (N = 6)       | 2 (33.3%)                        | 4 (66.7%)                        |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N = 5) | 1 (20%)                          | 4 (80%)                          |
| Young-5 days (subacute) | <i>Cort<sup>+/+</sup></i> (N=4)         | 2 (50%)                          | 2 (50%)                          |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=6)   | 3 (50%)                          | 3 (50%)                          |
|                         | <i>Cort<sup>-/-</sup></i> (N=7)         | 4 (57.2%)                        | 3 (42.8%)                        |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=6)   | 3 (50%)                          | 3 (50%)                          |
| Middle-aged-48h (acute) | <i>Cort<sup>+/+</sup></i> (N=4)         | 1 (25%)                          | 3 (75%)                          |
|                         | <i>Cort<sup>+/+</sup></i> + CST (N=7)   | 4 (57.2%)                        | 3 (42.8%)                        |
|                         | <i>Cort<sup>-/-</sup></i> (N=4)         | 1 (25%)                          | 3 (75%)                          |
|                         | <i>Cort<sup>-/-</sup></i> + CST (N=6)   | 0                                | 6 (100%)                         |

**Table S16. Quantification of neurofunctional deficits.** For each group, data indicate the absolute number and percentage of total animals with no reaches and more than 5 falls from the wire-hanging test (WH), as well as animals categorized based on the time taken to descend from the pole test. *Cort<sup>+/+</sup>*: *Cort<sup>+/+</sup>* MCAO saline-treated mice, *Cort<sup>-/-</sup> + CST*: *Cort<sup>+/+</sup>* MCAO cortistatin-treated mice, *Cort<sup>-/-</sup>*: *Cort<sup>-/-</sup>* MCAO saline-treated mice, and *Cort<sup>-/-</sup> + CST*: *Cort<sup>-/-</sup>* MCAO cortistatin-treated mice.

# Supplementary material for: Lack of cortistatin drives neuroimmune and vascular dysfunction in brain ischemia
**Source:** J Biomed Sci. 2026 Jun 20;33:65. doi: 10.1186/s12929-026-01271-w
**Supplement:** Supplementary file 2 — Supplementary Material 2

## **ADDITIONAL FILE 2**

### **Lack of cortistatin drives neuroimmune and vascular dysfunction in brain ischemia**

Julia Castillo-González<sup>1,2,3\*</sup>, Pablo Vargas-Rodríguez<sup>1</sup>, Ignacio Serrano-Martínez<sup>1</sup>,  
Alejandro Cuenca-Martagón<sup>1</sup>, Irene Forte-Lago<sup>1</sup>, Melanie Price<sup>2,3</sup>, Lara Buscemi<sup>2,3</sup>,  
Lorenz Hirt<sup>2,3</sup>, José Luis Ruiz<sup>1,4,5</sup>, Elena González-Rey<sup>1\*</sup>.

## A. Extended Methods

### 1. Next-generation transcriptome sequencing (RNA-seq) and data analysis.

The *reanalyzerGSE* pipeline v.3.0.0 (Andrés-León and Rojas, 2019), which builds upon *miARma-Seq* (Nikolayeva and Robinson, 2014), was used to conduct quality control, read alignment, and quantification. To identify differentially expressed genes (DEGs), we employed the *edgeR* R package (Reeb et al., 2015). Analyses were carried out using default parameters, except for a customized threshold applied during the filtering of lowly expressed genes such as cortistatin. We filtered out genes with zero read counts in all but one sample. The reference genome and annotation used were *Mus musculus* GRCm39 primary assembly and GENCODE annotation version M28, respectively. The average proportion of uniquely mapped reads across samples was 78.5%. Gene expression levels were normalized and quantified using both RPKM (Reads Per Kilobase Million) and TPM (transcript-per-million). RPKM was used for all the analyses, except for the marker gene profile (MGP) studies, which were based on TPM, as detailed below. To evaluate data replicability and assess the biological variability, we applied Principal Coordinates Analysis (PCoA) and unsupervised hierarchical clustering on normalized counts (Ritchie et al., 2015; Brionne et al., 2019). In comparisons where a large variability could potentially mask differential expression by separating biological replicates into distinct groups, only consistent and clearly grouped replicates were included. Nevertheless, all analyses retained three or more biological replicates. For functional enrichment analyses, we used the *enrichGO* function of the ClusterProfiler package v4.12.6 (Yu et al., 2012) with default parameters, except for using as background the whole universe of transcripts with quantified expression. We identified significantly enriched Gene Ontology (GO) terms (adjusted p-value < 0.05) related to Biological Processes (BP), Molecular Functions (MF), and Cellular Components (CC) for each DEGs group. Additionally, for the limited DEGs identified in the comparisons *Cort<sup>-/-</sup>* vs *Cort<sup>+/+</sup>*, we applied a Gene Set Enrichment Analysis (GSEA) using the package fgsea v1.30.0. Genes were ranked according to their log2 fold change (log2FC), default parameters were used, except for 1,000 permutations. Only gene sets containing between 5 and 500 genes were included. Gene sets with an adjusted p-value < 0.05 were considered significantly enriched and reported. GSEA was run for GO, KEGG, Reactome, and Hallmark databases from MsigDB (Castanza et al., 2023; Subramanian et al., 2005). Unless indicated otherwise, all statistical analyses and visualizations were performed in R v4.4.1 using base functions (Huber et al., 2015), Bioconductor packages (Wickham, 2011), and ggplot2 v3.5.1 (Schep and Kummerfeld, 2017; Wickham, 2016) along with its extensions.

### 2. Cell-specific gene sets and cell type proportion estimation

To analyse cell type proportions in the experimental groups from our study, we performed a computational deconvolution. For this, we used TPM normalized gene expression data as input for the markerGeneProfile R package v1.0.4 (REF 11) and estimated marker gene profiles (MGPs) for various cell types. To reduce transcriptional noise, a filtering step was first applied,

and genes with expression values below the median across all samples were excluded. The estimation was performed using the `mgpEstimate` function, during which genes showing low correlation to the majority of other marker genes were removed, following the methodology described by Mancarci et al. (Mancarci et al., 2017). A small subset of marker gene sets was excluded due to a high proportion of removed genes ( $> 40\%$ ) and/or a low proportion of variance explained by the first principal component ( $< 50\%$ ). Finally, the resulting MGP values were normalized between 0 (minimum) and 1 (maximum). To assess differences in normalized MGP values between groups, a linear model (function *lm*) was fitted with normalized MGP as the dependent variable and condition (experimental groups) as the independent factor. An analysis of variance (ANOVA) was performed to evaluate the overall effect of condition on MGP values. Pairwise comparisons between levels of the condition factor were conducted using the *emmeans* R package (v1.11.0) (Androvic et al., 2020). P-values from these comparisons were adjusted using the Holm method to control for multiple testing.

### 3. Integration of human and mouse datasets for cortistatin gene expression analysis

We leveraged results from previously published studies to examine cortistatin expression at the transcriptional level. Datasets were downloaded from the Gene Expression Omnibus (GEO) database (Clough et al., 2024). Regarding human transcriptional profiles of blood cells, studies collected samples from different populations: (i) peripheral blood mononuclear cells (PBMCs) from acute (24 h post-onset), subacute (7 days post-onset) ischemic stroke, and healthy individuals (GSE122709); (ii) PBMCs from patients with large artery occlusion undergoing interventional thrombectomy, with or without subsequent intracranial haemorrhage (GSE199435); (iii) and peripheral leukocytes from patients with minor (NIHSS score  $< 8$ ) and with severe (NIHSS score  $\geq 8$ ) acute ischemic stroke on admission, compared to healthy controls (GSE202709). One study included human brain tissue with the temporal lobe dissected from the post-mortem brain of acute ischemic stroke patients and matched contralateral healthy tissue as control (GSE56267). Mice datasets included different experimental stroke models, namely: (i) transient MCAO (60 min) with samples from peri-infarct cortex (GSE253799) and penumbral tissue (GSE227186) analysed together with sham-operated mice in the acute phase (24 h reperfusion and sacrifice); (ii) transient MCAO (60 min) with samples from ipsilateral cortex from sham and ischemic mice sacrificed at 24 h (acute phase) or 28 days after stroke (chronic phase) (GSE131712); cerebral venous sinus thrombosis (CVST) with samples of the cerebral cortex of sham mice and ischemic animals, analysed at 2 and 7 days post-injury (GSE245455); and (iii) photothrombotic (PT) stroke models with peri-infarct cortex obtained at the acute stage (3 days post-injury) (GSE261613); with peri-infarct and infarct core regions obtained at the subacute stage (7 days post-injury) (GSE280846); and with contralateral and peri-infarct cortex at 7- and 14-days post-stroke (GSE184917). Cortistatin gene expression levels were reported as normalized RPKM, FPKM, TPM, or count values. The data from GSE122709 and GSE56267 were generated and analysed with GEO2R (Clough et al., 2024), and the rest was provided by the authors in the original publication

B. Extended Results

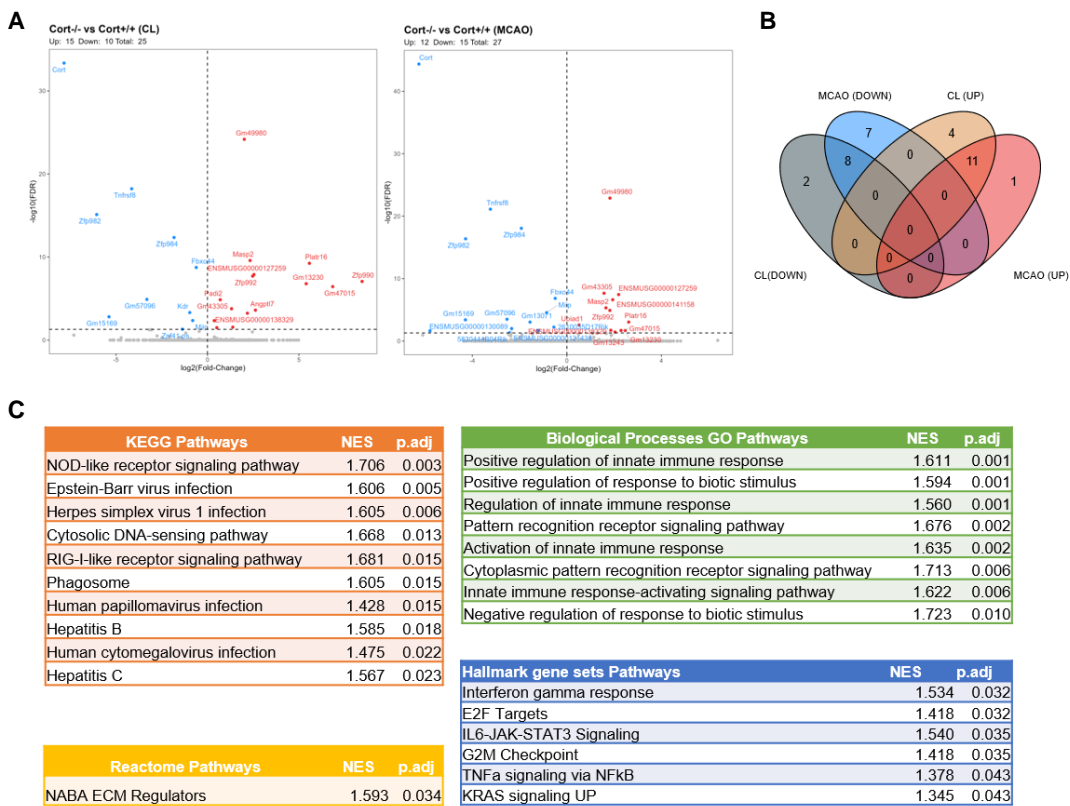

**Figure S1. Characterization of molecular responses in the ischemic brain of cortistatin-deficient mice.** Differential gene expression analysis was conducted in *Cort<sup>-/-</sup>* vs *Cort<sup>+/+</sup>* mouse brains 48 h after ischemic stroke. **(A)** Volcano plots display differentially expressed genes (DEGs) between *Cort<sup>-/-</sup>* vs *Cort<sup>+/+</sup>* in both uninjured contralateral (CL, left) and ischemic (right) hemispheres following 20 min MCAO. Each dot represents one gene. Significantly upregulated (red) and downregulated (blue) genes (with false discovery rate, FDR,  $p < 0.05$ ) for cortistatin-deficient mice are shown. Non-significant genes are shown in grey. Full description of DEGs is detailed in Additional file 1: Tables S2 and S3. **(B)** Venn diagram showing the overlap of significantly upregulated and downregulated genes in the healthy and ischemic hemispheres. **(C)** Functional enrichment analysis (GSEA) was performed using multiple databases, including KEGG, Gene Ontology (GO), Reactome, and Hallmark pathways. Details in Additional file 1: Table S4. ECM: extracellular matrix; JAK-STAT: Janus kinases-signal transducer and activator of transcription; KRAS: Kirsten rat sarcoma virus; KEGG: Kyoto Encyclopedia of Genes and Genomes; NES: normalized enrichment score; NOD: nucleotide-binding oligomerization domain; RIG: retinoic acid-inducible gene I. NABA: extracellular matrix pathway gene set (see (Naba et al., 2012)).

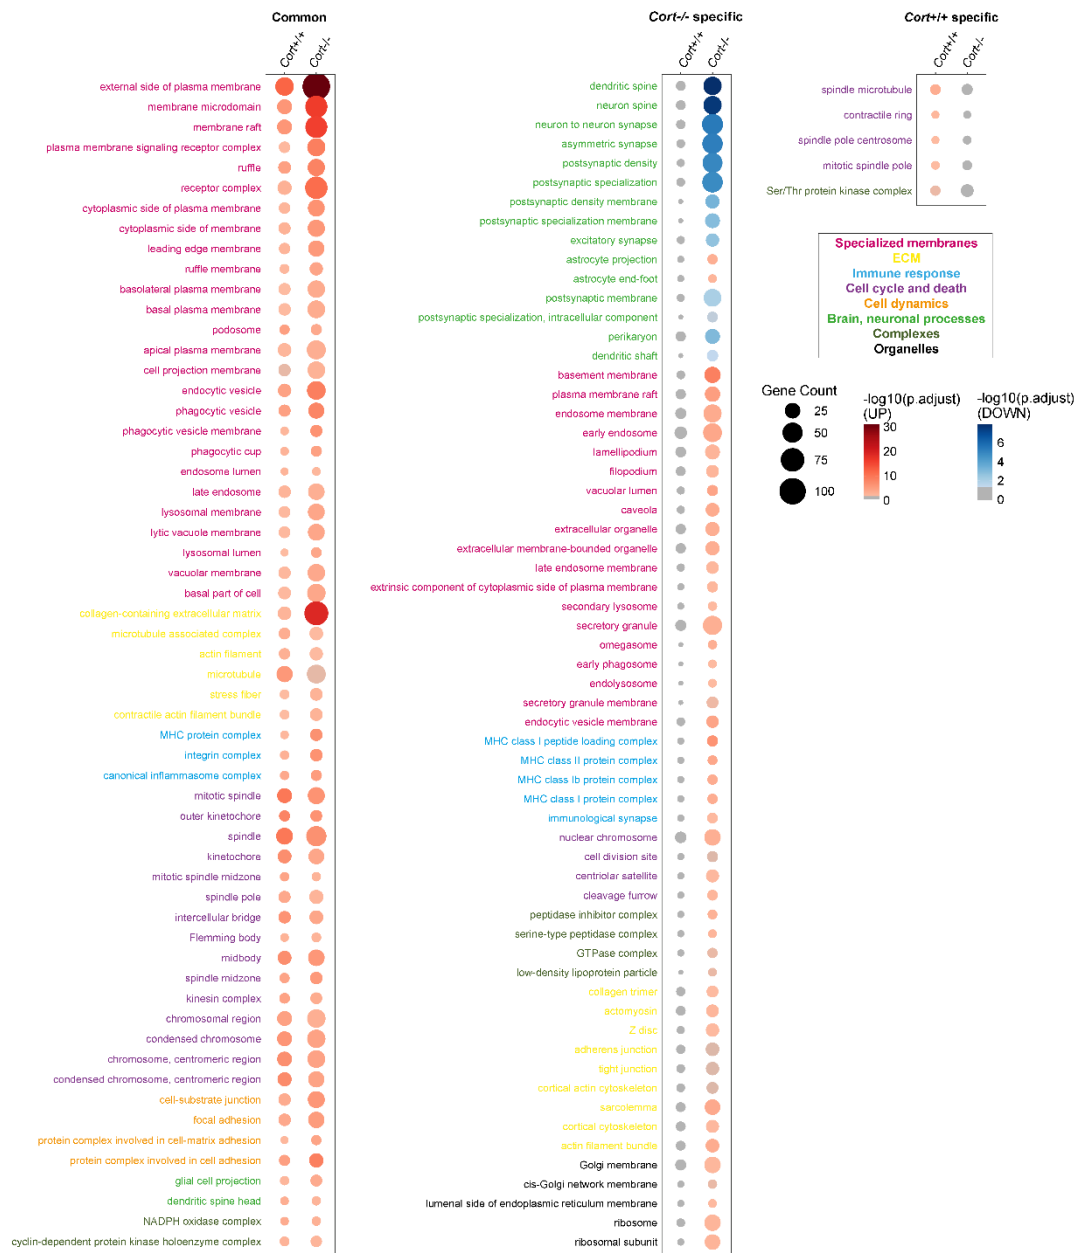

**Figure S2. Enrichment of cellular component-related pathways in cortistatin-deficient brains following ischemia.** Gene ontology (GO) enrichment analysis for cellular components was performed to identify significantly overrepresented pathways in *Cort<sup>-/-</sup>* compared to *Cort<sup>+/+</sup>* during the transition from healthy to ischemic states. Pathways were grouped into biologically related categories and manually annotated into functional networks including: specialized membranes (magenta), extracellular matrix (yellow), immune response (blue), cell cycle and death (purple), cellular dynamics (orange), brain and neuronal processes (green), complexes (olive green), and organelles (black). Shared and genotype-specific pathways are indicated. All DEGs associated with each GO term are listed in Additional file 1: Table S8. Colour intensity denotes significance (red: upregulated, blue: downregulated, grey: non-significant). Circle sizes reflect the number of DEGs in each pathway.

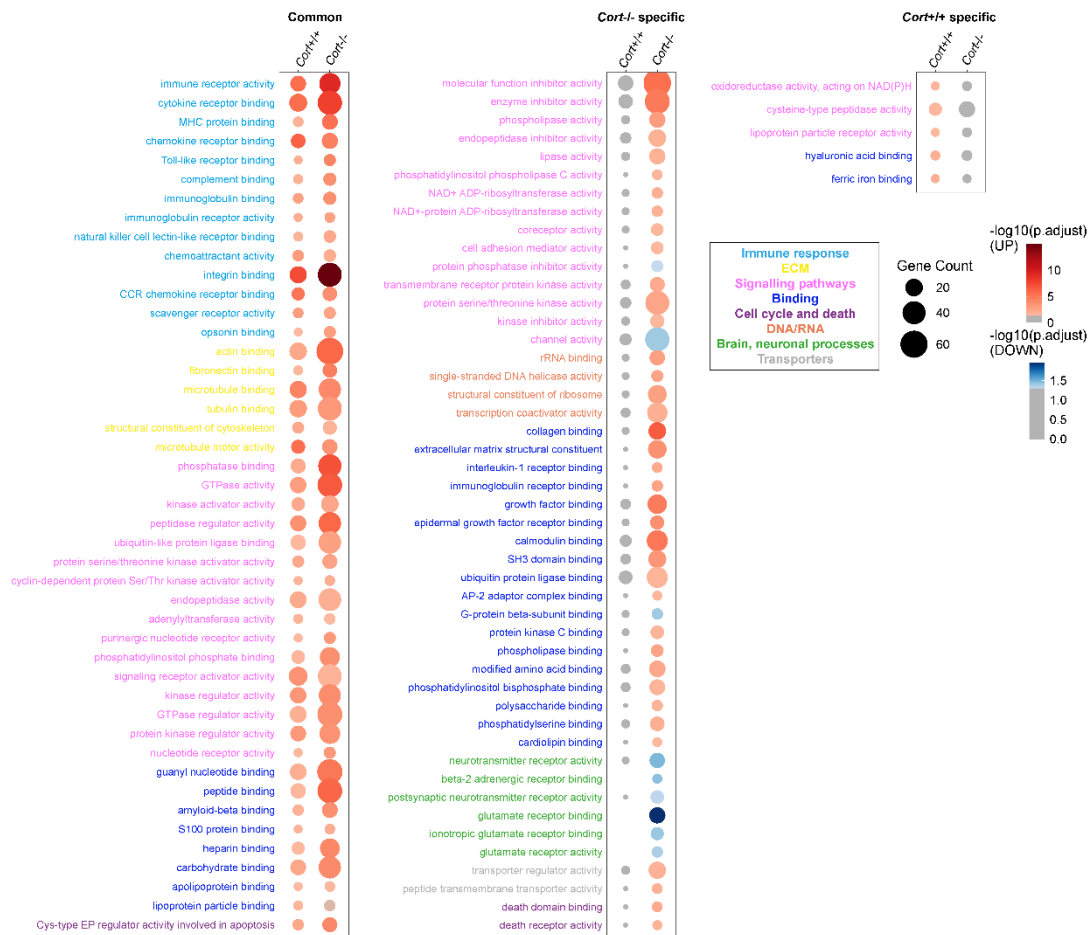

**Figure S3. Enrichment of molecular function-related ontology terms in cortistatin-deficient brains following ischemia.** Gene ontology (GO) enrichment analysis of molecular function terms was performed to identify significantly overrepresented GO molecular function terms in *Cort<sup>-/-</sup>* compared to *Cort<sup>+/+</sup>* during the transition from healthy to ischemic states. Pathways were grouped into biologically related categories and manually annotated into functional networks including: immune response (blue), extracellular matrix (ECM) (yellow), signalling (pink), molecular binding (blue), cell cycle and death (purple), DNA/RNA metabolism (orange), brain and neuronal processes (green), and transporters (grey). Shared and genotype-specific ontology terms are indicated. All DEGs associated with each GO category are listed in Additional file 1: Table S9. Colour intensity denotes significance of enrichment (red: upregulated, blue: downregulated, grey: non-significant). Circle sizes reflect the number of DEGs in each pathway.

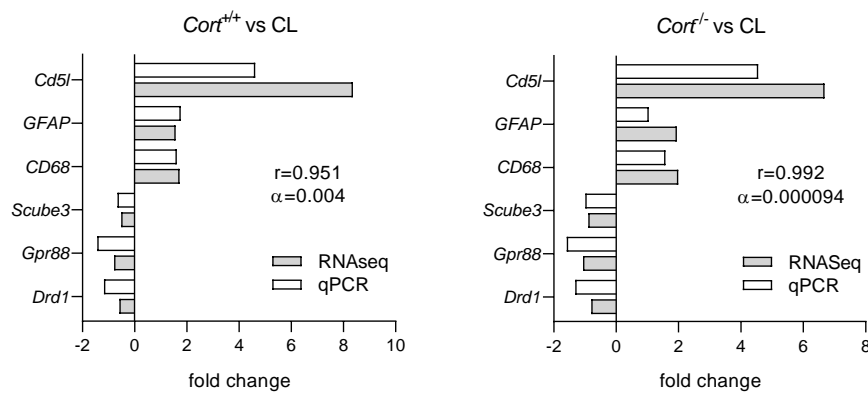

**Figure S4. Validation of RNA sequencing (RNA-seq) data by real-time qPCR.** Expression levels of selected upregulated and downregulated differentially expressed genes (DEGs) were assessed in *Cort*<sup>+/+</sup> (left) and *Cort*<sup>-/-</sup> (right) mice, comparing ipsilateral versus contralateral (CL) hemispheres 48 h after MCAO. Fold-change values obtained by RNA-seq and qPCR showed a strong and significant correlation, as determined by Spearman's rank correlation analysis. N = 3–6 samples per group.

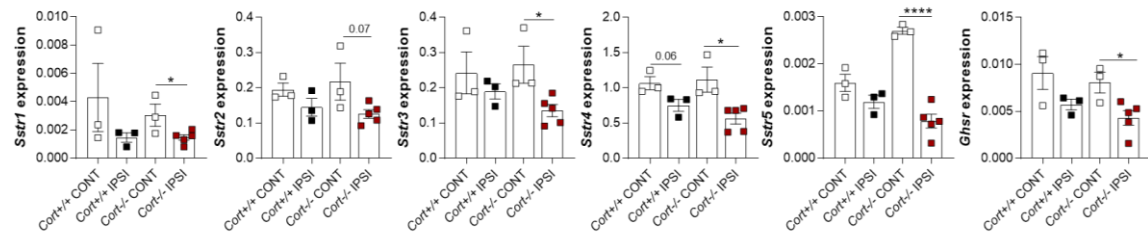

**Figure S5. Stroke provokes the downregulation of cortistatin receptors.** MCAO was performed in *Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> mice, and animals were sacrificed at 48 h. Gene expression of cortistatin receptors (*Sstr1*, *Sstr2*, *Sstr3*, *Sstr4*, *Sstr5*, and *Ghsr*) in contralateral (CL) and ipsilateral (IP) hemispheres, assessed by qPCR and normalized to *Rplp0*. N = 3–5 mice per group. Data are presented as mean  $\pm$  SEM, with dots representing individual mice. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. \**p*  $\leq$  0.05, \*\*\*\**p*  $\leq$  0.0001.

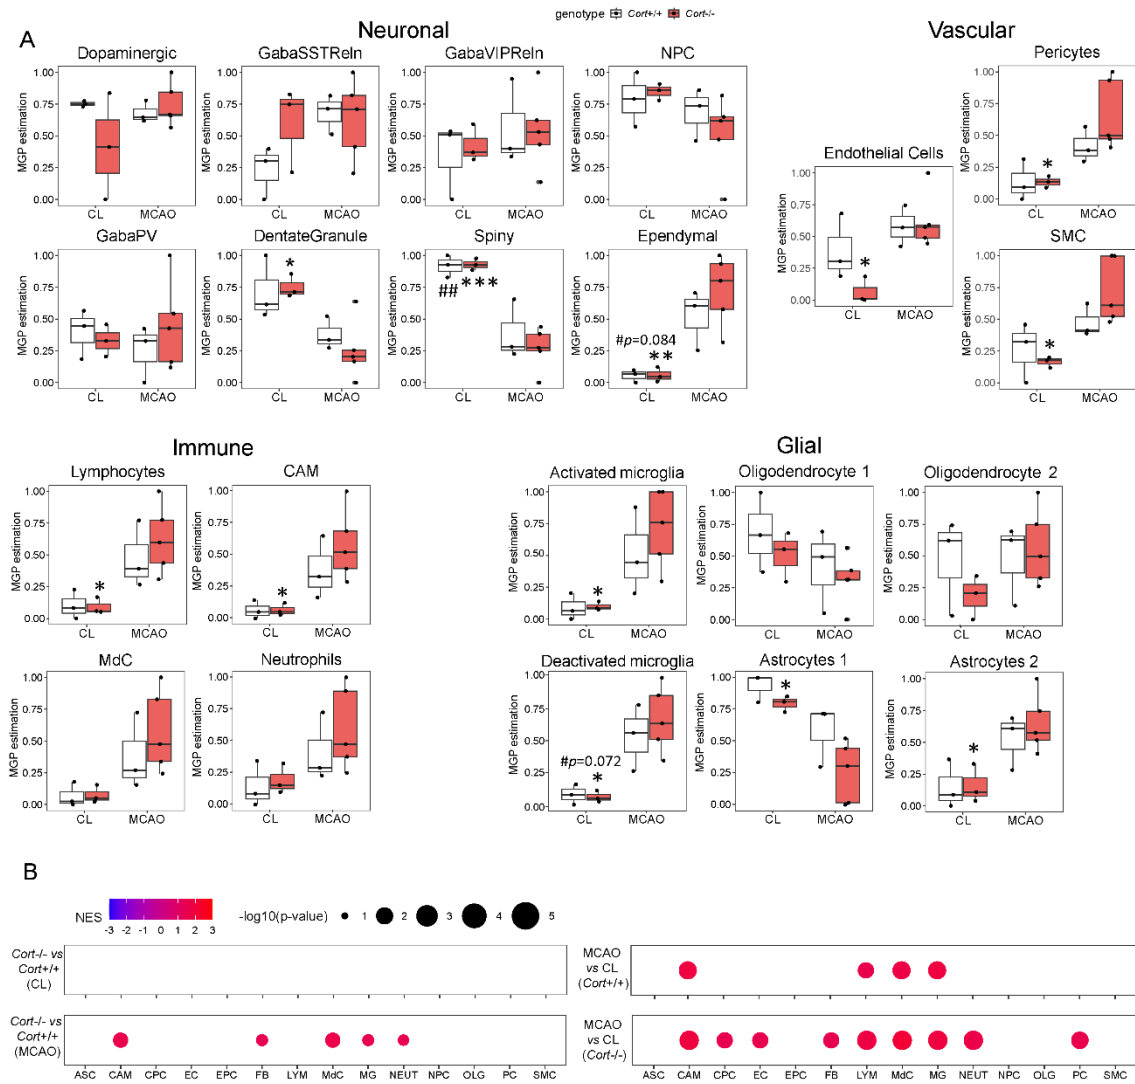

**Figure S6. Cortistatin deficiency alters brain cell marker proportions following ischemic stroke.** Cell-type-specific gene expression patterns were identified by deconvolution of bulk RNA transcriptome data as described in Methods. **(A)** Boxplots display changes in cell-type composition between healthy (CL) and ischemic (MCAO) hemispheres isolated from 12-week-old *Cort<sup>-/-</sup>* and *Cort<sup>+/+</sup>* animals 48 h post-stroke. Marker gene profile (MGP) analysis was used to predict cell population proportions based on known markers. Cell signatures were grouped into four main categories: neuronal (including dopaminergic, GABAergic-somatostatin (SST), GABAergic-vasoactive intestinal peptide (VIP), and parvalbumin (PV)-expressing interneurons, neural progenitor cells, and dentate granule, spiny and ependymal neurons), vascular (including endothelial cells, pericytes, and smooth muscle cells), immune (including lymphocytes, central nervous system-associated macrophages, monocyte-derived cells, and neutrophils) and glial cell types (including microglia, astrocytes, and oligodendrocytes). Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. \*vs. *Cort<sup>-/-</sup>* MCAO saline-treated mice, #vs. *Cort<sup>+/+</sup>* MCAO saline-treated mice, \* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ . **(B)** Comparative GSEA performed using cell-type-specific gene sets (Zheng et al., 2022) between *Cort<sup>-/-</sup>* and *Cort<sup>+/+</sup>* in healthy vs. ischemic hemispheres (left) and across ischemic progression within each genotype (right). Colour corresponds with Normalized Enrichment Score (NES) and circle size indicates  $-\log_{10}(p\text{-value})$ . ASC: astrocyte, CAM: central nervous system (CNS)-associated macrophage, CPC: choroid plexus capillary endothelial cell, EC: endothelial cell, EPC: ependymocyte, FB: fibroblast, LYM: lymphocyte, MdC: monocyte-derived cell, MG: microglia, NEUT: neutrophil, NPC: neural progenitor cell, OLG: oligodendrocyte, PC: pericyte, SMC: vascular smooth muscle cell.

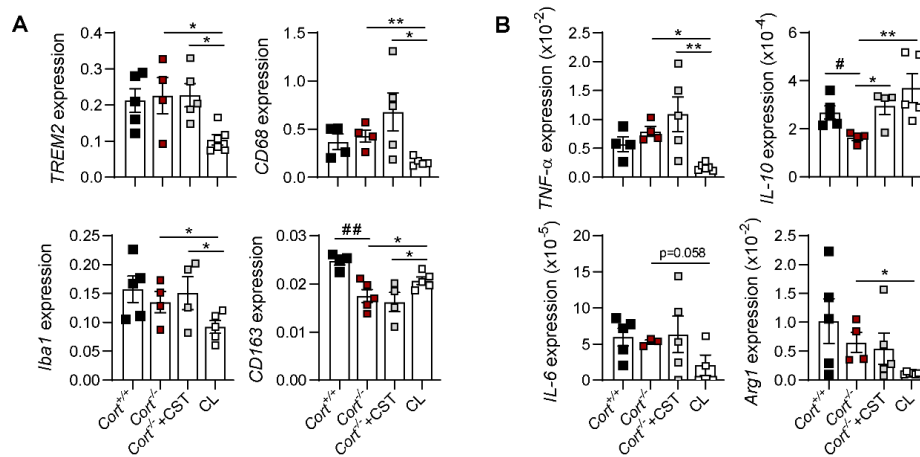

**Figure S7. Lack of cortistatin enhances post-stroke neuroinflammation.** MCAO was conducted in *Cort*<sup>-/-</sup> mice treated with either saline or cortistatin (144μg/kg) 24 h after reperfusion and sacrificed at 48 h. Mice were compared to *Cort*<sup>+/+</sup> MCAO saline-treated mice. **(A,B)** Gene expression of *Trem2*, *CD68*, *Iba1*, and *CD163* **(A)** and *TNF-α*, *IL-6*, *Arg1*, and *IL-10* **(B)** in contralateral (CL) and ipsilateral hemispheres of *Cort*<sup>-/-</sup> mice (MCAO saline vs. MCAO+CST), assessed by qPCR and normalized to *Rplp0*. N=4-6 mice/group. Data: mean ± SEM; dots represent individual mice. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. \*vs. *Cort*<sup>-/-</sup> MCAO saline-treated mice, #vs. *Cort*<sup>+/+</sup> MCAO saline-treated mice. \*/# $p \leq 0.05$ , \*\*/## $p \leq 0.01$ . *Arg1*: arginase 1; *CD68*: cluster of differentiation 68; *CD163*: cluster of differentiation 163; CST: cortistatin; *Iba1*: ionized calcium-binding adaptor molecule 1; *IL-6*: interleukin 6; *IL-1β*: interleukin 1β; *IL-10*: interleukin 10; MCAO: middle cerebral artery occlusion; *MCP-1*: Monocyte Chemoattractant Protein- 1; *TNF-α*: tumour necrosis factor-α; *Trem2*: triggering receptor expressed on myeloid cells 2.

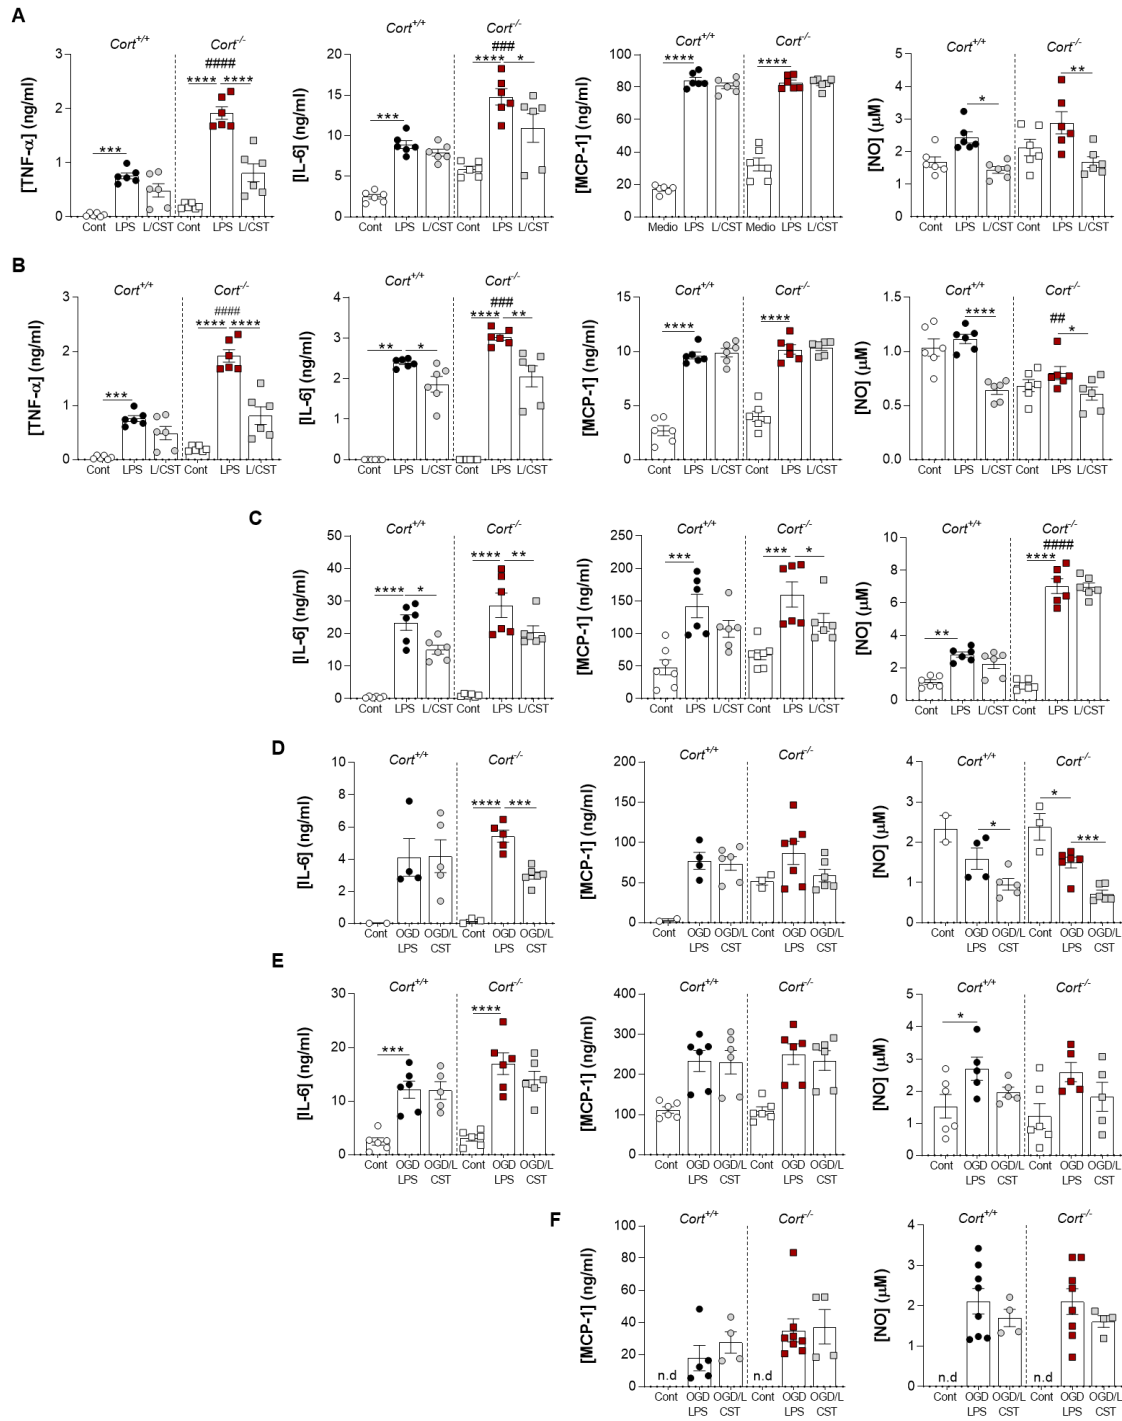

**Figure S8. Cortistatin is a key anti-inflammatory mediator in glial cells.** Primary cultures of astrocytes (**A**, **D**), mixed neuronal-glial cells (**B**, **E**), and microglia (**C**, **F**) were exposed to LPS (100 ng/ml)  $\pm$  CST (100 nM) (**A–C**) or oxygen-glucose deprivation (2–4h) and reoxygenation (20–22h) followed by  $\pm$  CST and LPS (OGD/R + LPS  $\pm$  CST) (**D–F**). Inflammatory markers were evaluated in the supernatants, with the results organized by columns: TNF- $\alpha$  (ng/mL, first column), IL-6 (ng/mL, second column), MCP-1 (ng/mL, third column), and nitric oxide (NO,  $\mu$ M, fourth column). \*vs. *Cort*<sup>+/+</sup> or *Cort*<sup>-/-</sup> LPS/OGD+LPS-treated cells; #vs. *Cort*<sup>+/+</sup> LPS/OGD+LPS-treated cells. \*/#  $p \leq 0.05$ . \*\*/##  $p \leq 0.01$ , \*\*\*/###  $p \leq 0.001$ , \*\*\*\*/####  $p \leq 0.0001$ . CST, cortistatin; OGD/L, oxygen-glucose deprivation + reperfusion + LPS.

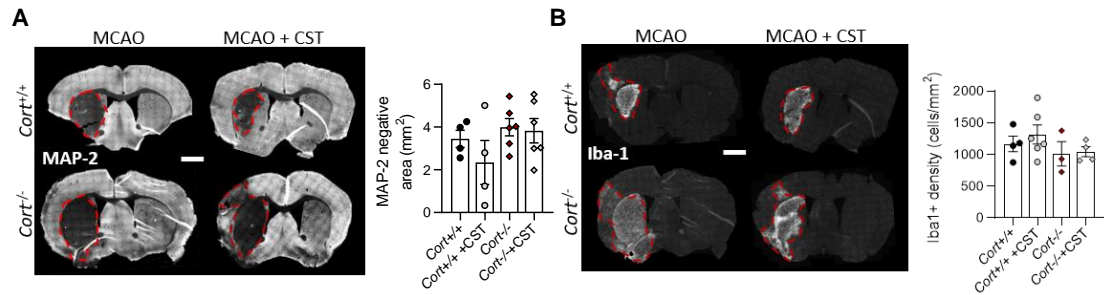

**Figure S9. Cortistatin modulates subacute stroke outcome.** Brain coronal sections were obtained from 12-weeks-old *Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> mice treated daily with either saline (MCAO) or cortistatin (144 µg/kg) (MCAO+CST), from 24 h post-reperfusion, and sacrificed at 7 days. **(A)** Left, representative coronal sections stained with MAP-2. Ischemic lesions (loss of immunoreactivity/dark area) are delineated by dashed red lines. Scale bar: 1,500µm. Right, the absence of MAP-2 staining was quantified as a measure of neuronal damage. N=4-6 mice/group. **(B)** Left, representative sections stained with Iba1 to identify microglia/infiltrating macrophages. Right, Iba1+ density (cells/mm<sup>2</sup>) was measured in the ischemic core. N=3-6 mice/group. Data represent the mean ± SEM. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. CST: cortistatin, Iba1: ionized calcium-binding adaptor molecule 1, MAP-2: microtubule-associated protein 2, MCAO: middle cerebral artery occlusion.

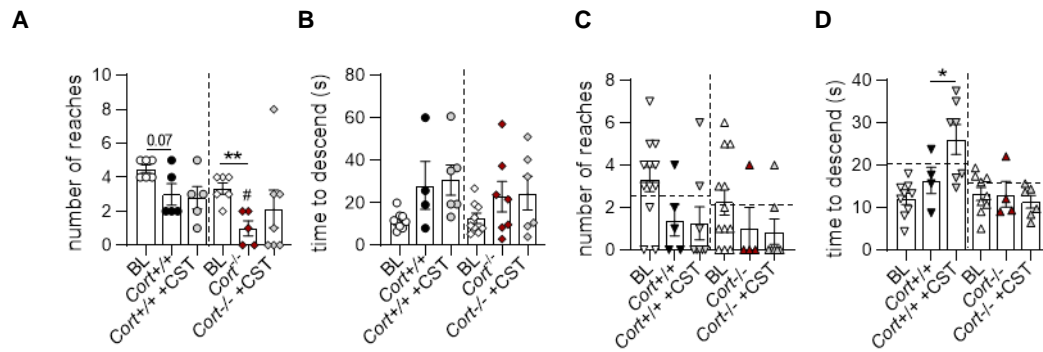

**Figure S10. Timely regulation of post-stroke outcomes by cortistatin.** 3-month-old (**A,B**) and 6-month-old (**C,D**) *Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> mice were subjected to MCAO and received either saline or cortistatin (144μg/kg). Behavioural performances were assessed in 3-month-old animals at day 5 after stroke (treated daily with cortistatin) and 48 h post-surgery in 6-month-old animals (treated once with cortistatin 24 h post-reperfusion) using wire-hanging and pole tests, both at baseline (BL, pre-MCAO) and post-MCAO. In the wire-hanging test (**A,C**), the number of reaches towards one of the posts was evaluated. 3-month-old animals (**A**): N=6 (*Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> BL mice; MCAO+CST *Cort*<sup>-/-</sup> mice), N=5 (MCAO *Cort*<sup>+/+</sup> mice, MCAO+CST *Cort*<sup>+/+</sup> mice, MCAO *Cort*<sup>-/-</sup> mice); 6-month-old mice (**C**): N=12 (*Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> BL mice), N=5 (MCAO *Cort*<sup>+/+</sup> mice), N=4 (MCAO *Cort*<sup>-/-</sup> mice), N=7 (MCAO+CST *Cort*<sup>+/+</sup> mice, MCAO+CST *Cort*<sup>-/-</sup> mice). In the pole test (**B,D**) the time to descend (s) was measured. 3-month-old animals (**B**): N=9 (*Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> BL mice), N=4 (MCAO *Cort*<sup>+/+</sup> mice), N=7 (MCAO *Cort*<sup>-/-</sup> mice), N=6 (MCAO+CST *Cort*<sup>+/+</sup> mice, MCAO+CST *Cort*<sup>-/-</sup> mice); 6-month-old mice (**D**): N=9 (*Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> BL mice), N=4 (MCAO *Cort*<sup>+/+</sup> mice, MCAO *Cort*<sup>-/-</sup> mice), N=7 (MCAO+CST *Cort*<sup>+/+</sup> mice), N=6 (MCAO+CST *Cort*<sup>-/-</sup> mice). Horizontal dashed lines represent values in 3-month-old *Cort*<sup>+/+</sup> (black) and *Cort*<sup>-/-</sup> (red) mice subjected to MCAO and treated with saline. Data are the mean ± SEM with dots representing individual mice. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. \*vs. *Cort*<sup>+/+</sup> or *Cort*<sup>-/-</sup> MCAO saline-treated mice; \**p* ≤ 0.05. CST: cortistatin

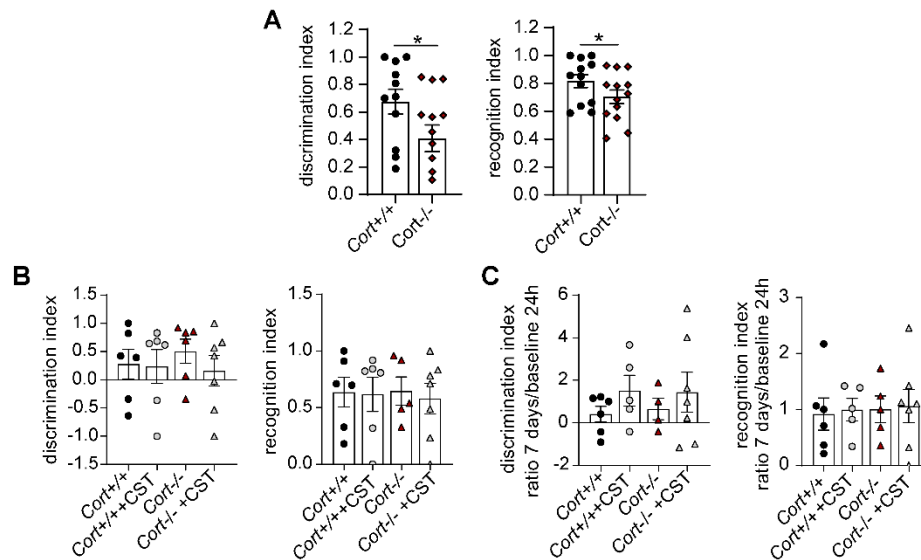

**Figure S11. Cortistatin deficiency is associated with cognitive impairment.** *Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> mice underwent MCAO and received daily treatments of saline or cortistatin (144  $\mu$ g/kg) from 24 h post-reperfusion until day 7. Memory was assessed using the novel object recognition test. Performance was evaluated at baseline (pre-stroke) (A) and 7 days post-stroke (B). During the evaluations, mice were exposed to two identical objects, and 24 h later, one was replaced by a novel object. Exploration time (t, snout  $\leq$  2 cm from the object) was recorded over a 10-min trial using SMART automated tracking. Memory performance was quantified using the discrimination index  $[(t\text{-novel} - t\text{-familiar}) / (t\text{-novel} + t\text{-familiar})]$ ; left graphs), the recognition index  $(t\text{-novel} / [t\text{-novel} + t\text{-familiar}])$ ; right graphs, or the ratio of these indexes between 7 days and baseline (C).  $N = 6\text{--}7$  mice per group. Data are mean  $\pm$  SEM, with dots representing individual mice. Statistical analyses were performed using unpaired t-tests or one-way ANOVA. \*vs. *Cort*<sup>-/-</sup> MCAO mice; \* $p \leq 0.05$ .

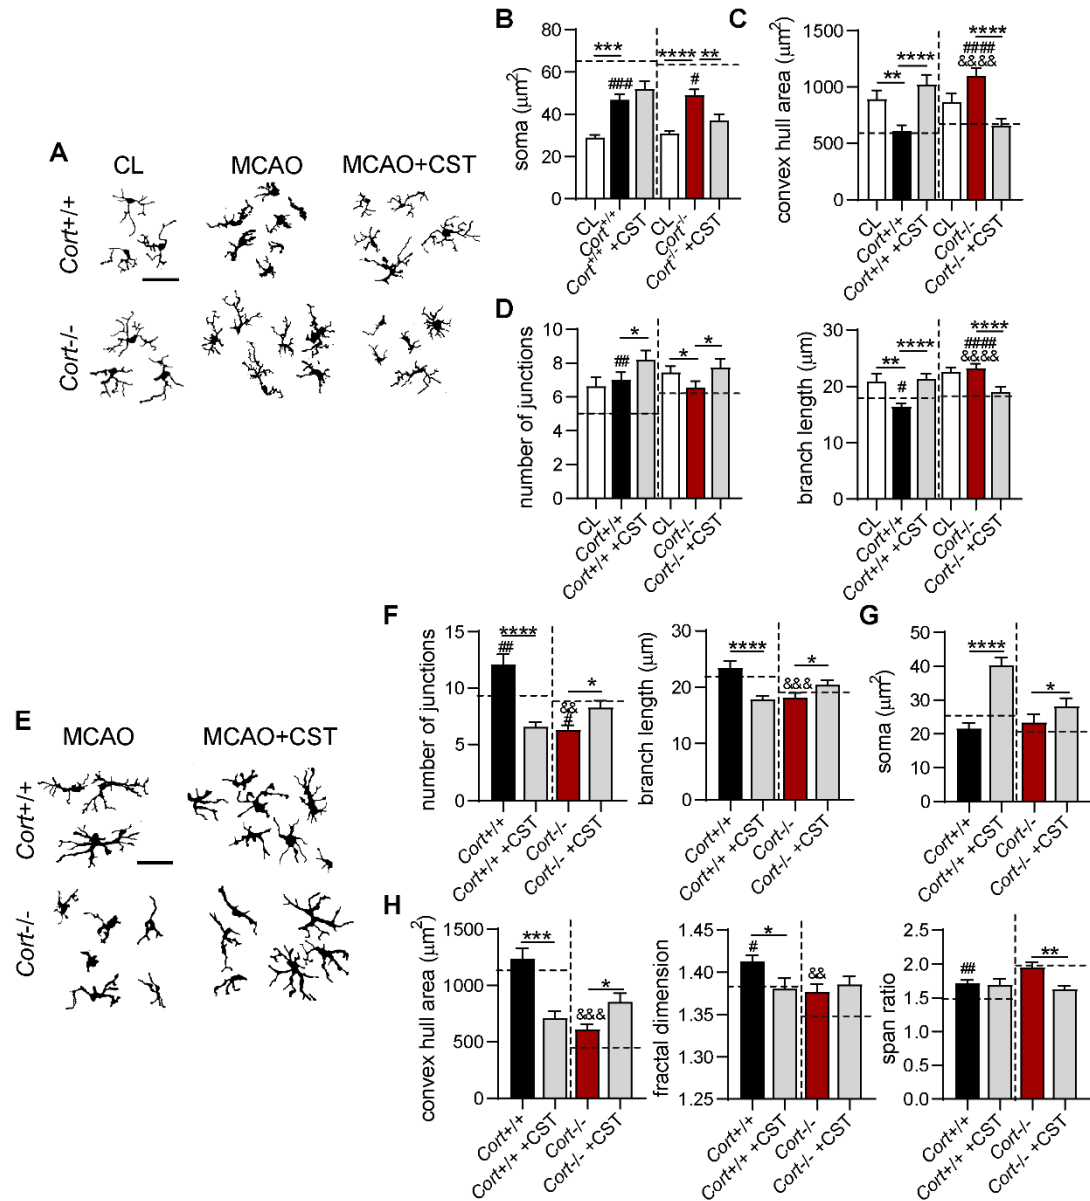

**Figure S12. Lack of cortistatin exacerbates glial dysregulation in 6-month-old mice.** 6-month-old *Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> mice were subjected to MCAO and treated with either saline or cortistatin (144μg/kg) at 24 h post-reperfusion and sacrificed at 48 h. **(A)** Binary images of Iba1+ cells from CL and peri-lesion. Scale bar: 30μm. **(B-D)** Quantification of Iba1+ microglial morphology: soma size, manually measured **(B)**, convex hull area, evaluated by fractal analysis **(C)**, and junction number and branch length, determined by skeleton analysis **(D)**. Cell counts per group: n=30-35 cells, N=3 mice/group. **(E)** Representative binary images of glial scar astrocytes. Scale bar: 30μm. **(F-H)** Astrocyte morphological features analysed via skeleton and fractal analysis: junctions and branching, **(F)**, soma size **(G)**, and convex hull area, fractal dimension and span ratio **(H)**. Cell counts per group: n=30-35 cells, N=3 mice/group. Data were compared to MCAO saline-treated 3-month-old *Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> mice (dashed line). Data are expressed as mean ± SEM. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. \*vs. *Cort*<sup>+/+</sup> or *Cort*<sup>-/-</sup> MCAO saline-treated mice; #vs. 3-month-old *Cort*<sup>+/+</sup> or *Cort*<sup>-/-</sup> MCAO saline-treated mice; &vs. 6-month-old *Cort*<sup>+/+</sup> MCAO saline-treated mice. \*/#/& *p*≤0.05. \*/#/& *p*≤0.05. \*\*/###/& *p*≤0.01. \*\*\*\*/####/&& *p*≤0.001. \*\*\*\*/#####/&&& *p*≤0.0001. CST, cortistatin; MCAO, middle cerebral artery occlusion.

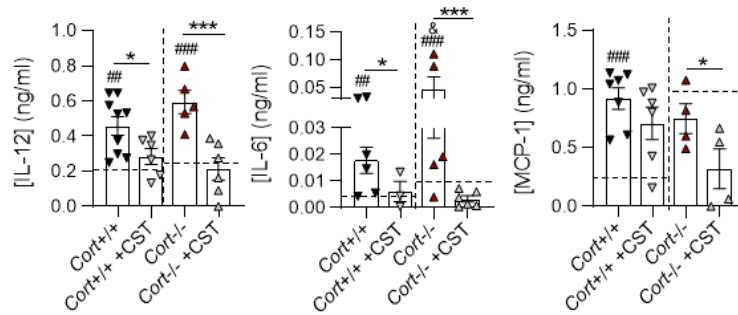

**Figure S13. Cortistatin alleviates peripheral immune activation in 6-month-old mice suffering stroke.** Serum levels of IL-12, IL-6, and MCP-1 (ng/ml) were measured using an ELISA assay in 6-month-old MCAO mice 48 h after ischemic stroke. IL-12: N=9 (MCAO *Cort*<sup>+/+</sup> mice), 6 (MCAO+CST *Cort*<sup>+/+</sup> mice), 5 (MCAO *Cort*<sup>-/-</sup> mice), 6 (MCAO+CST *Cort*<sup>-/-</sup> mice); IL-6: N=6 (MCAO *Cort*<sup>+/+</sup> mice), 3 (MCAO+CST *Cort*<sup>+/+</sup> mice), 5 (MCAO *Cort*<sup>-/-</sup> mice), 6 (MCAO+CST *Cort*<sup>-/-</sup> mice); MCP-1: N=7 (MCAO *Cort*<sup>+/+</sup> mice), 6 (MCAO+CST *Cort*<sup>+/+</sup> mice), 4 (MCAO *Cort*<sup>-/-</sup> mice), 4 (MCAO+CST *Cort*<sup>-/-</sup> mice). Dashed lines represent values in 3-month-old *Cort*<sup>+/+</sup> and *Cort*<sup>-/-</sup> mice subjected to MCAO and treated with saline. Data are the mean  $\pm$  SEM with dots representing individual mice. Statistical analyses were performed using unpaired t-tests or one-way ANOVA for comparisons among multiple groups. \*vs. 6-month-old *Cort*<sup>+/+</sup> or *Cort*<sup>-/-</sup> MCAO saline-treated mice; #vs. 3-month-old *Cort*<sup>+/+</sup> or *Cort*<sup>-/-</sup> MCAO saline-treated mice; &vs. 6-month-old *Cort*<sup>+/+</sup> MCAO saline-treated mice. \*/#&  $p \leq 0.05$ . \*/#&  $p \leq 0.05$ , \*\*/##&&  $p \leq 0.01$ , \*\*\*/###&&&  $p \leq 0.001$ , \*\*\*\*/#####&&&&  $p \leq 0.0001$ . CST: cortistatin, IL-6: interleukin 6, IL-12: interleukin 12, MCAO: middle cerebral artery occlusion, MCP-1: Monocyte Chemoattractant Protein- 1.

### C. Extended References

- Andrés-León, E., and A.M. Rojas. 2019. miARma-Seq, a comprehensive pipeline for the simultaneous study and integration of miRNA and mRNA expression data. *Methods*. 152:31–40. doi:10.1016/j.ymeth.2018.09.002.
- Androvic, P., D. Kirdajova, J. Tureckova, D. Zucha, E. Rohlova, P. Abaffy, J. Kriska, M. Valny, M. Anderova, M. Kubista, and L. Valihrach. 2020. Decoding the Transcriptional Response to Ischemic Stroke in Young and Aged Mouse Brain. *Cell Rep*. 31:107777. doi:10.1016/j.celrep.2020.107777.
- Brionne, A., A. Juanchich, and C. Hennequet-Antier. 2019. ViSEAGO: a Bioconductor package for clustering biological functions using Gene Ontology and semantic similarity. *BioData Min*. 12:16. doi:10.1186/s13040-019-0204-1.
- Castanza, A.S., J.M. Recla, D. Eby, H. Thorvaldsdóttir, C.J. Bult, and J.P. Mesirov. 2023. Extending support for mouse data in the Molecular Signatures Database (MSigDB). *Nat Methods*. 20:1619–1620. doi:10.1038/s41592-023-02014-7.
- Clough, E., T. Barrett, S.E. Wilhite, P. Ledoux, C. Evangelista, I.F. Kim, M. Tomashevsky, K.A. Marshall, K.H. Phillippy, P.M. Sherman, H. Lee, N. Zhang, N. Serova, L. Wagner, V. Zalunin, A. Kochergin, and A. Soboleva. 2024. NCBI GEO: archive for gene expression and epigenomics data sets: 23-year update. *Nucleic Acids Res*. 52:D138–D144. doi:10.1093/nar/gkad965.
- Huber, W., V.J. Carey, R. Gentleman, S. Anders, M. Carlson, B.S. Carvalho, H.C. Bravo, S. Davis, L. Gatto, T. Girke, R. Gottardo, F. Hahne, K.D. Hansen, R.A. Irizarry, M. Lawrence, M.I. Love, J. MacDonald, V. Obenchain, A.K. Oleś, H. Pagès, A. Reyes, P. Shannon, G.K. Smyth, D. Tenenbaum, L. Waldron, and M. Morgan. 2015. Orchestrating high-throughput genomic analysis with Bioconductor. *Nat Methods*. 12:115–121. doi:10.1038/nmeth.3252.
- Mancarci, B.O., L. Toker, S.J. Tripathy, B. Li, B. Rocco, E. Sibille, and P. Pavlidis. 2017. Cross-Laboratory Analysis of Brain Cell Type Transcriptomes with Applications to Interpretation of Bulk Tissue Data. *eNeuro*. 4:ENEURO.0212-17.2017. doi:10.1523/ENEURO.0212-17.2017.
- Naba, A., K.R. Clauser, S. Hoersch, H. Liu, S.A. Carr, and R.O. Hynes. 2012. The Matrisome: In Silico Definition and In Vivo Characterization by Proteomics of Normal and Tumor Extracellular Matrices. *Mol & Cell Proteomics*. 11. doi:10.1074/mcp.M111.014647.
- Nikolayeva, O., and M.D. Robinson. 2014. edgeR for Differential RNA-seq and ChIP-seq Analysis: An Application to Stem Cell Biology. In *Stem Cell Transcriptional Networks: Methods and Protocols*. B.L. Kidder, editor. Springer, New York, NY. 45–79.
- Reeb, P.D., S.J. Bramardi, and J.P. Steibel. 2015. Assessing Dissimilarity Measures for Sample-Based Hierarchical Clustering of RNA Sequencing Data Using Plasmid Datasets. *PLoS One*. 10:e0132310. doi:10.1371/journal.pone.0132310.
- Ritchie, M.E., B. Phipson, D. Wu, Y. Hu, C.W. Law, W. Shi, and G.K. Smyth. 2015. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res*. 43:e47. doi:10.1093/nar/gkv007.
- Schep, A.N., and S.K. Kummerfeld. 2017. iheatmapr: Interactive complex heatmaps in R. *J Open Source Softw*. 2:359. doi:10.21105/joss.00359.
- Subramanian, A., P. Tamayo, V.K. Mootha, S. Mukherjee, B.L. Ebert, M.A. Gillette, A. Paulovich, S.L. Pomeroy, T.R. Golub, E.S. Lander, and J.P. Mesirov. 2005. Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide

- expression profiles. *Proc Natl Acad Sci U S A*. 102:15545–15550. doi:10.1073/pnas.0506580102.
- Wickham, H. 2011. ggplot2. *WIREs Comput Stat*. 3:180–185. doi:10.1002/wics.147.
- Wickham, H. 2016. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York.
- Yu, G., L.-G. Wang, Y. Han, and Q.-Y. He. 2012. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS*. 16:284–287. doi:10.1089/omi.2011.0118.
- Zheng, K., L. Lin, W. Jiang, L. Chen, X. Zhang, Q. Zhang, Y. Ren, and J. Hao. 2022. Single-cell RNA-seq reveals the transcriptional landscape in ischemic stroke. *J Cereb Blood Flow Metab*. 42:56–73. doi:10.1177/0271678X211026770.

How the deposited data were processed for this re-analysis (not part of the article)

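The authors aligned the reads to the GRCm39 mouse genome with reanalyzerGSE v3.0.0, counted them on genes and deposited RPKM values for each of the 14 libraries, without pooling replicates. The methods name GENCODE M28, while gene lengths and the scaling of library sizes are not stated. The library sizes and gene lengths that turn every value of a gene into a whole number of reads were searched for, starting from genes with 1 transcript, and 100% of the 495656 values above 0 came back as whole reads. Gene positions come from GENCODE M39.

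Genes above 0 in at least 2 libraries were kept, as in the paper, which left 46102 of 46904 genes. Their log2(RPKM + 0.1) values were fitted with limma (one model of the 4 groups of genotype and hemisphere, moderated variances with trend). DEGs have a Benjamini-Hochberg adjusted p under 0.05. The difference between genotypes in the response to MCAO was tested as an interaction contrast of the same model. Shared DEGs pass in both genotypes with the same sign. Limma p-values rest on a variance shared over genes, and with 3 to 5 libraries per group they are sensitive to single libraries, so each result was repeated 14 times with 1 library left out.

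Gene sets were tested with limma camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives, and adjusted over 32 sets. They are 8 lists (interferon response, pattern recognition, TNF and NF-kappaB, IL-6 and JAK-STAT, extracellular matrix, cell cycle, synaptic plasticity and cognition, dopamine and motor) and 24 of the 25 marker sets of Table S14, since the dopaminergic set has 1 gene (log2 fold change −0.10 in *Cort*+/+ and 0.66 in *Cort*-/- mice). Among the marker sets whose values are not given elsewhere, ependymocytes had medians of 0.03 and 0.07 (adjusted p = 0.157 and 0.0345; 0.199 with fry in *Cort*-/- mice). The paper's gene set enrichment was not repeated, since its full sets are not in the supplements. The genes of GO terms, of Tables S11 to S13 and of the *Tlr* family were examined as lists chosen by the study.

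Marker gene profiles follow the steps of the paper's methods on TPM values without its markerGeneProfile package, with exact two-sided permutation tests in each genotype and adjustment over the reported sets. *Cort* was tested between the hemispheres of *Cort*+/+ mice by an exact permutation test. Position near *Cort* was tested with Fisher's exact test. Named genes are those that the paper names for these libraries, and for each comparison the 5 DEGs of largest change with a mean of at least 1 RPKM and no overlap between groups. One gene among those that the paper names is not reported here. Where a group has at most 3 reads in every library, the fold change is given as a lower bound.

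The limma, camera, *Cort* and profile tests, the 8 lists (written with the paper's tables known, so no independent evidence of the changes that those tables list), the filters, the test of position near *Cort* for the DEGs and the alternatives below were chosen before the data were examined. Chosen after that were limma voom on the recovered reads, with and without a filter on mean RPKM, the GO terms and *Tlr* genes taken as lists, the scores along the axis from CL to MCAO, thinning to equal depth, splits of the libraries, the values of profiles outside the rules, the position test of Tables S2 and S3, and tests of single reads, of the correlation within lists and of single libraries as explanations. Choice of libraries, rescaling to TPM, median ratios, quantile normalization, other pseudocounts and filters, library weights and blocks of replicates were run as alternatives.

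Each step was tested on simulated data. limma recovered 94% of genes changed 4-fold in *Cort*+/+ and 93% in *Cort*-/- mice, and 58% and 79% of those changed 2-fold, with 15 and 20 false calls among 42810 genes. The interaction gave 2 false calls where no gene was changed. These reads were drawn with 1 spread for all genes and no shared shift of a library, so the rates hold for that setting only. In the camera test 1 of 155 unchanged sets was called. Its simulated genes varied independently, so this rate does not cover genes that vary together. Splits of the real libraries gave a median of 15.5 sets called between the genotypes in MCAO hemispheres, and of 13 for the interaction. Whole reads came back for 99.97% of 44817 simulated genes. Profiles passed an exact p of 0.05 for 20 of 20 changed and 2 of 20 unchanged sets.

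Tools were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.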

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

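The tests of single reads, of the correlation within lists and of the response of one library were chosen after the results were seen.

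*Cd74* was at 9.49 RPKM in *Cort*-/- MCAO replicate 1, while the other 4 libraries of that group lay between 4.09 and 5.60 RPKM. The gap took 0.721 of the range of the group, just past the limit of 0.71 for 5 values. Of 51 measures examined in this way 1 passed, where 2.55 are expected by chance, so the value needs no special explanation. A larger response of the whole library is a candidate explanation, since replicate 1 had the highest score along the axis from CL to MCAO (1.42) and was the highest library for 8 of 12 other glial genes. Whether this reflects the lesion or the dissection of that animal was not tested. *Cd74* was a DEG of *Cort*-/- mice in all 14 models that left out 1 library.

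The interaction of genotype and ischemia gave 1 gene past an adjusted p of 0.05, *Gm55190*, and 1527 genes at an unadjusted p under 0.05. This gene had at most 1 read in any library, so the call may rest on single reads, which are below the limit that 0 reads allow. Of 100 splits of the libraries 91 gave as many genes. No gene with a mean of at least 0.5 RPKM passed (273 at an unadjusted p under 0.05), and no biological explanation was tested for this gene.

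The interaction was called by camera for 20 of 32 gene sets, with larger changes in *Cort*-/- mice in the lists for interferon response, cell cycle and pattern recognition among others. The tables argue against reading this as a difference shown between the genotypes. With the correlation between the genes of a list estimated, 0 sets were called (2 at an unadjusted p under 0.05), so a correlation above the preset value may explain the calls. Of 100 splits of the libraries 22 gave as many sets. Without *Cort*-/- MCAO replicate 1 the number was 4 and without *Cort*+/+ MCAO replicate 4 it was 5, against 26 without MCAO replicate 3 of either genotype. A larger response of *Cort*-/- mice remains open.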

How the results depend on the processing

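The tests with limma voom were chosen after the results were seen. Among 377 alternatives of 16 leading results, 265 left the reading of the result as it was, 59 weakened and 53 strengthened the result. All but the change of *Cort*, which kept its direction throughout, are counts and have no direction to reverse. Of these, 216 left out a library (153 the same, 27 weaker, 36 stronger). Among 4594 alternatives of 194 other values, 4175 left the reading as it was, 357 weakened, 43 strengthened, 19 moved and 0 reversed the value. A reading counts as the same if the sign and the side of the threshold were kept, or if a count or median stayed within a set range. The value itself could change. The exact tests of *Cort* and of the *Cort*+/+ profiles cannot pass the threshold, so an unchanged reading there shows only a kept sign. These other values are log2 fold changes of named genes, profiles, gene sets called between MCAO and CL, and median log2 fold changes of GO term lists and of the *Tlr* family in each genotype. Median differences between the genotypes are not among them, and those that changed sign are given below. The cause of each change was not tested unless stated. All alternatives were run, and a gene or set that a filter removed has no value there.

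Between the genotypes in CL hemispheres, 7 DEGs became 4 with a mean of at least 0.5 RPKM, 2 with only the groups compared and 15 with limma voom. Leaving out 1 library gave 7 (without *Cort*-/- MCAO replicate 1 or *Cort*+/+ MCAO replicate 2) to 27 DEGs (without *Cort*-/- CL replicate 2 or *Cort*+/+ CL replicate 1), with 26 and 23 without *Cort*-/- CL replicates 1 and 3, 20 and 22 without *Cort*+/+ CL replicates 2 and 3, and 16 without *Cort*+/+ MCAO replicate 3. In MCAO hemispheres, 8 DEGs became 4 with a mean of at least 0.5 RPKM and 5 with limma voom and that filter. Leaving out 1 library gave 7 (without *Cort*-/- CL replicate 3) to 40 (without *Cort*+/+ MCAO replicate 3), with 38 and 36 without *Cort*+/+ MCAO replicates 2 and 4, and 14 and 12 without *Cort*+/+ CL replicates 2 and 1.

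Between MCAO and CL in *Cort*+/+ mice, 5 DEGs became 2 with pseudocount 1, 22 with pseudocount 0.01, 28 with a mean of at least 0.5 RPKM, 9 with TPM, 13 with quantile normalization, 3 without a trend, 9 with library weights and 1 with only the groups compared. limma voom gave 57, and 0 with the filter (2059 at an unadjusted p under 0.05). Leaving out 1 library gave 3 (without *Cort*-/- MCAO replicate 1) to 160 (without *Cort*+/+ MCAO replicate 4). It gave 29 and 25 without *Cort*+/+ MCAO replicates 2 and 3, 22, 25 and 20 without *Cort*+/+ CL replicates 1, 2 and 3, 27 and 9 without *Cort*-/- MCAO replicates 3 and 4, and 11 without *Cort*-/- CL replicate 2.

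In *Cort*-/- mice 792 DEGs became 1290 with a mean of at least 0.5 RPKM, 1294 and 1366 with limma voom without and with that filter, and a median of 164.5 with 3 MCAO libraries (12 to 1377). Leaving out 1 library gave 133, 322 and 149 without *Cort*-/- CL replicates 1, 2 and 3, 266, 605, 1191, 313 and 351 without *Cort*-/- MCAO replicates 1 to 5, and 571 to 895 without a *Cort*+/+ library. DEGs shared by both genotypes, 4, became 1 with pseudocount 1, 20 with pseudocount 0.01, 27 with a mean of at least 0.5 RPKM, 8 with TPM or with library weights, 10 with quantile normalization, 2 without a trend, 0 with only the groups compared, and 55 and 0 with limma voom without and with the filter. Leaving out 1 library gave 2 to 127 (without *Cort*+/+ MCAO replicate 4), with 21 without *Cort*-/- MCAO replicate 3.

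The interaction DEG count of 1 became 0 with a mean of at least 0.5 RPKM (273 at an unadjusted p under 0.05), 0 with limma voom (1485) and 0 with limma voom and the filter (221), and a median of 2 with 3 *Cort*-/- MCAO libraries. Leaving out 1 library gave 1 to 16, with 16, 13 and 12 without *Cort*+/+ MCAO replicates 4, 2 and 3, 10, 10 and 7 without *Cort*-/- CL replicates 1, 2 and 3, 10, 9 and 10 without *Cort*+/+ CL replicates 1, 2 and 3, and 3 and 2 without *Cort*-/- MCAO replicates 5 and 2.

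Gene sets called between genotypes in MCAO hemispheres, 20, became 0 with fry (2 at an unadjusted p under 0.05) and 0 with the estimated correlation (1), and 2 without *Cort*+/+ MCAO replicate 4 to 24 without *Cort*+/+ MCAO replicate 3. Sets called in *Cort*+/+ mice, 23, became 0 with the estimated correlation (13 at an unadjusted p under 0.05), and those in *Cort*-/- mice, 26, became 11. For the interaction, 20 sets became 0 with fry (2) and 0 with the estimated correlation (2), and 4 without *Cort*-/- MCAO replicate 1, 5 without *Cort*+/+ MCAO replicate 4, 10 without *Cort*+/+ CL replicate 1 and 26 without MCAO replicate 3 of either genotype.

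The 11 profiles that passed in *Cort*-/- mice became 0 without *Cort*-/- MCAO replicate 1, 2, 4 or 5 (4, 1, 2 and 1 at an unadjusted p under 0.05), where no p below 0.0286 is possible, while MCAO and CL libraries did not overlap in 11 or 12 profiles. They were also 0 without a *Cort*-/- CL library, where the smallest possible p of 0.0476 passes adjustment only if every set reaches it. This says nothing about stability, and the libraries did not overlap in 11, 13 and 12 profiles without CL replicates 1, 2 and 3. Genes of Table S12 with the listed difference, 15 of 19, became 9 with pseudocount 1, 17 with pseudocount 0.01 or TPM, 18 with limma voom, and 7 (without *Cort*-/- CL replicate 2) to 19 (without *Cort*+/+ MCAO replicate 4) with 1 library left out. They were 9 without *Cort*-/- MCAO replicate 3 and 8 without *Cort*+/+ MCAO replicate 3. A mean of at least 0.5 RPKM kept 7 of the 19 genes, and 7 of these 7 had the listed difference, as did 7 of 7 with limma voom and that filter, so the lower count comes from fewer genes tested. The median difference of Table S12, −0.18, changed sign to 0.06 without *Cort*-/- CL replicate 2, 0.01 without *Cort*-/- MCAO replicate 3, 0.08 without *Cort*+/+ MCAO replicate 3 and 0.0088 with pseudocount 1. For the BP and CC terms listed in *Cort*+/+ mice only, medians of 0.16 and 0.21 changed sign to −0.06 and −0.07 without *Cort*+/+ MCAO replicate 4. Of the 12 genes of Table S13 listed for *Cort*-/- mice 7 had the listed difference without *Cort*+/+ MCAO replicate 4 and 12 with all libraries, and of the 2 listed for *Cort*+/+ mice 1 did so without *Cort*+/+ CL replicate 3.

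With a block for the replicate number, the DEGs were 4 between genotypes in MCAO hemispheres, 0 in *Cort*+/+ (3876 at an unadjusted p under 0.05), 0 in *Cort*-/- (4565), 0 for the interaction (1657) and 0 shared. The interaction gave 9 sets, and 18 of 53 genes of Table S11 had the listed difference. The median difference of Table S11 went from 0.61 to −0.14, and that of the common BP terms from 0.26 to −0.10. Those of the common CC and MF terms (−0.08 and −0.05) and of the BP, CC and MF terms of one genotype only (−0.05, −0.05 and −0.03 for *Cort*-/- and −0.25, −0.22 and −0.29 for *Cort*+/+ mice) changed sign as well, as did that of the *Tlr* family (−0.105). The paper does not say that the numbers pair the libraries. Correlations of same-numbered CL and MCAO libraries were −0.239 to 0.0271 in *Cort*-/- (3 pairs) and −0.141 to 0.316 in *Cort*+/+ mice (2 pairs). Only *Cort*+/+ replicate 2 correlated more with its own number (0.316) than with any other (at most −0.079). With so few pairs the correlations cannot exclude that the numbers mark the same animal. Lost calls under this block say nothing about the size of the effects, and the changed signs remain open.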

Differences from the paper's values

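No test in this part was chosen after the result was seen, apart from the limma voom alternatives. The profiles of sets outside the limits of the paper's methods, as applied here, were added after their values were seen. Being outside them here does not mean that the paper's own profiles were.

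Between the genotypes in CL hemispheres the paper gives 25 DEGs (15 higher and 10 lower), against 7 here (1 higher and 6 lower). Of the alternatives set before the data were examined, those that left out 1 CL library came within 1.5 times the paper's count (26, 27 and 23 without *Cort*-/- replicates 1, 2 and 3, and 27, 20 and 22 without *Cort*+/+ replicates 1, 2 and 3), and the others did not. For the higher genes it was leaving out *Cort*-/- CL replicates 1, 2 or 3 (20, 20 and 16). For the lower genes it was pseudocount 1 (7), quantile normalization (8), leaving out *Cort*-/- CL replicates 2 or 3 (7 each), *Cort*-/- MCAO replicates 2, 3, 4 or 5 (8 each) or *Cort*+/+ MCAO replicate 3 (8).

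In MCAO hemispheres the paper gives 27 DEGs between genotypes (12 higher and 15 lower), against 8 here (2 higher and 6 lower). Of the alternatives set before the data were examined, leaving out *Cort*+/+ MCAO replicates 2, 3 or 4 closed the gap in the count (38, 40 and 36), leaving out *Cort*+/+ MCAO replicate 3 that in the higher genes (10) and leaving out *Cort*+/+ CL replicate 2 that in the lower genes (11), and the others did not. Here and in the other comparisons a left-out library matches a count only. The paper's group averages matched the means of all these libraries, so leaving one out does not explain a gap.

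Between MCAO and CL of *Cort*+/+ mice the paper gives 443 DEGs (419 higher and 24 lower), against 5 here (4 higher and 1 lower). None of the alternatives set before the data were examined closed the gap in the count or in the higher genes, which reached at most 160 and 154 without *Cort*+/+ MCAO replicate 4, and the lower genes came to 16 without *Cort*+/+ CL replicate 1.

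In *Cort*-/- mice the paper gives 1483 DEGs (1213 higher and 270 lower), against 792 here (616 higher and 176 lower). Of the alternatives set before the data were examined, a mean of at least 0.5 RPKM (1290 DEGs, 898 higher and 392 lower), library weights (1058, 814 and 244) and leaving out *Cort*-/- MCAO replicate 3 (1191, 959 and 232) closed all 3 gaps. For the lower genes so did pseudocount 0.01 (189) and leaving out *Cort*+/+ MCAO replicate 4 (187). One of the 10 sets of 3 MCAO libraries gave 1377 DEGs. limma voom, chosen after seeing the values, gave 1294 DEGs (938 higher and 356 lower), and 1366 with a filter on mean RPKM.

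For genes shared by both genotypes the paper gives 428 (407 higher and 21 lower), against 4 here (4 higher and 0 lower). None of the alternatives set before the data were examined closed these gaps, and the count reached at most 127, without *Cort*+/+ MCAO replicate 4.

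The paper gives over 44 M reads per sample, and the lowest library here had 25.99 M reads. The first counts sequenced reads and the second reads on genes, and none of the alternatives set before the data were examined bears on it. The lowest *Cort* value of *Cort*+/+ CL hemispheres is about 5.5 RPKM in Fig. 1C, read by eye, against 2.605 RPKM here. Of the alternatives set before the data were examined, leaving out *Cort*+/+ CL replicate 1 closed this gap and the others did not.

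Fig. 1C marks the fall of *Cort* after MCAO with an asterisk, where the exact two-sided permutation test gave p = 0.6. With 3 libraries against 3 this test cannot go below 0.1, so it could not pass 0.05. Without *Cort*+/+ CL replicate 1 the fall was 1.70 RPKM (exact permutation p = 0.1, the smallest possible). Fig. 1C also shows the fall by qPCR, which these libraries do not test. The paper states a significant fall of spiny neuron markers in *Cort*+/+ mice, where the exact permutation test cannot go below p = 0.1, though camera called it (adjusted p = 7.06e-09). It states that vascular markers rose in *Cort*-/- mice only, where camera also called endothelial cells (adjusted p = 0.0427, median log2 fold change 0.07) and pericytes (2.21e-04, 0.13) in *Cort*+/+ mice. It states that immune cell markers rose significantly in *Cort*-/- mice, where the exact permutation p was 0.0536 for monocyte-derived cells and 0.107 for neutrophils, and camera called both. It states that interneuron markers did not change, where camera called the *Sst* and *Reln* set lower in *Cort*-/- mice (adjusted p = 0.0339, from 0.00622 to 0.0991 over the alternatives) and its profile, outside the rules for a reported profile, fell by 0.384 (exact permutation p = 0.0357). It states that type 1 astrocyte markers fell in *Cort*-/- mice, where camera gave an adjusted p of 0.0984, while the profile, outside the same rules, fell by 0.481 (exact permutation p = 0.0357, unadjusted). It states that oligodendrocyte markers of type 1 fell and those of type 2 rose in both genotypes without significance, where camera called type 1 lower in *Cort*+/+ (adjusted p = 0.0215) and type 2 higher in *Cort*-/- mice (0.00632), and the type 2 profile, also outside the rules, rose there by 0.479 (exact permutation p = 0.0357).

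The paper names *Osm*, *Nrgn*, *Adamts1*, *Thbs1*, *Hmox1*, *Nfe2l2*, *Stat3*, *Tnf* and *Ccl7* among the genes changed in *Cort*-/- mice, and none was a DEG here. Of the alternatives set before the data were examined, *Osm* was called without *Cort*+/+ MCAO replicate 4 (limma adjusted p = 0.032), *Nrgn* with a mean of at least 0.5 RPKM (0.0421), and *Adamts1* and *Thbs1* without *Cort*-/- MCAO replicate 3 (0.0275 and 0.0494). *Hmox1* was called with pseudocount 0.01, a mean of at least 0.5 RPKM, library weights, and without *Cort*-/- MCAO replicate 3 or *Cort*+/+ MCAO replicates 3 or 4 (lowest limma adjusted p = 0.0247). *Nfe2l2* was called with pseudocount 0.01, a mean of at least 0.5 RPKM, median ratios, quantile normalization, library weights, and without *Cort*-/- MCAO replicate 3 or *Cort*+/+ MCAO replicate 4 (lowest limma adjusted p = 0.0153). *Stat3* was called with limma voom only (0.0447), and *Nrgn*, *Hmox1* and *Nfe2l2* were also called with it, a setting chosen after seeing the values. *Tnf* and *Ccl7* were called under no setting.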

Other observations

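The tests of the position of the genes of Tables S2 and S3, of single reads, of depth, of the axis and of *Cort*+/+ MCAO replicate 4 were chosen after the results were seen.

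Genes that differed between the genotypes clustered around *Cort*. Within 10 megabases lay 4 of 6 DEGs other than *Cort* in CL (Fisher's exact test, one-sided, p = 2.81e-07) and 4 of 7 in MCAO hemispheres (p = 6.50e-07). For the paper's Tables S2 and S3 the same test gave 4.10e-28 and 3.62e-27. DNA of the parental strain that stayed around the targeted locus is a candidate explanation, and an effect of the deletion on neighboring genes is not excluded. Single reads may explain the calls of 3 other genes, which had at most 3 reads in any library. *Gm49980*, the 1 gene called on another chromosome with more than 3 reads, lies on chromosome 18, and for this gene a strain difference and an effect of *Cort* cannot be told apart, since 1 gene decides nothing. Of the splits of the CL libraries 4 of 10 gave as many DEGs, and no share under 0.1 is possible there. Of the splits of the MCAO libraries 14 of 56 gave as many DEGs and 19 of 56 as many gene sets.

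More genes differed between MCAO and CL in *Cort*-/- (792) than in *Cort*+/+ mice (5). The tables argue against the number of libraries as the whole cause, since with 3 MCAO libraries the ratio of the counts stayed at or above 2.4. They also argue against depth as the whole cause. With every library thinned to 25989679 reads, 725 genes differed in *Cort*-/- and 19 in *Cort*+/+ mice, a ratio of 38.2. Other splits of the libraries gave as many DEGs in 1 of 56 and as many gene sets in 2 of 56 for *Cort*-/- mice, the real split included. For *Cort*+/+ mice 8 of 10 splits gave as many DEGs and 2 of 10 as many sets, where no share under 0.1 is possible. Shared DEGs were as many in 1 of 100 splits. A larger response of *Cort*-/- mice and a spread between animals cannot be told apart, since the scores along the axis from CL to MCAO overlapped (exact two-sided permutation p = 0.268). The low count in *Cort*+/+ mice may depend on MCAO replicate 4, whose score of 0.412 was the lowest of the MCAO libraries. Without it 160 genes were DEGs, and a milder lesion of that animal and a different dissection cannot be told apart.

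Receptors that bind cortistatin, which the paper does not report for these libraries, did not pass the threshold. The log2 fold change from CL to MCAO was −0.08 for *Sstr1*, 0.02 for *Sstr2*, −0.10 for *Sstr3*, −0.11 for *Sstr4*, −0.30 for *Sstr5* and −0.49 for *Ghsr* in *Cort*-/- mice (limma adjusted p = 0.828, 0.979, 0.601, 0.863, 0.658 and 0.427). In *Cort*+/+ mice it was 0.01, 0.11, 0.11, −0.18, 0.09 and −0.05. *Sst* had −0.12 in *Cort*+/+ and −0.07 in *Cort*-/- mice (limma adjusted p = 0.89 and 0.856).

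Of genes that the paper measured by qPCR in other experiments, *Aif1* rose from 3.87 ± 0.118 (SD, n = 3) to 9.12 ± 2.88 RPKM (SD, n = 5) in *Cort*-/- mice (log2 fold change 1.16, limma adjusted p = 0.0213) and by 1.08 in *Cort*+/+ mice (0.195). It was a DEG of *Cort*-/- mice in 9 of the 14 models that left out 1 library. *Cldn5* rose by 0.62 in *Cort*-/- mice (limma adjusted p = 0.0542, from 0.0241 to 0.335 over 24 alternatives, 5 of them under 0.05) and by 0.25 in *Cort*+/+ mice (0.833). In *Cort*-/- mice the log2 fold change was 0.07 for *Cd163*, 1.15 for *Arg1*, −0.10 for *Cldn1*, 0.35 for *Ocln*, 0.38 for *Col1a2*, 0.27 for *Bdnf* and −0.29 for *Gdnf* (limma adjusted p = 0.965, 0.494, 0.869, 0.18, 0.315, 0.608 and 0.698). *Il6* was at or under 3 reads in the CL libraries and at least 1.52-fold higher in *Cort*-/- and 1.85-fold higher in *Cort*+/+ MCAO hemispheres (limma adjusted p = 0.315 and 0.648).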
